# The impact of timing and injury mode on induced neurogenesis in the adult mammalian retina

**DOI:** 10.1016/j.stemcr.2023.12.010

**Published:** 2024-01-25

**Authors:** Marina Pavlou, Marlene Probst, Nicolai Blasdel, Aric R. Prieve, Thomas A. Reh

**Keywords:** neurogenesis, Ascl1, Ascl1-Atoh1, Müller glia, retina, inflammation, injury mode, NMDA, light-damage

## Abstract

Regeneration of neurons has important implications for human health, and the retina provides an accessible system to study the potential of replacing neurons following injury. In previous work, we generated transgenic mice in which neurogenic transcription factors were expressed in Müller glia (MG) and showed that they stimulated neurogenesis following inner retinal damage. It was unknown, however, whether the timing or mode of injury mattered in this process. Here, we explored these parameters on induced neurogenesis from MG and show that MG expressing Ascl1 will generate new bipolar neurons with similar efficiency irrespective of injury mode or timing. However, MG that express Ascl1-Atoh1 produce a new type of retinal ganglion-like cell after outer retinal damage, which is absent with inner retinal damage. Our data suggest that although cell fate is primarily dictated by neurogenic transcription factors, the inflammatory state of MG relative to injury can influence the outcome of induced neurogenesis.

## Highlights

• Light damage stimulates neurogenesis from MG expressing proneural factors
• The timing of injury does not affect MG reprogramming with Ascl1 or Ascl1-Atoh1
• MG expressing Ascl1 will give rise to bipolar neurons irrespective of injury mode
• Injury mode affects the types of neurons obtained from MG expressing Ascl1-Atoh1

## Introduction

The ability to regenerate tissues after an injury or aging has attracted widespread interest from both basic and medical research. Although some of our tissues are able to regenerate, such as the liver (Taub, 2004), damage to the central nervous system (CNS) in mammals leads to permanent neuronal death and functional loss. Some vertebrates, however, retain their ability to regenerate neurons (Sharma and Ramachandran, 2022; Todd and Reh, 2022). Zebrafish, for example, are able to regenerate many areas of the CNS, including the neural retina (Todd and Reh, 2022; Wan and Goldman, 2016), leading to the functional restoration of vision (Hammer et al., 2022). In the zebrafish retina, Müller glia (MG) respond to injury by giving rise to multipotent progenitor cells that reactivate developmental pathways. These progenitors proliferate and give rise to new neurons that repopulate the injured tissue (Wan and Goldman, 2016). This mechanism is lost in the mammalian retina, and several groups have been developing approaches to reinstate this regenerative ability in adult mammalian MG.

We can mimic some aspects of the naturally occurring regeneration in mice by expressing proneural transcription factors (TFs) in adult MG. We have shown that the expression of Ascl1, either alone or in combination with other TFs in adult mammalian MG, followed by an acute retinal injury, causes the MG to acquire a progenitor-like state and generate functional neurons (Jorstad et al., 2017; Todd et al., 2021; 2022). The types of neurons generated by the MG vary depending on the specific TFs expressed in the cells; Ascl1 alone primarily induces bipolar cell production, whereas the combinations Ascl1-Atoh1 or Isl1-Pou4f2-Ascl1 (IPA) reprogram MG mostly into retinal ganglion cell (RGC)–like neurons. In the majority of our reprogramming paradigms, neurogenesis from MG requires not only the expression of pioneering factors such as Ascl1 but also retinal injury.

Similarly, in fish, the process of regeneration is also stimulated by retinal injury and requires Ascl1 expression in MG (Fausett et al., 2008). There have been a number of mechanical, chemical, and light-induced injuries used to ablate the entire retina, or specific neuronal classes, to study how the retina responds to each lesion (see Table 1 of Sharma and Ramachandran, 2022). In zebrafish, MG respond to both N-methyl-d-aspartate (NMDA) and light-damage by upregulating cell cycle and protein biosynthesis genes as they transition to multipotent progenitors (Hoang et al., 2020). These progenitors will generate all of the classes of retinal neurons, regardless of which cells died during the injury (Powell et al., 2016), although some bias to regenerate the cell types lost has been reported in the case of red and UV cone photoreceptors (D’Orazi et al., 2020). This may be the case in fish; however, it is not known whether induced neurogenesis in mice is affected by the type of retinal injury. In our previous work, we only tested neurotoxic NMDA as a mode of injury and saw that damage was necessary to stimulate neurogenesis from MG that express Ascl1 alone or IPA (Jorstad et al., 2017; Todd et al., 2022). Therefore, we asked whether a different mode of injury would be sufficient to stimulate neurogenesis from MG in adult mice.

In addition to the type of injury, the timing of injury relative to the expression of proneural factors may play an important role in the regenerative response of mammalian MG. The transient inflammatory state induced in the MG after injury in zebrafish and mice may be necessary to initiate the neurogenic process (Iribarne and Hyde, 2022) and may predispose the fate of neurons derived from inflamed MG. In fish, the regeneration pathways are naturally turned on within 24 h of injury (Hoang et al., 2020), and it is not known whether altering the timing of this response would change the outcome. In mice, in which neurogenesis is artificially stimulated with proneural TFs such as Ascl1, we induce retinal injury with a toxic dose of intravitreal NMDA after the expression of the TF in MG; however, it remains unclear whether mammalian MG can become neurogenic if Ascl1 is induced following injury. Deciphering the importance of timing could greatly affect the potential translation of glia-to-neuron reprogramming in human patients, because a regenerative therapy would need to stimulate neurogenesis after retinal damage has already occurred.

To test the effects of a different injury mode, we used light-damage to ablate photoreceptors and asked whether this would provide a sufficient stimulus to drive neurogenesis from MG expressing Ascl1 or Ascl1-Atoh1. We also asked whether the timing of TF expression either before or after light-damage would change the neurogenic potential of MG in the adult mouse retina. The results show (1) that both light-damage and neurotoxic NMDA provide a sufficient stimulus to drive the process of neurogenesis in MG that express Ascl1; (2) that the expression of Ascl1 after retinal injury induces neurogenesis in the MG; and (3) the types of neurons generated by the MG depend primarily on the TF combination used for reprogramming but can be influenced by the mode of injury. Our results overall support a model in which the potent effects of TF expression can be modulated by factors in the damaged retinal microenvironment.

## Results

### Injury mode does not change the outcome of MG reprogramming with Ascl1

We used the transgenic mice from our previous study (Jorstad et al., 2017), which express Ascl1 and green fluorescent protein (GFP) in MG in a tamoxifen-inducible manner, to assess the effects of injury mode on induced neurogenesis. In the past, we would intravitreally deliver a neurotoxic dose of NMDA, which would cause inner retinal damage. To induce outer retinal damage in our present study, we subjected the mice to a light-damage paradigm, in which animals were exposed to bright white light for 6 h. This treatment caused severe photoreceptor degeneration, primarily in the central retina, within 1 week post light-damage (Figure S1A).

To determine whether light-damage provides sufficient stimulus for neurogenesis from MG, we induced Ascl1 expression in MG using tamoxifen 1 week post light-damage, followed by intravitreal administration of trichostatin-A (TSA) to favor chromatin accessibility as in our previous work (Figure 1A). We analyzed the retinas for evidence of neurogenesis 3 weeks post-TSA and found glia-derived neurons. Lineage-traced GFP^+^ cells with neuron morphology were found in both the inner nuclear layer (INL) (Figures 1B–1B′, arrows) and degenerated outer nuclear layer (ONL) (Figure 1B″, arrows); many of these cells expressed Otx2, which is present in photoreceptors and bipolar cells in the retina. Many of the Otx2^+^ MG-derived cells expressed the bipolar cell markers Chx10/Vsx2 (Figures1E–1E″), and even mature bipolar markers such as Secretagogin and Pcp2 (Figures 1F and 1G, arrows); we did not find any cells that were GFP^+^ and expressed the photoreceptor marker Recoverin (Figure 1E′).

**Figure 1:**
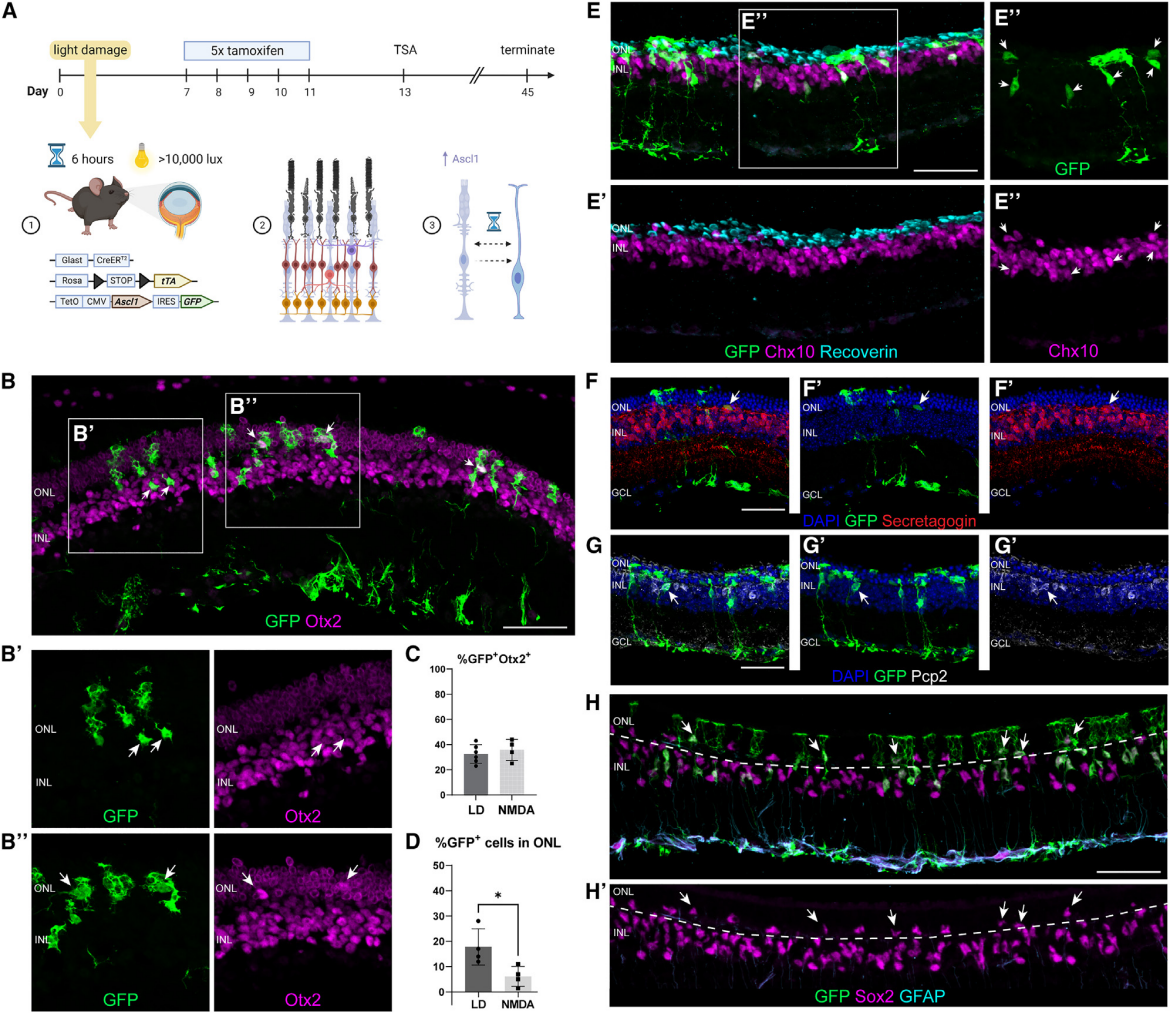
The impact of light damage on reprogramming MG with Ascl1 (A) Schematic overview of the experimental time line in which transgenic mice expressing Ascl1 specifically in MG in a tamoxifen-inducible manner undergo light-damage. (B–B″) Fluorescent images of retinal cross-section showing lineage-traced GFP^+^Otx2^+^ cells in the (B′) INL and (B″) ONL. (C) Quantification of double-labeled GFP^+^Otx2^+^ cells after light-damage and NMDA injuries. (D) Quantification of GFP^+^ cells in the ONL after light-damage and NMDA injuries. (E–E″) Fluorescent images of retinal cross-section showing lineage-traced cells expressing GFP colabeled with Chx10 (white arrows) but not recoverin. (F–F′) Fluorescent images of retinal cross-section showing lineage-traced GFP^+^Secretagogin^+^ cell (white arrow). (G–G′) Fluorescent images of retinal cross-section showing lineage traced GFP^+^Pcp2^+^ cell (white arrow). (H–H′) Fluorescent images of retinal cross-section showing lineage-traced GFP^+^Sox2^+^ cells (white arrows) but not glial fibrillary acidic protein (GFAP) in the ONL; scale bar: 50 μm. Bar graphs (n ≥ 3 animals) with SEM error bars and unpaired t test analysis where ^∗^p < 0.05.

To compare the efficiency of induced neurogenesis after light-damage versus NMDA injury, we quantified the percentage of glia-derived Otx2^+^ neurons in both types of injury; we found that approximately 30%–40% of the MG-derived cells express the bipolar marker Otx2 (Figure 1C). The data show that inducing neurogenesis with Ascl1 produces primarily bipolar cells after either outer or inner retinal damage, suggesting that the mode of injury did not affect the fate of new neurons obtained from Ascl1-expressing MG. However, there was a significant increase in the number of lineage-traced GFP^+^ cells that migrated to the ONL following light-damage compared to NMDA (Figure 1D). This result suggests that photoreceptor death provides a different stimulus for cell migration than RGC death. In addition to Otx2^+^ MG-derived neurons, Sox2^+^ MG/progenitors are also more likely to translocate to the ONL in the light-damaged retinas (Figures 1H–1H′, arrows). Not all MG nuclei in the ONL are lineage traced with GFP, suggesting that this response is not exclusive to Ascl1-expressing MG (Figure 1H). Furthermore, although GFP^+^ cells were also found in the outer plexiform layer margins, they were not Calbindin^+^ horizontal cells (Figure S1B).

### MG reprogramming with Ascl1 is not affected by timing of Ascl1 expression relative to injury

In our initial experiment, we induced Ascl1 expression in the MG following light-damage, whereas in our prior work, we would first drive Ascl1 expression in the MG before using NMDA to damage the inner retina. Therefore, to better understand whether the timing of Ascl1 expression relative to injury would have an effect on neurogenesis, we performed another experiment in which Ascl1 was expressed in MG before light-damage (Figure S2A). The results were similar to what was described above i.e., neurogenesis from MG was comparable regardless of whether Ascl1 was induced in the MG before or after light-damage (Figure S2B). Glia-derived GFP^+^Otx2^+^ neurons were found in areas of both severe ONL degeneration (Figures S2C–S2C′) and areas where ONL thickness was maintained (Figures S2D–S2D′). Thus, the timing of injury relative to the induction of Ascl1 in the MG, at least within the parameters we tested, does not affect the outcome of the reprogramming process. This suggests that the injury stimulus required for Ascl1-expressing MG to give rise to neurons is maintained for at least 1 week following outer retinal damage.

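Messenger RNA of GFP+ cells from Ascl1 mice was counted in 1 library per injury mode, each from a pool of 4 retinas. The library labelled NMDA comes from retinas injured after Ascl1 was induced, with no days given in the sources used here. The library labelled light damage comes from retinas exposed to light for 6 h on day 0, given tamoxifen on days 7 to 11 and TSA on day 13, and harvested on day 45. The GFP+ gate selects lineage-traced cells and left out debris and doublets, so every share is a share of sorted cells and not of the retina. The authors counted unique molecular identifiers (UMIs), each marking 1 captured transcript, with Cell Ranger on the mm10 genome, and the deposited matrices hold these counts with no normalization. The submitters' processing notes name Cell Ranger 6.0.2 for the NMDA library and 7.0.0 for the light-damage library, the paper's methods name 3.0.2, and from version 7 on the program counts intronic reads by default. The NMDA library held 3248 barcodes and 16415169 UMIs, with a median of 4770.5 UMIs per barcode. The light-damage library held 5699 barcodes and 6677190 UMIs, with a median of 1023. Cells with over 10% mitochondrial UMIs were removed, as the paper describes, which left 2937 cells in the NMDA library and 5668 in the light-damage library. As in the paper, cell numbers were then drawn down to 2937 per library and UMIs to the lower median, and the cells were integrated and clustered in Seurat, with 30 dimensions and resolution 0.5, which the paper's text does not name. Doublets were kept, and removing the 84 and 260 cells that Scrublet scored highest was an alternative. Ascl1, which the transgene encodes, was at 121 CPM (UMIs scaled to a common library total) in the NMDA library and 57.5 CPM in the light-damage library, over all barcodes. With 1 library per condition no difference has a replicate check, and all 95% intervals are exact and cover counting error only.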

To better characterize whether the mode of injury affects the types of neurons generated by the MG-derived progenitors and the efficiency of neurogenesis, we performed single-cell RNA sequencing (scRNA-seq) of GFP^+^ sorted cells after light-damage (Figure 2A). We integrated the two Seurat objects from sequencing runs on NMDA-treated cells and light-damaged cells into a single uniform manifold approximation and projection (UMAP) (Figure 2B). The integrated UMAP, in which each dot is a single cell, shows each cluster containing cells from both conditions (Figures 2B′–2B″). 

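The integrated cells of the Ascl1 libraries formed clusters led by genes of known retinal types, with both libraries counted together. Rho and Gnat1, the opsin and the transducin of rods, led a cluster of 264 cells, and Opn1sw and Pde6h, a cone opsin and a cone phosphodiesterase subunit, led 1 of 150 cells. A cluster of 918 cells was led by Cabp5, Gng13, Pcp2, Grm6 and Scgn, genes of bipolar cells. C1qa and Ctss, a complement component and a lysosomal protease of microglia, led a cluster of 119 cells. Igfbpl1, Btbd17 and Ascl1 were among the leading genes of a cluster of 342 cells, called neurogenic precursor-like. Clusters 0 and 1, with 1988 and 1659 cells, were closest to MG by their whole marker list. Their leading genes included Hes5, a Notch target, and Gfap, a filament gene of astrocytes and reactive glia, and none of the MG markers, so these clusters are compared by number. A cluster of 417 cells with few UMIs (median 867) was left without a name. These genes define the clusters and are given to describe them.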

The clusters were defined based on their transcript composition, namely MG, neurogenic progenitors (Npre), bipolar cells, rods, cones, and microglia (Figure 2C). From this we can corroborate our histology results, since we find both MG-derived progenitors and bipolar cells in the light-damaged sample. Thus, light-damage provides a sufficient stimulus to trigger neurogenesis in Ascl1-expressing MG, even when preceding the induction of Ascl1.

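In the library labelled light damage, 71 of the 2489 cells in the neurogenic precursor-like and bipolar-like clusters and clusters 0 and 1 were neurogenic precursor-like, a share of 2.85% (95% interval 2.23 to 3.58%). Another 207 cells were bipolar-like, a share of 8.32% (7.26 to 9.47%). Bipolar cells carry photoreceptor signals to the inner retina. The 2 classes were seen at a median of 1475 and 1655 UMIs per cell. After every cell was thinned to 1000 UMIs, which left out 2667 shallower cells, 307 of 3001 cells, 10.2% (9.17 to 11.4%), had a UMI of at least 2 of 14 bipolar markers. In the clustering of all cells kept, 224 of these were in bipolar-like cells, and as a background 8 of 2221 cells of the clusters closest to MG (0.360%) and 0 of 25 microglia-like cells had them. The rule also takes 20.2% of cone-like, 9.35% of neurogenic precursor-like and 7.34% of rod-like cells and 13 of 24 amacrine-like cells, so it is not specific.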

**Figure 2:**
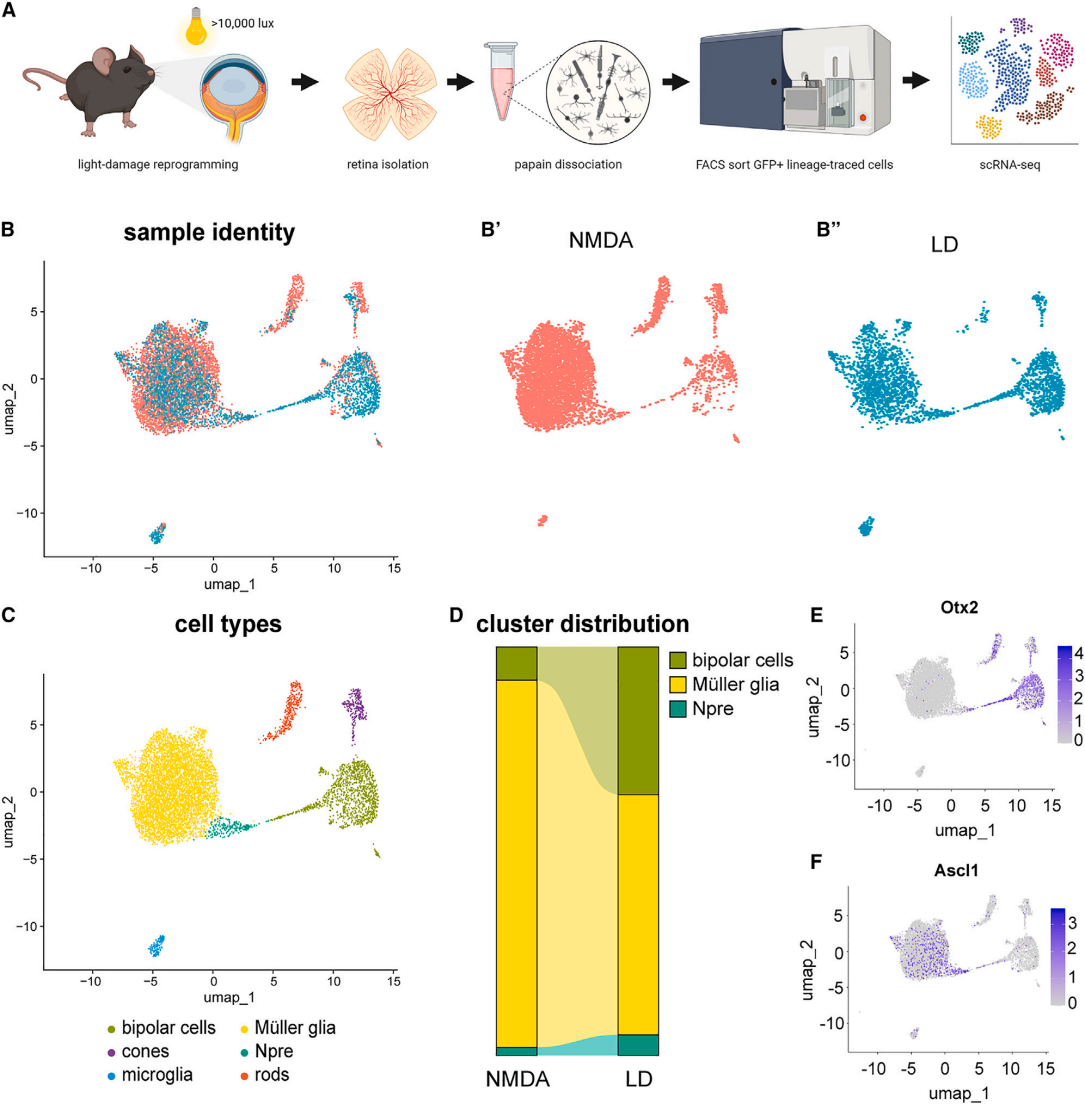
The impact of light damage on the transcriptome of reprogrammed MG with Ascl1 (A) Schematic overview of the experimental time line in which light-damaged retinas were isolated and lineage-traced GFP^+^ cells were sorted for scRNA-seq. (B–B″) UMAP of integrated Seurat objects from sequencing runs of sorted cells from light-damaged and NMDA-treated retinas showing the representation of the (B′) NMDA sample and (B″) light-damaged sample. (C) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures. (D) Alluvium plot of subset cell types originating from the NMDA and light-damaged dataset. (E) Feature plot of Otx2 transcripts in the UMAP of integrated Seurat objects. (F) Feature plot of Ascl1 transcripts in the UMAP of integrated Seurat objects.

In addition to MG and MG-derived Otx2^+^ neurons, we also detected clusters of cells that express rod and cone photoreceptor genes. 

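Photoreceptor-like cells were present in both Ascl1 libraries. Cone-like cells, led by the cone opsins, were 52 of 2937 cells (1.77%) in the library labelled NMDA and 98 of 2937 (3.34%) in the library labelled light damage, a ratio of 1.88 (1.33 to 2.69). Rho, the rod opsin gene (ENSMUSG00000030324, chromosome 6 from 115931748 to 115940036 on GRCm38), was at 19095 CPM in rod-like cells of the NMDA library and 7932 CPM in those of the light-damage library. Nrl, the transcription factor that sets rod identity, was at 984 CPM and 671 CPM in the same cells. Outside the rod-like cells Rho was also seen at low level, in 12.3% of the NMDA library's cells and 2.05% of the light-damage library's cells in cluster 0, at 47.8 and 26.3 CPM. Median depth in that cluster was 4439.5 and 870 UMIs.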

In previously published studies of MG reprogramming, we have reported small numbers of rods and cones (Todd et al., 2021; 2022). Although these cells may be derived from MG, like the bipolar cells, it is also possible that these cells were not MG derived, but rather carry over from our sorting pipeline, because we have yet to detect 5-ethynyl-2′-deoxyuridine^+^ (EdU^+^) lineage-traced photoreceptors in histology. We have however detected lineage-traced GFP+EdU+Otx2+ cells (Figure S4A), confirming the genesis of new bipolar cells. Consistent with the possibility of carry over is the fact there are fewer rod photoreceptors in the light-damaged dataset (Figure 2B’’).

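Rod-like cells made up 92 of 2937 cells in the library labelled NMDA, 3.13% (95% interval 2.53 to 3.83%), and 172 of 2937 in the library labelled light damage, 5.86% (5.03 to 6.77%). The ratio of light damage over NMDA was 1.87 (1.44 to 2.44). The cluster had a median of 1206.5 UMIs per cell in the NMDA library and 772 in the light-damage library. Microglia-like cells went the other way, with 97 cells (3.30%) in the NMDA library and 22 (0.749%) in the light-damage library, a ratio of 0.227 (0.136 to 0.363). Both shares depend on which cells passed the GFP+ gate.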

By integrating the light-damaged dataset with our datasets from previous publications, we could directly compare the efficiency of reprogramming in these two different injury paradigms and the types of neurons generated by the Ascl1-expressing MG. 

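Clusters 0 and 1 were the larger share of the library labelled light damage, and bipolar-like and neurogenic precursor-like cells of the library labelled NMDA. Clusters 0 and 1 are compared by number, since they were closest to MG by the whole marker list while their leading genes held Gfap, an astrocyte marker, and no MG marker. Over these groups, they held 1436 of 2418 cells in the NMDA library, 59.4% (95% interval 57.4 to 61.4%), and 2211 of 2489 in the light-damage library, 88.8% (87.5 to 90.0%). The ratio of light damage over NMDA was 1.50 (1.40 to 1.60). Cluster 0 alone went from 26.1 to 41.6% of all cells kept and cluster 1 from 22.8 to 33.7%. Bipolar-like cells were 711 of the NMDA library's cells, 29.4% (27.6 to 31.3%), and their ratio was 0.283 (0.241 to 0.331). Neurogenic precursor-like cells were 271, 11.2% (9.98 to 12.5%), and their ratio was 0.255 (0.193 to 0.332). By the marker rule with no clustering, 864 of 2762 cells of the NMDA library (31.3%) had bipolar markers, with 175 shallower cells left out. The unnamed cluster with few UMIs, outside these classes, held 9.19% of the NMDA library and 5.01% of the light-damage library. The neurogenic precursor-like ratio moved to 0.784 with no downsampling of UMIs, and the bipolar-like ratio to 0.0443 with no integration. The paper reasons from the share of lineage-traced cells that remained MG in each injury mode (Fig. 2D).

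**Figure D1:**
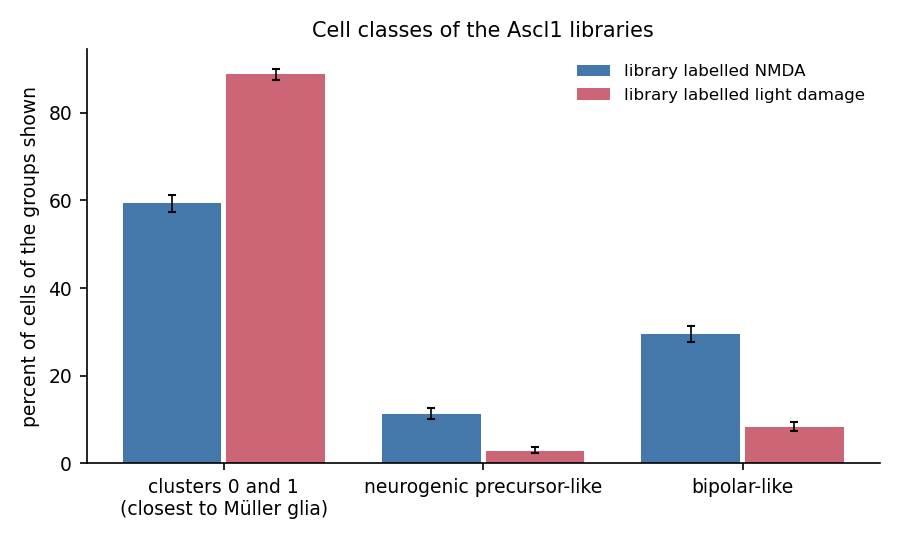
Share of cells in clusters 0 and 1 and in the neurogenic precursor-like and bipolar-like clusters (y axis, percent of the cells in these groups) in the Ascl1 libraries labelled NMDA and light damage. Bars are shares of 1 library each and error bars are exact 95% intervals for counting error. The bipolar-like bar is higher in the NMDA library and the bar of clusters 0 and 1 in the light-damage library.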

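Within clusters 0 and 1, genes of glial reactivity were lower in the library labelled light damage than in the library labelled NMDA, and most MG markers were higher. Lcn2, a secreted iron carrier of reactive glia (ENSMUSG00000026822, chromosome 2 from 32384633 to 32388252), had 8.78 CPM against 406 CPM. Gfap, the filament gene of reactive glia (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912), had a ratio of 0.141 (95% interval 0.117 to 0.168), and Serpina3n, a protease inhibitor of reactive glia, 0.105 (0.0581 to 0.175). Of 14 measured genes of reactive gliosis, 8 were at least 1.5-fold lower with an interval excluding 1, and Cd44 was higher. Of the 2 measured chemokine genes of the inflammation list, Cxcl1 was lower (ratio 0.194) and Cxcl10 higher (2.13), and 2 other members, the NF-kB inhibitor gene Nfkbia and the adhesion gene Icam1, were lower. Of 10 interferon response genes, 4 were lower, among them Isg15 (0.144, 0.0869 to 0.225). Of 10 MG markers, 7 were higher, with Glul, the glutamine synthetase of MG, at 3.48 (3.36 to 3.6) and Rlbp1, the retinaldehyde-binding protein, at 1.93 (1.85 to 2.02), and Clu was lower. Of 7 Notch pathway genes, 4 were higher, with Hes1 at 2.70 (2.59 to 2.82). Of 6 axon growth genes, 5 were lower, with Gap43 at 0.497 (0.375 to 0.650). Immediate early genes, which cell dissociation also induces, moved with these groups, and 8 of 9 were lower, with Fos at 0.277 (0.269 to 0.284). By the rule for named genes, the 12 lowest ratios were those of Lcn2, Sbno2 (0.0987), Gfap, Icam1, Atf3, Gal, Pcsk1n, Gadd45a, Gadd45b, Tmsb10, Dnajb1 and Marcksl1 (0.244). The 12 highest were those of Fgfr2 (610, uncertain because it shares exon bases with Ctbp2), Sorbs2os, Camk1d (349), Hs6st3, Wdr17, Zfp804b, Sntg1, Naaladl2, Cmss1, Kirrel3, Otud7a and Grid2 (29.6). The 2 libraries were counted with Cell Ranger versions that differ in whether introns are counted by default. With genes in 4 equal groups by intron length, the median of the longest was higher in the light-damage library by 1.46 on the log2 scale than that of the shortest. The medians themselves were 1.16 and -0.305, so the median gene of the longest group passed 1.5-fold. The list counts above are given without the share of all genes past the same rule and cannot be read free of this shift.

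**Figure D2:**
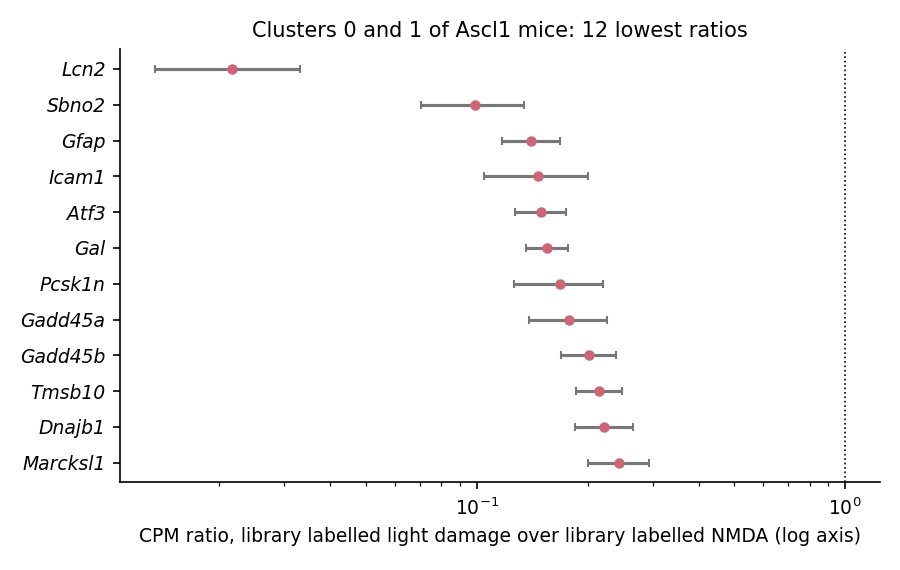
The 12 genes with the lowest ratio of CPM, light damage over NMDA, in clusters 0 and 1 of the Ascl1 libraries (x axis, ratio on a log scale). Points are ratios of summed counts of 1 library each and bars are exact 95% intervals for counting error. Lcn2 has the lowest ratio of the genes plotted.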

Interestingly, when comparing the transcriptome of cells obtained from either injury mode, we find that neurogenesis (Npre and bipolar cells) occurred more efficiently in light-damaged retinas since there were more lineage-traced cells that remained MG after NMDA than light-damage (Figure 2D). When plotting the Ascl1 and Otx2 transcripts on the integrated UMAP, we see a clear transition of the Otx2^+^ cluster emerging from the Ascl1^+^ cluster (Figures 2E and 2F), indicating a similar trajectory of reprogramming for both injury modes.

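Otx2 transcripts were most frequent in bipolar-like and neurogenic precursor-like cells of both Ascl1 libraries and rare in clusters 0 and 1. Otx2 encodes a homeobox transcription factor of bipolar cells and photoreceptors (ENSMUSG00000021848, chromosome 14 from 48657677 to 48673819). With every cell thinned to 1000 UMIs, 299 of 711 bipolar-like cells of the library labelled NMDA had an Otx2 UMI, 42.1% (95% interval 38.4 to 45.8%), as had 57 of 157 in the library labelled light damage, 36.3% (28.8 to 44.3%). In neurogenic precursor-like cells the shares were 43.7% (37.7 to 49.8%) of 270 and 21.4% (11.6 to 34.4%) of 56. In rod-like cells they were 25.0% of 56 and 12.5% of 56, and in cone-like cells 25.0% of 52 and 18.4% of 49. In clusters 0 and 1 they were 0.768% of 1433 and 0.0873% of 1146. Ascl1 encodes the proneural factor expressed from the transgene (ENSMUSG00000020052, chromosome 10 from 87490819 to 87493660). Its transcripts were seen in 15.8% (13.9 to 17.8%) of cells of clusters 0 and 1 in the NMDA library and 6.11% (4.79 to 7.65%) of those of the light-damage library. In neurogenic precursor-like cells the shares were 14.8% (10.8 to 19.6%) and 23.2% (13.0 to 36.4%), and in bipolar-like cells 0.422% and 1.27%. Over all cells, Otx2 was seen in 18.8% (17.3 to 20.3%) of 2762 cells and 5.19% (4.12 to 6.43%) of 1503 cells, and Ascl1 in 9.88% (8.80 to 11.1%) and 5.52% (4.42 to 6.8%). Thinning left out 175 and 1434 shallower cells, and with no thinning Otx2 was seen in 90.3% and 54.6% of bipolar-like cells, at medians of 6047 and 1655 UMIs. In microglia-like cells of the NMDA library, which should lack both genes, Otx2 was seen in 1.04% and Ascl1 in 3.12% of 96 cells at a median of 5550.5 UMIs. Both clusters are defined with these genes, so the shares describe where they were expressed.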

### Injury mode shifts the outcome of MG reprogramming with Ascl1-Atoh1

The results described above indicate that light-damage can provide a sufficient stimulus for neurogenesis from Ascl1-expressing MG. In previous studies, we have found that expressing alternative TF combinations in MG can lead to the genesis of other retinal subtypes. For example, expressing both Ascl1 and Atoh1 in MG can significantly increase the rate of neurogenesis and shift the type of neurons from Otx2^+^ bipolar cells to Hu protein C and D (HuC/D^+^) RGC-like cells and amacrine cells (Todd et al., 2021).

To test whether the mode of injury affects the types of neurons generated with the Ascl1-Atoh1 combination, we exposed transgenic mice that express Ascl1-Atoh1 in MG to the same light-damage paradigm as above. One week later, we induced Ascl1-Atoh1 expression in MG using tamoxifen, followed by an intravitreal injection of TSA; we analyzed the retinas 3 weeks later (Figure 3A) for evidence of MG-derived neurons. The retinas of treated animals showed overall ONL thinning, with cones and inner retinal layers largely intact (Figure S3A). Lineage-traced GFP^+^ cells were found across all of the retinal layers (Figure 3B), and as with the NMDA injury, the majority were HuC/D^+^ and often displaced from the normal laminar position of existing HuC/D^+^ cells in the RGC and lower INL (Figures 3B′, S3B, and S3B′). Some of these were also colabeled with EdU confirming the genesis of new RGC-like cells (Figure S4B). Most lineage-traced cells in the ONL were HuC/D^+^ (Figure 3B′), although GFP^+^Otx2^+^ neurons were also observed (Figures S3C–S3C″). Overall, the cell fates of new neurons in the retinas of Ascl1-Atoh1 mice following light damage were ∼20% Otx2^+^ and ∼70% HuC/D^+^ (Figure 3C). The ratio of Otx2^+^/HuC/D^+^ neurons observed in the light-damaged retinas was similar, although not identical to that observed after NMDA damage, where ∼10% of new neurons were Otx2^+^ and the rest were HuC/D^+^ (Todd et al., 2021). Interestingly, most MG-derived neurons also expressed low levels of Sox2^+^ (Figures 3B′–3C), a phenomenon we have observed in previous studies, particularly at early time points in the reprogramming process (Todd et al., 2021; 2022).

**Figure 3:**
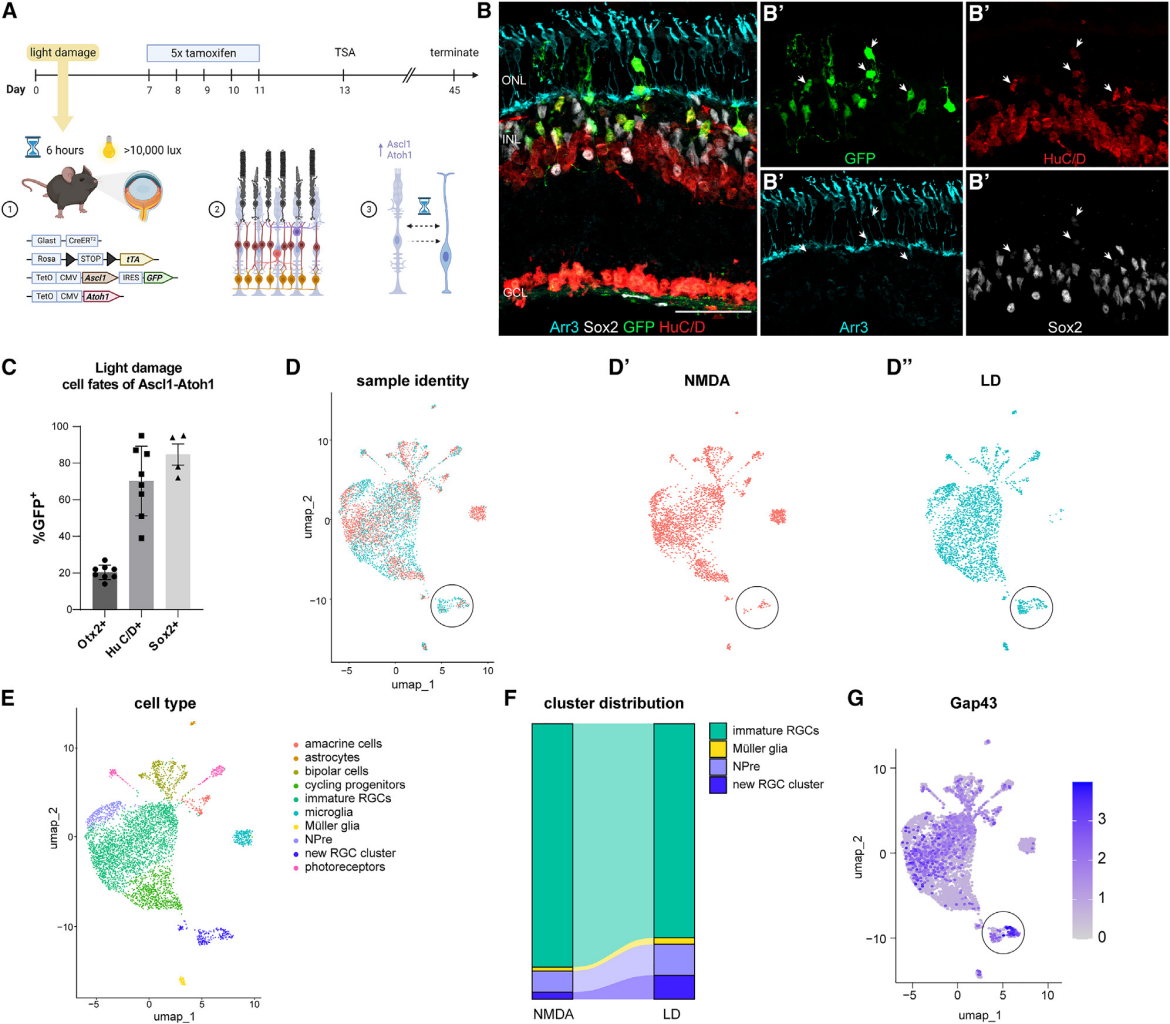
The impact of light damage on reprogramming MG with Ascl1-Atoh1 (A) Schematic overview of the experimental time line in which transgenic mice expressing Ascl1-Atoh1 specifically in MG in a tamoxifen-inducible manner undergo light-damage. (B–B′) Fluorescent images of retinal cross-section showing lineage-traced cells with GFP colabeled with HuC/D and Sox2 (white arrows) but not Arr3. (C) Quantification of lineage-traced glia colabeled with neuronal markers Otx2 and HuC/D and glial marker Sox2 after light-damage. (D–D″) UMAP of integrated Seurat objects from sequencing runs of sorted cells from light-damaged and NMDA-treated retinas showing the representation of the (D′) NMDA sample and the (D″) light-damaged sample. (E) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures. (F) Alluvium plot of subset cell types originating from the NMDA and light-damaged dataset. (G) Feature plot of Gap43 transcripts in the UMAP of integrated Seurat objects. Scale bar: 50 μm; bar graph (n ≥ 4 animals) with SEM error bars.

To further investigate how injury mode may have influenced the fates of MG-derived neurons in Ascl1-Atoh1-expressing MG, we performed scRNA-seq on GFP^+^ sorted cells following the light-damage paradigm. 

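Atoh1, the second transgene, was counted at 1108 CPM in the Ascl1-Atoh1 library with light damage before induction, 493 CPM with NMDA, 1518 CPM with light damage after induction and 701 CPM with no damage. It was at 0 in both Ascl1 libraries, as their labels say. Ascl1, the first transgene, was at 3.94, 4.97, 7.69 and 4.5 CPM in the same order, against 121 and 57.5 CPM in the Ascl1 libraries with NMDA and light damage. Atoh1 encodes a proneural factor (ENSMUSG00000073043, chromosome 6 from 64729125 to 64731245 on GRCm38). The comparison of injury modes uses the first 2 of these libraries, 1 per condition, each from 4 pooled retinas and made of GFP+ sorted cells. Light was given on day 0 and tamoxifen on days 7 to 11 for the light-damage library, with TSA on day 14 in Figures 5A and 6A and on day 13 in Figure 3A. Tamoxifen was given on days 0 to 4, NMDA on day 7 and TSA on day 9 for the NMDA library. Both were harvested on day 45. The light-damage library held 6614 barcodes, 21316100 UMIs and a median of 1941 UMIs per barcode. The NMDA library held 3636, 23351077 and 3968. The submitters' processing notes give Cell Ranger 7.0.0 for the first and 3.0.2 for the second, so their defaults differ for intronic reads. The filter on mitochondrial UMIs removed 0.998% of the light-damage barcodes and 37.8% of the NMDA barcodes, which left 6548 and 2260 cells. Each library was then drawn down to 2260 cells, and clusters were made in the same way as for the Ascl1 libraries. Genes are matched by Ensembl identifier, since 647 genes are listed only for the NMDA library.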

The GFP^+^ cells from either NMDA-treated or light-damaged retinas were integrated and clustered into cell types based on their expression of known marker genes for these cell types (Figure 3E). We previously observed that reprogramming MG with these two TFs after NMDA injury leads to the majority of MG adopting an immature RGC fate. Our results following light-damage were very similar, with most MG-derived neurons expressing RGC markers (Figures 3E and 3F; pink) and only a few cells remaining MG (Figures 3E and 3F, yellow).

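Immature RGC-like cells were the largest class in both Ascl1-Atoh1 libraries, and MG-like cells were few. Immature RGC-like cells were 1031 of 2260 cells with light damage before induction (45.6%) and 815 of 2260 with NMDA (36.1%), a ratio of 1.27 (95% interval 1.15 to 1.39). MG-like cells were 22 (0.973%) and 26 (1.15%), a ratio of 0.846 (0.457 to 1.55). Over the immature RGC-like, MG-like and Reln clusters, the immature RGC-like share was 86.3% and 93.0% and the MG-like share 1.84% and 2.97%. Bipolar-like cells were 7.17% and 9.69% of all cells. Clusters left without a name held another 34.4% and 37.3%. The largest of them, with 355 and 504 cells, had Grp, Rprml and Sox1 among its leading genes. These also led immature RGC-like clusters of the other integrations. In the integration of the injured libraries, immature RGC-like cells numbered 1302 with light damage before and 1313 with NMDA. In that of all Ascl1-Atoh1 libraries they numbered 942 and 948. The ratio of 1.27 thus depends on which clusters were named. The MG-like ratio turned to 1.49 with all cells kept and to 1.52 with another random draw. The immature RGC-like ratio was 0.925 with no downsampling of UMIs, and the bipolar-like ratio of 0.740 turned to 2.44 with the mitochondrial maximum at 5%.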

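Within immature RGC-like cells of the same libraries, in the integration of all Ascl1-Atoh1 libraries, amacrine and immediate early genes were lower after light damage than after NMDA, and RGC markers went both ways. Of 9 measured amacrine markers, 7 were at least 1.5-fold lower with an interval excluding 1, among them Gad2, an enzyme of GABA synthesis, at 0.0715 (0.0398 to 0.119), and Tfap2b, an amacrine transcription factor, at 0.0456 (0.00113 to 0.264). Of 11 immediate early and stress genes, 10 were lower, with Fos at 0.161 (0.151 to 0.172). Of 10 axon growth genes, 6 were lower, with Gap43 at 0.418 (0.367 to 0.476), and Dcx, a microtubule protein of young neurons, was higher at 2.30 (2.04 to 2.61). Of 12 immature RGC markers, part of them chosen by the study on these samples, 4 were higher and 4 lower. Of 7 mature RGC markers, Ebf2, Ebf3 (9.63) and Thy1 were higher and Nefl (0.214), Nefm and Slc17a6 (0.0879), the vesicular glutamate transporter of RGCs, were lower. Of 10 reactive gliosis genes, 7 were lower and Cp and Mt1 higher. Cone markers were higher in 4 of 7 and lower in 2. By the rule for named genes, the highest ratios were those of Atp6v0c (660, 378 to 1280), Rnasek, Dcc (261, 160 to 457), a netrin receptor of growing axons, Nme2, Asic2, an acid-sensing channel, Astn2, Prkg1, Kcnip4 (55.3), Timm23, Ccser1, Nrg1 and Pde7b (50.8). The lowest were those of Caly (0.0526), Atp1b1 (0.0656), a sodium pump subunit, Hddc3, Nxf1, Fam220a, Sncb, Dusp1, Fos, Gpr162, Ndrg4, Ndrg2 and Fosb (0.213). Rnasek, Nme2, Timm23 and Fam220a share exon bases with another annotated gene and are uncertain. Atp6v0c, Rnasek, Nme2 and Timm23 were also among the highest ratios of no damage over NMDA, and Hddc3, Nxf1, Fam220a and Caly among the lowest. Their ratios thus set the NMDA library apart, whose genes were listed from another annotation, and are not particular to light damage. The comparison covered 942 and 948 cells with 3895395 and 10472868 UMIs. The median of the long-intron genes was higher than that of the short-intron genes by 1.49 on the log2 scale, and Asic2 and Kcnip4 lead clusters of the class, so its size cannot be compared free of them. The medians themselves were 0.903 and -0.583, so the median long-intron gene passed 1.5-fold. The list counts above are given without the share of all genes past the same rule and cannot be read free of this shift.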

These results show that MG expressing Ascl1-Atoh1 will generate similar types of neurons after either inner or outer retinal damage. However, in addition to the bipolar and RGC-like neurons, we now observed the presence of a new cell cluster (black circle, Figures 3D–3D″). This cluster was mostly comprised of cells from the light-damaged dataset (black circle, Figure 3D″) and expressed the axon growth–associated gene Gap43, a marker of developing RGCs (Reh et al., 1993) (Figure 3G). 

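The cluster held 142 of 2260 cells with light damage before induction, 6.28%, and 35 of 2260 with NMDA, 1.55%. The ratio was 4.06 (95% interval 2.79 to 6.05), and light-damage cells were 80.2% of the cluster. Gap43, which encodes a growth cone protein of extending axons (ENSMUSG00000047261, chromosome 16 from 42248442 to 42340651), was at 394 CPM in the cluster against 65.1 CPM in the other cells of the light-damage library, a ratio of 6.06 (4.88 to 7.46). In the NMDA library it was at 969 CPM against 144 CPM, a ratio of 6.70 (5.68 to 7.87). Stmn2, another gene of axon growth, had ratios of 25.5 and 20.2 in the same libraries. Elavl4, a HuD gene of immature RGCs, was lower in the cluster, at 0.0136 and 0.0617 of the other cells. With the mitochondrial maximum at 5%, the ratio of shares was 1.12. The paper describes the cluster as mostly of the light-damaged dataset and with Gap43 (Fig. 3D and 3G), and reasons from Dapl1, Zic3 and Rbpms to its RGC lineage (Fig. 4E to 4G).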

To better define this new population, we plotted the top three differentially expressed transcripts across clusters (Figure 4A). This analysis revealed that the new RGC cluster was enriched for reelin (Reln), which is involved in circuit patterning and synaptic connectivity (Rice et al., 2001). 

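Reln, which encodes a secreted glycoprotein that guides neuronal migration and synapse formation (ENSMUSG00000042453, chromosome 5 from 21884454 to 22344702), was at 717 CPM in the cluster and 27.2 CPM in the other cells of the light-damage library, a ratio of 26.4 (95% interval 21.6 to 32.3). In the NMDA library it was at 207 CPM and 5.90 CPM, a ratio of 35.1 (23.2 to 51.8). A Reln UMI was seen in 62.7% of the cluster's cells and 4.39% of the others with light damage, and in 57.1% and 3.42% with NMDA. In microglia-like cells of the NMDA library, which should lack the gene, the share was 0.467%. Median depth was 1828.5 UMIs in the cluster and 1985 in the other cells of the light-damage library, and 4382 and 5373 with NMDA. Mfap4, an extracellular matrix gene, and Mecom, a zinc finger transcription factor, were higher in the cluster by 62.3-fold and 240-fold with light damage. Zic1 and Zic2, relatives of Zic3, were higher by 25.2-fold and 49.4-fold. Reln defines the cluster and differed between the libraries within it, so neither its enrichment there nor the cluster's size is independent of it.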

In the uninjured adult retina, the Reln protein is expressed primarily by RGCs and at a lower level by amacrine cells in the INL (Figure 4B). After light-damage, we found some rare examples of lineage-traced GFP^+^Reln^+^ cells (Figures 4C–4C′), corroborating the scRNA-seq data that a new glia-derived RGC subtype was generated from MG expressing Ascl1-Atoh1 following light-damage (Figure 4D). The transcript for an important downstream component of the Reln-mediated signal transduction pathway, Disabled-1 (Dab1, Dapl1) (Rice et al., 2001), was also highly expressed in the new cluster (Figure 4E), as well as moderate expression of the RGC axon patterning gene Zic3 (Zhang et al., 2004) (Figure 4F) and the canonical RGC marker Rbpms (Figure 4G), confirming that these cells belong to the RGC lineage. 

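Dapl1 and Dab1 are separate genes, on chromosome 2 from 59484653 to 59505020 (ENSMUSG00000026989) and on chromosome 4 from 103619359 to 104744844 (ENSMUSG00000028519). Dapl1, which encodes death-associated protein-like 1, was at 966 CPM in the cluster and 8.64 CPM in the other cells with light damage, a ratio of 112 (95% interval 84.6 to 150), and at a ratio of 72.3 (57.1 to 91.4) with NMDA. Dab1, which encodes the Reln signal adaptor Disabled-1, was at 106 CPM and 93.8 CPM, a ratio of 1.14 (0.760 to 1.64), and at 0.974 (0.20 to 2.87) with NMDA. Zic3, a zinc finger transcription factor (ENSMUSG00000067860, chromosome X from 58022700 to 58041736), had ratios of 14.2 (5.84 to 32.3) and 20.3 (7.7 to 45.6), from 10 and 7 UMIs in the cluster. Rbpms, an RNA-binding protein that marks RGCs (ENSMUSG00000031586, chromosome 8 from 33782643 to 33929863), had ratios of 53.8 (23.2 to 135) and 20.7 (8.97 to 42.3). Ebf2, a factor of maturing RGCs, was at 0.0720 and 0.142 of the other cells, and no UMI of Pou4f2, a master factor of RGCs, was seen in the cluster with light damage. Dapl1 was also abundant in MG-like cells, at 796 and 942 CPM.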

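With every cell thinned to 1000 UMIs, a Reln UMI was seen in 261 of 5789 cells with light damage before induction, 4.51% (95% interval 3.99 to 5.08%), and in 25 of 2163 cells with NMDA, 1.16% (0.749 to 1.70%). Dapl1 was seen in 300 cells, 5.18% (4.63 to 5.78%), and in 42 cells, 1.94% (1.40 to 2.62%). Zic3 was seen in 0.363% (0.225 to 0.554%) and 0.185% (0.0504 to 0.473%). Rbpms was seen in 0.501% (0.336 to 0.719%) and 0.555% (0.287 to 0.967%). Thinning left out 759 and 97 shallower cells. It does not even out intron counting, which is the default for the light-damage library and not for the NMDA library. Unthinned shares were 7.82% and 4.25% for Reln, 6.67% and 4.87% for Dapl1, 0.977% and 1.99% for Zic3, and 0.947% and 2.35% for Rbpms. In 225 microglia-like cells of the NMDA library, thinned in the same way, Reln and Zic3 were not seen, Dapl1 was seen in 0.444% and Rbpms in 5.33%, which is above its share of all cells. Outside microglia-like cells, the CPM of Rbpms with NMDA was 0.391 times (0.232 to 0.638) that with light damage, from 23 and 65 UMIs. The microglia-like cells had a median of 3873 UMIs and all thinned cells 2135 and 5546. With the mitochondrial maximum at 5%, the ratio of light damage over NMDA was 0.939 for Dapl1, against 2.67 at 10%, 0.446 (0.131 to 2.35) for Zic3, against 1.96, and 0.229 (0.101 to 0.585) for Rbpms, against 0.903.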

Overall, there was a greater percentage of cells that expressed Reln and Dapl1 in the light-damaged dataset compared to NMDA, with similar levels for Zic3 and Rbpms across datasets (Figure 4H). To further investigate this new cluster with regards to transcript similarity with developing RGCs, we mapped the cluster onto a published scRNA-seq dataset of E14 mouse retina (Clark et al., 2019) when most RGCs are born (Figure 4I). We found that the cells clustered with developing progenitors, amacrine cells, and RGCs (Figure 4I′). It is important to note that the Reln^+^ RGC-like cells express transcripts for NMDA receptor genes (Figures S3D–S3G), and thus it is possible that the injury paradigm may influence the survival of these neurons. However, we consider this scenario unlikely, since NMDA receptor genes are expressed in all of the glia-derived RGCs (Figures S3D–S3G); therefore, such a phenomenon would have affected all of the RGCs, not just one class.

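In the Reln cluster, Grin2b was the most abundant NMDA receptor gene, and Grin1, which encodes the subunit every NMDA receptor needs, was near the limit of detection. Grin2b (ENSMUSG00000030209, chromosome 6 from 135713233 to 136173511) was at 259 CPM (95% interval 203 to 326) in the cluster with light damage and 91.4 CPM (51.1 to 151) with NMDA. Grin1 (ENSMUSG00000026959, chromosome 2 from 25291181 to 25319187) was at 7.10 CPM (0.860 to 25.6) and 6.09 CPM (0.154 to 33.9). Grin2a (ENSMUSG00000059003, chromosome 16 from 9567898 to 9995560) was at 24.9 CPM (9.99 to 51.2) with light damage and at 0 in the 35 cells with NMDA. Grin2c (ENSMUSG00000020734, chromosome 11 from 115249169 to 115267243) was at 71.0 and 60.9 CPM. At least 1 UMI of any of the 7 Grin genes was seen in 45.1% and 45.7% of the cluster's cells.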

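Summed over the 7 Grin genes, immature RGC-like cells had 384 CPM (95% interval 367 to 402) with light damage and 228 CPM (220 to 237) with NMDA. The Reln cluster had 376 CPM (308 to 455) and 164 CPM (108 to 239), or 0.979 (0.797 to 1.19) and 0.721 (0.474 to 1.05) of the immature RGC-like level. Single subunits differed between the classes. In immature RGC-like cells, Grin1 was at 105 CPM (95.6 to 114) with light damage and 61.0 CPM with NMDA, and Grin2a at 165 CPM (154 to 177) and 58.2 CPM. Grin2b was higher in the Reln cluster, by 9.25-fold with light damage and 3.40-fold with NMDA. A UMI of any of these genes was seen in 61.5% and 81.7% of immature RGC-like cells, and in 3.27% of 214 microglia-like cells with NMDA, a type that should lack them. Bipolar-like cells also had them, at 352 and 207 CPM.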

**Figure 4:**
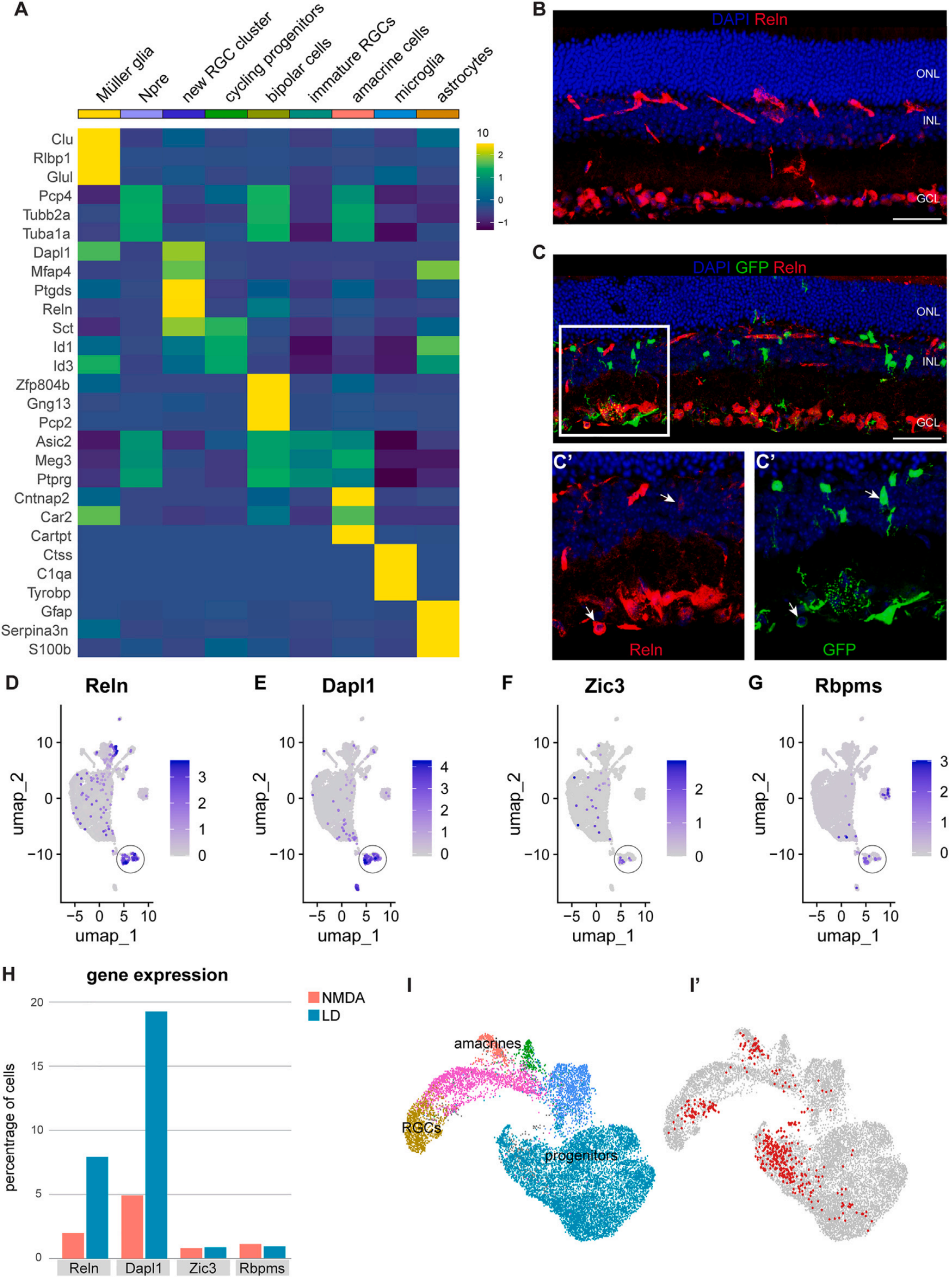
The impact of light damage on the transcriptome of reprogrammed MG with Ascl1-Atoh1 (A) Heatmap of the top 3 most differentially expressed transcripts for each cluster of the integrated Seurat object combining NMDA-treated and light-damaged GFP^+^ sorted cells. (B) Fluorescent image of retinal cross-section showing nuclear marker DAPI and Reln protein distribution in intact retina. (C–C′) Fluorescent image of retinal cross-section showing a light-damaged retina with lineage-traced GFP^+^Reln^+^ cells (white arrows). (D–G) Feature plot of (D) Reln, (E) Dapl1, (F) Zic3, and (G) Rbpms transcripts in the UMAP of integrated Seurat objects, with the new RGC cluster circled. (H) Quantification of cell percentage in each dataset expressing transcripts of genes for Reln, Dapl1, Zic3, and Rbpms, split by dataset origin. (I–I′) UMAP of integrated Seurat objects of E14 mouse retina and subset new RGC cluster showing (I) the main clusters of interest and (I′) where the new RGC cluster maps onto (red dots). Scale bar: 50 μm.

Obtaining a new neuronal subtype from MG expressing Ascl1-Atoh1 under different conditions of retinal damage suggests that the type of injury affects the cell fates generated by the MG-derived progenitors. However, the timing of the injury with respect to the TF expression was also varied in our experiments. To better compare the treatment conditions, we carried out an experiment with the same timeline that was used for the NMDA injury and instead performed light-damage—in other words, the TFs were expressed before the injury instead of after (Figure 5A). 

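GFP+ cells with light damage after Ascl1-Atoh1 induction were counted in 1 library from 4 pooled retinas, with tamoxifen on days 0 to 4, light for 6 h on day 7, TSA on day 9 and harvest on day 45. These are the days of the NMDA library. The library held 3573 barcodes and 14571302 UMIs, with a median of 2998 UMIs per barcode, and 3041 cells passed the mitochondrial filter. The submitters' processing notes name Cell Ranger 7.2.0, so both light-damage libraries come from a version that counts intronic reads by default. For the comparison of timing, this library, the library with light damage before induction and the NMDA library were each drawn down to 2260 cells, their UMIs were lowered to the lowest median, and the libraries were integrated and clustered together.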

We harvested the GFP^+^ lineage-traced cells and ran scRNA-seq. The data from all of the conditions of retinal damage and timing (Figure 5A) were merged into a single UMAP (Figure 5B).

**Figure 5:**
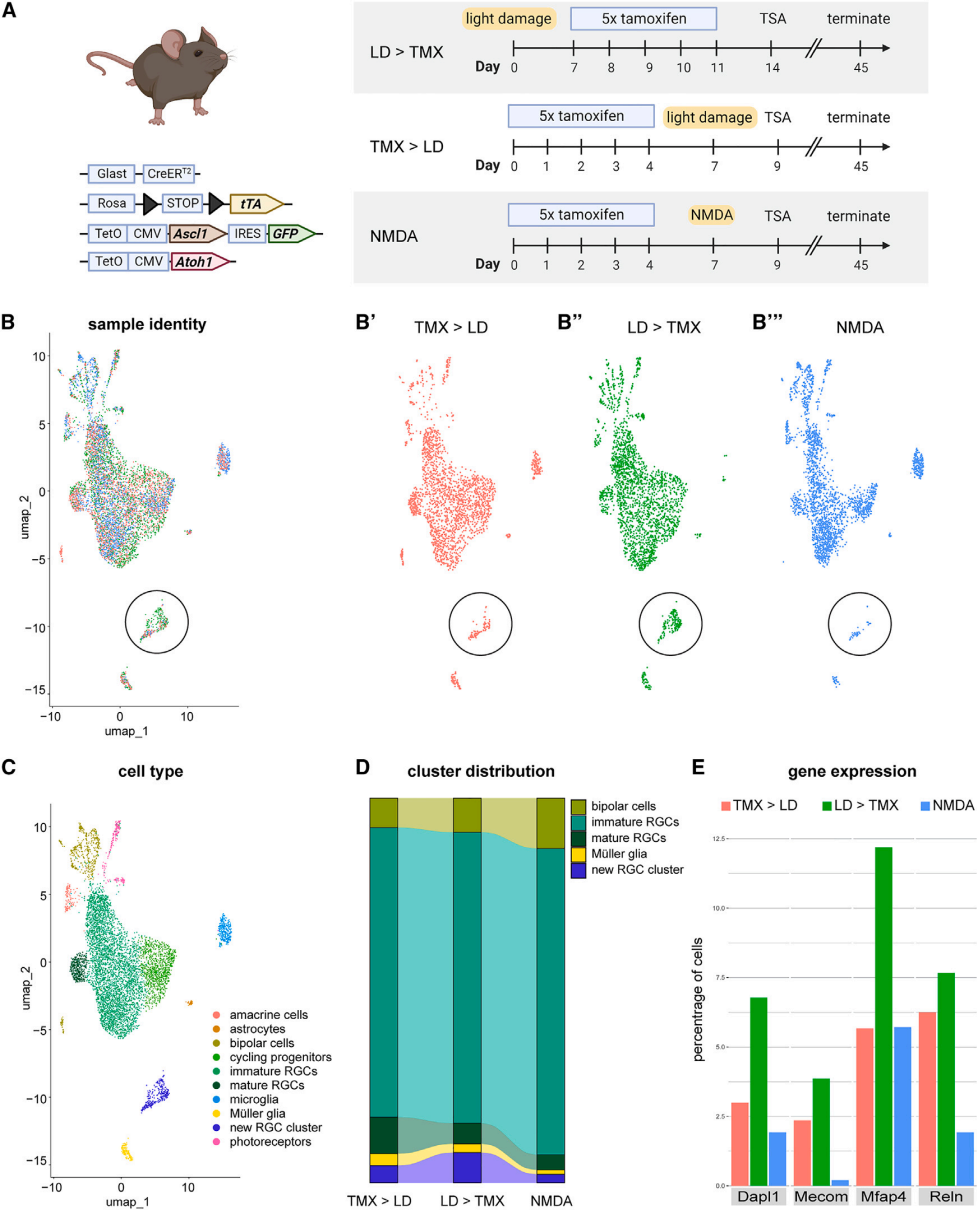
Investigating the effects of timing of light damage on reprogramming MG with Ascl1-Atoh1 (A) Schematic overview of the experimental time lines and injuries used to reprogram transgenic mice expressing Ascl1-Atoh1 specifically in MG. (B–B′) UMAP of integrated Seurat objects from sequencing runs of GFP+ sorted cells from light-damaged and NMDA-treated retinas showing the representation of each sample, (B′) light-damage after Ascl1-Atoh1 induction, (B″) light-damage before Ascl1-Atoh1 induction, and (B''') NMDA-damage. (C) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures. (D) Alluvium plot of subseted cell types originating from the 3 datasets. (E) Quantification of cell percentage in each dataset expressing transcripts of Dapl1, Mecom, Mfap4, and Reln, split by dataset origin.

From this analysis, we observed that the new RGC population was primarily generated when light-damage preceded Ascl1-Atoh1 expression and to a lesser extent when light-damage followed TF expression (Figures 5B′–5B‴′, black circle). 

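In the integration of the injured libraries, the Reln cluster held 136 of 2260 cells with light damage before induction, 6.02%, 55 with light damage after induction, 2.43%, and 38 with NMDA, 1.68%. Light damage before induction was above NMDA by 3.58-fold (95% interval 2.48 to 5.27), and light damage after induction by 1.45-fold (0.940 to 2.25), whose interval includes 1. Reln transcripts summed over all cells were at 47.2 CPM in both light-damage libraries and 7.54 CPM with NMDA, libraries that differ in intron counting by default. Against no damage, where introns are also left out by default, Reln with NMDA was 0.523 times as high (0.413 to 0.663). By the marker rule, with cells thinned to 1000 UMIs and a UMI of at least 2 of Reln, Dapl1, Mfap4, Ptgds, Mecom, Sct and Zic3, the shares were 6.75% (6.12 to 7.43%) of 5789 cells, 2.98% (2.37 to 3.71%) of 2647 and 2.08% (1.52 to 2.77%) of 2163. Over 100 draws of the thinning, the NMDA share had a median of 2.61% (lowest 1.85, highest 3.24%), and light damage before over NMDA a median of 2.67 (lowest 2.02, highest 3.9). These markers are the study's choice on these samples, and the rule is not specific: in a clustering of all cells kept, 78.3, 59.5 and 46.7% of the cells it takes are in the Reln cluster, in the same order, and 14.3, 26.6 and 44.4% are neurogenic precursor-like. In the Ascl1 libraries, where the Reln cluster held 8 and 9 cells, it takes 12.8 and 10.2% of cells, mostly in the clusters closest to MG. With the mitochondrial maximum at 5%, the ratios over NMDA were 1.67 for light damage before and 0.533 for light damage after.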

Interestingly, when light-damage was performed afterTF induction, we obtained a more mature RGC cluster from the MG-derived HuC/D^+^ RGCs, based on higher expression levels of markers such as Ebf2 (Figure 5C). Furthermore, the cluster distribution for MG and MG-derived neurons across the three datasets showed that performing light-damage after Ascl1-Atoh1 expression led to modest levels of Reln^+^ RGCs, but more mature Ebf2^+^ RGCs, whereas performing light-damage before Ascl1-Atoh1 expression produced the most Reln^+^ RGCs. 

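Ebf2, a transcription factor of maturing RGCs (ENSMUSG00000022053, chromosome 14 from 67233292 to 67430918), was higher in both light-damage libraries than with NMDA and differed little between the light-damage libraries. In immature RGC-like cells it was at 235 CPM with light damage after induction, 218 CPM with light damage before and 51.2 CPM with NMDA. The ratio of after over before was 1.08 (95% interval 0.987 to 1.18), and that of before over NMDA 4.27 (3.83 to 4.76). The light-damage libraries count introns by default and the NMDA library does not, so the last ratio cannot be told apart from intron counting. Over all cells, Ebf2 with NMDA was 0.236 times that with light damage before. Against no damage, where introns are also left out by default, it was 0.666 times (0.600 to 0.740). Thinned to 1000 UMIs, 325 of 1681 immature RGC-like cells had an Ebf2 UMI with light damage after, 19.3% (17.5 to 21.3%), and 494 of 2899 with light damage before, 17.0% (15.7 to 18.5%), against 47.1% and 40.9% unthinned. No UMI was seen in 115 microglia-like cells with light damage after. No cluster met the rule for mature RGC-like cells. The immature RGC-like cluster with Ebf2 among its leading genes held 235 cells with light damage after, 183 with light damage before and 210 with NMDA. Its cells were deep, at a median of 4.55 times their library's median UMIs, so these numbers do not measure maturity.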

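Between the light-damage libraries, immature RGC-like cells differed little in RGC genes and more in photoreceptor, bipolar, microglial, Id and Xist transcripts. Of 5 measured mature RGC markers and 8 axon growth genes, none passed 1.5-fold with an interval excluding 1, and of 10 immature RGC markers only Elavl2 did, lower with light damage after induction. Of 6 bipolar markers, 4 were lower after than before, with Gng13 at 0.236 (95% interval 0.163 to 0.335) and Pcp2 at 0.237 (0.126 to 0.423). Of 6 cone markers, Opn1mw, Pde6h and Gngt2 were lower, and of 6 rod markers Gnat1, Sag and Gngt1 were lower and Rho higher. Of 4 microglia markers, Ctss, Cx3cr1 and P2ry12 were higher. Id1 (0.558) and Id3 (0.468), inhibitors of neuronal differentiation factors, were lower among 5 genes of the BMP and Id list. Of 9 MG markers, 4 were higher, with Rlbp1 at 1.69 (1.13 to 2.57). Of 4 measured Reln pathway genes, Dab1 at 2.26 (1.99 to 2.56) and Vldlr at 1.61 (1.04 to 2.52) were higher. By the rule for named genes, the highest ratios were those of AY036118 (9.12), Cmss1, the Y-linked genes Eif2s3y (3.87) and Uty (3.58), Nrg3, Fosb, Dab1, Scg2, Nell1, Egfem1, Cntn4 and Tmem63c (2.04). The lowest were those of Xist and its antisense gene Tsix (0.00231), Sct (0.229, 0.187 to 0.278), which encodes secretin, Zfp804b, Nmt1, Pabpc4, Cnot3, Msantd4, Dstn, Btg1, Cetn2 and Bhlhe22 (0.441). AY036118, Xist, Tsix and Cnot3 share exon bases with another annotated gene and are uncertain. Xist, of the inactive X chromosome of female cells, was lower and the Y-linked genes higher with light damage after, so the pools may differ in sex. Such a difference was not tested and cannot be told apart from timing here. The comparison, in the integration of all Ascl1-Atoh1 libraries, covered 1093 and 942 cells, of which 339 and 112 were in an immature RGC-like cluster with few UMIs. Over the other cells of the class, long-intron genes were higher than short-intron genes there by 0.824 and 0.834 on the log2 scale. Without that cluster, they were still 0.327 higher with light damage after than before. The ratios above cannot be told apart from these differences. Over the bipolar-like, immature RGC-like, MG-like and Reln clusters, the immature RGC-like share was 87.4% with light damage after, 81.3% with light damage before and 83.5% with NMDA, and the Reln share 3.27, 8.49 and 2.42%. In the integration of the injured libraries, the immature RGC-like cluster with few UMIs held 470 of 2260 cells with light damage after (20.8%), 170 with light damage before (7.52%) and 91 with NMDA (4.03%), at medians of 1057, 984 and 786 UMIs. From these distributions the paper concludes that the numbers of Reln+ RGCs depend on injury mode and timing (Fig. 5D).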

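Mecom, Mfap4, Reln and Dapl1, genes of the Reln cluster, were each seen in fewer cells with NMDA than with light damage before induction after thinning to 1000 UMIs. Mecom, a transcription factor gene (ENSMUSG00000027684, chromosome 3 from 29951296 to 30548008), was seen in 1.59% (95% interval 1.28 to 1.95%) of cells with light damage before, 1.13% (0.766 to 1.61%) with light damage after and in 0 of 2163 cells with NMDA, which allows up to 0.139% of cells with a UMI at that depth. Unthinned, 0.487% of NMDA cells had a Mecom UMI. Mfap4, a gene of elastic fibers (ENSMUSG00000042436, chromosome 11 from 61485431 to 61488900), was seen in 6.29% (5.68 to 6.94%), 3.21% (2.57 to 3.96%) and 2.96% (2.29 to 3.76%). Unthinned shares of Mfap4 were 9.85, 7.73 and 11.8%, at medians of 2135, 3866 and 5546 UMIs, so its order with NMDA rests on the thinning. It also rests on the mitochondrial maximum, since at 5% the ratio of light damage before over NMDA was 1.00 (0.631 to 1.69) for Mfap4, against 2.13 at 10%, and 0.939 (0.581 to 1.61) for Dapl1, against 2.67. Its CPM over all cells was 82.3, 38.4 and 28.1. The light-damage libraries count introns by default and the NMDA library does not, which thinning does not even out. Over all cells, CPM with NMDA was 0.160 times that with light damage before for Reln, 0.0375 for Mecom, 0.265 for Dapl1 and 0.341 for Mfap4. Against no damage, where introns are also left out by default, it was 0.523, 0.0883, 0.209 and 0.551 times. With light damage after, Reln was seen in 3.10% (2.47 to 3.83%) of 2647 cells and Dapl1 in 3.17% (2.54 to 3.91%), with 394 cells left out. In microglia-like cells, as a background, Mecom and Reln were each seen in 1.74% of 115 cells with light damage after, and Mfap4 in none of them. Bipolar-like cells were 12.3% of the NMDA library's cells in the classes of Figure 5D, 8.55% with light damage before and 5.41% with light damage after.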

NMDA damage yielded the fewest mature RGCs and Reln^+^ RGCs (Figure 5D), which was also reflected by the lowest gene expression levels of markers exclusive to the new RGC cluster (Figure 5E).

### Retinal inflammatory state can influence the formation of MG-derived neuron subtypes

Overall, our results demonstrate that MG expressing the combination Ascl1-Atoh1 can generate variable numbers of Reln^+^ RGCs depending on the injury mode and timing. This suggests that the retinal microenvironment after injury may affect the neurogenic process and ultimate fates of newborn neurons. One possible difference in the microenvironment of these different injury modes is the level of inflammation caused. At early time points following injury, the degree of inflammation and the signals received by MG may differ between injury modes, and this could influence the effects of TFs on stimulatedneurogenesis.

To investigate whether the mode of injury affects the level of inflammation in the retina, we assessed microglial localization in the retina at 2 and 4 days after light-damage (Figure S5A). We find that microglial presence in the damaged ONL is most prominent at day 4, when microglia infiltrate the thinning ONL as rods and cones gradually degenerate (Figures S5B and S5C). We also used CellChat (Jin et al., 2021) to ask whether there are differences in the signaling pathways that become engaged following light-damage and NMDA injuries, using published datasets of scRNA-seq mouse retina 72 h post-NMDA or light-damage (Hoang et al., 2020). Our analysis revealed that MG are the cells that receive the most signals from other cell types in the retina following injury (Figure S5D) and that NMDA evokes stronger inflammatory signaling in MG compared to light damage, including tumor necrosis factor (TNF), oncostatin-m (Osm), and angiopoietin-like 4 (Angptl4) (Figure S5E). The transcripts for these pathways were also expressed in our scRNA-seq data from Ascl1-Atoh1 reprogrammed retinas (Figure 5B), where NMDA injury led to higher levels of *Tnfa*, *Osm*, and *Angptl4* compared to light-damage, irrespective of timing (Figure S5F).

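Tnf and Osm transcripts were higher with NMDA than with light damage of either timing, and nearly all of them were in microglia-like cells. Tnf, a cytokine of activated microglia (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007), was at 15.7 CPM over all cells with NMDA, 41.6 times (95% interval 20.9 to 97.3) the level with light damage before and 6.43 times (4.5 to 9.45) that with light damage after. Of its 316 UMIs with NMDA, 314 were in microglia-like cells, and within those cells the ratios were 2.92 (1.46 to 6.83) and 4.00 (2.81 to 5.88). Osm, a cytokine of the interleukin-6 family (ENSMUSG00000058755, chromosome 11 from 4236420 to 4241026), had 110 UMIs with NMDA, 108 of them in microglia-like cells. Its ratios were 58.0 (15.7 to 485) and 25.4 (8.45 to 125) over all cells and 4.02 (1.09 to 33.6) and 15.6 (5.20 to 76.9) within microglia-like cells. Over no damage, the NMDA ratio for all cells was 3.71 (2.67 to 5.27) for Tnf and 8.83 (3.93 to 24.6) for Osm. Within microglia-like cells it was 1.45 (1.04 to 2.06) and 3.32 (1.47 to 9.24). Over all cells, both genes were thus higher with no damage than in either light-damage library. The intervals overlap except for Tnf with light damage before. Angptl4, a secreted inhibitor of lipoprotein lipase (ENSMUSG00000002289, chromosome 17 from 33773750 to 33781830), had 7 UMIs with NMDA, 5 with light damage before and 3 with light damage after. Its ratios were 1.48 (0.403 to 5.90) and 1.61 (0.368 to 9.67), so no difference was detectable at this depth. With cells thinned to 1000 UMIs, Tnf was seen in 2.4% (1.80 to 3.14%) of cells with NMDA, 0.0518% with light damage before and 0.302% with light damage after. At a mitochondrial maximum of 5%, the Tnf ratio of NMDA over light damage before was 123, against 46.4 at 10%. Over light damage after it was 21.9, against 7.95. Osm was seen in 1.02% and 0.0173% with NMDA and light damage before, and in no cell with light damage after, which allows up to 0.113% at that depth. Microglia-like cells numbered 230, 31 and 132 in these libraries, and the GFP+ gate sets how many passed. Il1b and Ccl3, other genes of activated microglia, were higher with NMDA within microglia-like cells, by 15.1 and 6.8 times over light damage before. The injured libraries were harvested on day 45, later after injury than the published data of the paper's CellChat analysis.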

Taken together, it appears that the differences in neurogenesis from Ascl1-Atoh1-expressing MG as a function of injury mode and timing may be due to differences in the level of inflammation. If so, then reprogramming MG to a neurogenic state in the absence of retinal inflammation would also produce the newly identified Reln^+^ RGCs. When we first characterized the generation of neurons from MG expressing Ascl1-Atoh1, we noted that neurogenesis could be stimulated even without injury (Todd et al., 2021). This allowed us to test our hypothesis that MG inflammation affected the genesis of neuronal subtypes. 

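GFP+ cells of uninjured Ascl1-Atoh1 retinas were counted in 1 library from 4 pooled retinas, with tamoxifen on days 0 to 4, no TSA and harvest on day 25, earlier than the other Ascl1-Atoh1 libraries. It held 1615 barcodes and 9769666 UMIs, with a median of 3096 UMIs per barcode, and 1582 cells passed the mitochondrial filter. The submitters' processing notes name Cell Ranger 6.0.2, whose default leaves out intronic reads, as for the NMDA library. The libraries of all 4 Ascl1-Atoh1 conditions were drawn down to 1582 cells each and clustered together. EGFP, the lineage reporter, was listed as a gene for this library alone, with 1477 UMIs (151 CPM).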

We harvested GFP^+^ lineage-traced cells from uninjured animals 3 weeks after tamoxifen-induced Ascl1-Atoh1 expression and ran scRNA-seq. When we merged the Seurat objects from all four conditions (Figures 6A and 6B), it became evident that even in the absence of injury, there were cells clustering with the new RGC subtype (Figures 6B′–6B‴′, black circle). 

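In the integration of all Ascl1-Atoh1 libraries, 84 of the 258 cells of the Reln cluster came from the library with no damage, beside 97 with light damage before induction, 51 with light damage after and 26 with NMDA. Dapl1 was at 1152 CPM in the cluster's cells with no damage, 1162 CPM with light damage before, 563 CPM with light damage after and 697 CPM with NMDA. Over all cells with no damage, thinned to 1000 UMIs, Reln was seen in 31 of 1482 cells, 2.09% (95% interval 1.43 to 2.96%), and Mecom in 0.945%. Mfap4 was seen in 6.34%, and Dapl1 in 10.8% (9.26 to 12.5%), a gene that the MG-like cells of this library also expressed, at 1104 CPM. Reln had no UMI in its 174 MG-like cells.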

We obtained all of the clusters previously identified, including the glia-derived immature/mature RGCs, cycling progenitors, and bipolar cells (Figure 6C). 

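Bipolar-like cells were 142 of the 1165 cells in the classes of Figure 6D with no damage (12.2%), 55 with light damage after induction (4.39%), 82 with light damage before (7.21%) and 128 with NMDA (11.4%). The cluster nearest to the paper's cycling progenitors was named neurogenic precursor-like and held 160, 167, 239 and 210 cells. It was led by Galr2, a galanin receptor, and Sct, and Id1 was at 2027 CPM in its cells with no damage. Mki67, which marks dividing cells, had no UMI in its cells with no damage or light damage after, 1 with light damage before and 6 with NMDA. No cluster met the rule for mature RGC-like cells. In immature RGC-like cells, transcripts of many other cell types (photoreceptor, bipolar, microglial, amacrine and MG) were higher with no damage than with NMDA. Of 8 cone markers, all 8 were at least 1.5-fold higher with an interval excluding 1, with Arr3, the cone arrestin, at 13.3 (95% interval 9.53 to 19.2) and Pde6h at 12.3 (10.1 to 15.1). Of 13 bipolar markers, 9 were higher, with Cabp5 at 2.35 (1.78 to 3.12). Of 7 rod markers, 6 were higher, with Gnat1 at 3.53 (2.56 to 4.93), and of 6 microglia markers 5 were higher, with C1qa at 2.72 (1.61 to 4.72). Of 9 amacrine markers, 5 were higher and 2 lower, and of 9 MG markers, 4 were higher and Apoe was lower. Of 8 neurogenic precursor markers, 5 were lower, with Dll3, a Notch ligand, at 0.618 (0.537 to 0.709), and 8 of 11 immediate early and stress genes were lower. Of the Reln pathway, Reln (1.9, 1.2 to 2.9), Dab1, Vldlr and Lrp8 were higher. By the rule for named genes, the highest ratios were those of Atp6v0c (897), Rnasek, Ube2v1 (192), Nme2, Timm23, Pcsk2 (27.1), Zfp869, Smpd3, Uba52, Nmt1, Cox16 and Tomm6 (13.2). The lowest were those of Hddc3 (0.0909), Nxf1, Xist (0.209, 0.203 to 0.215), Hist3h2ba, Shisa4, Fam220a, Cnih2, Caly, Slc24a5, Ckb, Stk25 and Wdr83os (0.314). Rnasek, Ube2v1, Nme2, Timm23, Uba52, Cox16, Tomm6, Xist and Fam220a share exon bases with another annotated gene and are uncertain. The comparison covered 765 cells with no damage and 948 with NMDA, whose genes were listed from different annotations.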

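The Reln cluster held 7.21% of the cells in the classes of Figure 6D with no damage, 8.53% with light damage before induction, 4.07% with light damage after and 2.32% with NMDA. Over all 1582 cells of each library, the share with no damage was 0.866 times that with light damage before (95% interval 0.639 to 1.17), which includes 1. It was 1.65 times (1.15 to 2.38) that with light damage after and 3.23 times (2.06 to 5.23) that with NMDA. By the marker rule with no clustering, 96 of 1482 cells with no damage had at least 2 of the markers, 6.48% (5.28 to 7.85%). Of these, 62 were in the Reln cluster, and MG-like cells also express Dapl1. With the mitochondrial maximum at 5%, the ratio over NMDA was 1.31. The cells with no damage had no TSA and were harvested on day 25, and the others had TSA and were harvested on day 45. The cluster had a median of 2481.5 UMIs over all libraries.

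**Figure D3:**
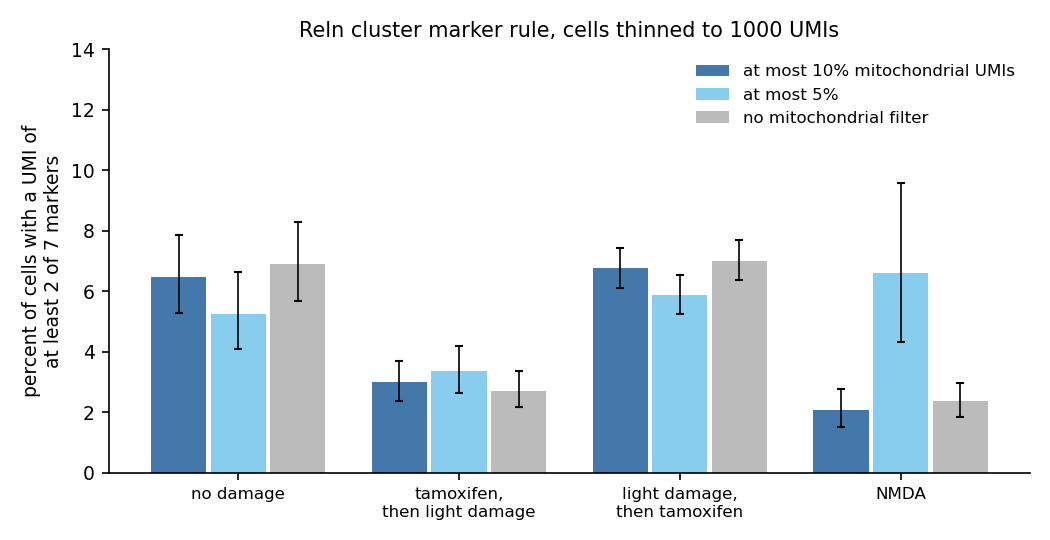
Share of cells with a UMI of at least 2 of Reln, Dapl1, Mfap4, Ptgds, Mecom, Sct and Zic3 (y axis, percent of cells thinned to 1000 UMIs) in the 4 Ascl1-Atoh1 libraries, with a mitochondrial maximum of 10%, of 5% and with no maximum. Bars are shares of 1 library each and error bars are exact 95% intervals for counting error. The NMDA share is 2.08% at a maximum of 10% and 6.60% at 5%. The latter rests on 25 of 379 cells and lay between 4.22 and 9.23% over 100 draws of the thinning. The rule is not specific to the Reln cluster. In clusters made at 10%, that cluster was 3.08% of the NMDA cells with at most 5% mitochondrial UMIs, 14 of 455.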

Reln^+^ RGCs were generated from MG in the absence of injury at a level similar to that obtained when light-damage preceded Ascl1-Atoh1 expression, which was greater than both the NMDA and light-damage after TF induction (Figure 6D). A further prediction was that MG expressing Ascl1-Atoh1 in the undamaged retina would produce the fewest RGCs (HuC/D^+^) and the most unchanged MG compared to all of the injury conditions, and this was indeed the case (Figure 6D).

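Over the classes of Figure 6D, immature RGC-like cells were 65.7% with no damage, 87.3% with light damage after induction, 82.8% with light damage before and 84.4% with NMDA. The share with no damage was 0.752 times (95% interval 0.685 to 0.826) that with light damage after, 0.793 times (0.720 to 0.873) that with light damage before and 0.778 times (0.706 to 0.857) that with NMDA. MG-like cells, led by Car14, Rlbp1, Clu, Aqp4 and Glul, were 174 of 1165 cells with no damage, 14.9%, against 4.23%, 1.41% and 1.87%. The share with no damage was 3.53 times (2.58 to 4.89) that with light damage after, 10.6 times (6.35 to 19.0) that with light damage before and 7.99 times (5.06 to 13.2) that with NMDA. Over all 1582 cells of each library and without the immature RGC-like cluster with few UMIs, which held 1.01, 21.4, 7.08 and 3.73% in the order no damage, light damage after, light damage before and NMDA, immature RGC-like cells were 47.3, 47.7, 52.5 and 56.2%. With no integration the MG-like ratio over NMDA was 0.605, and with the mitochondrial maximum at 5% it was 1.65 (0.913 to 3.13). Over light damage before, the MG-like ratio was 6.21 with all cells kept and 5.90 at 5%. From the fewer RGCs and the more unchanged MG without injury, the paper concludes that its prediction about inflammation held (Fig. 6D). The library with no damage also had no TSA and was harvested on day 25, while the others had TSA and were harvested on day 45. Injury, TSA and time of harvest cannot be told apart in these shares.

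**Figure D4:**
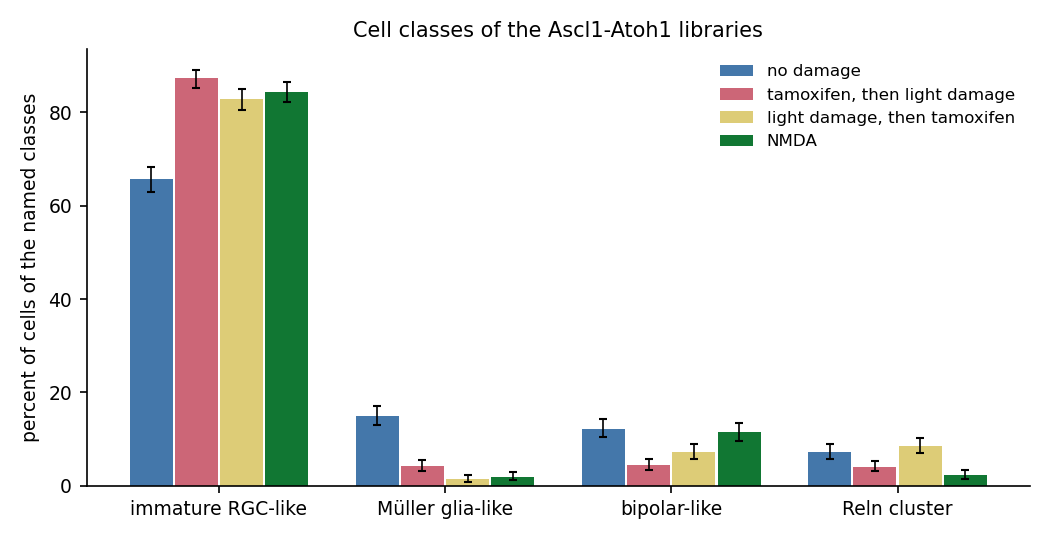
Share of cells in each class (y axis, percent of the cells in the classes of Figure 6D) in the 4 Ascl1-Atoh1 libraries, with light damage after or before tamoxifen drawn apart. Bars are shares of 1 library each and error bars are exact 95% intervals for counting error. The MG-like bar is highest with no damage, at 14.9%, and the immature RGC-like bar lowest, at 65.7%. The library with no damage also had no TSA and an earlier harvest.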

**Figure 6:**
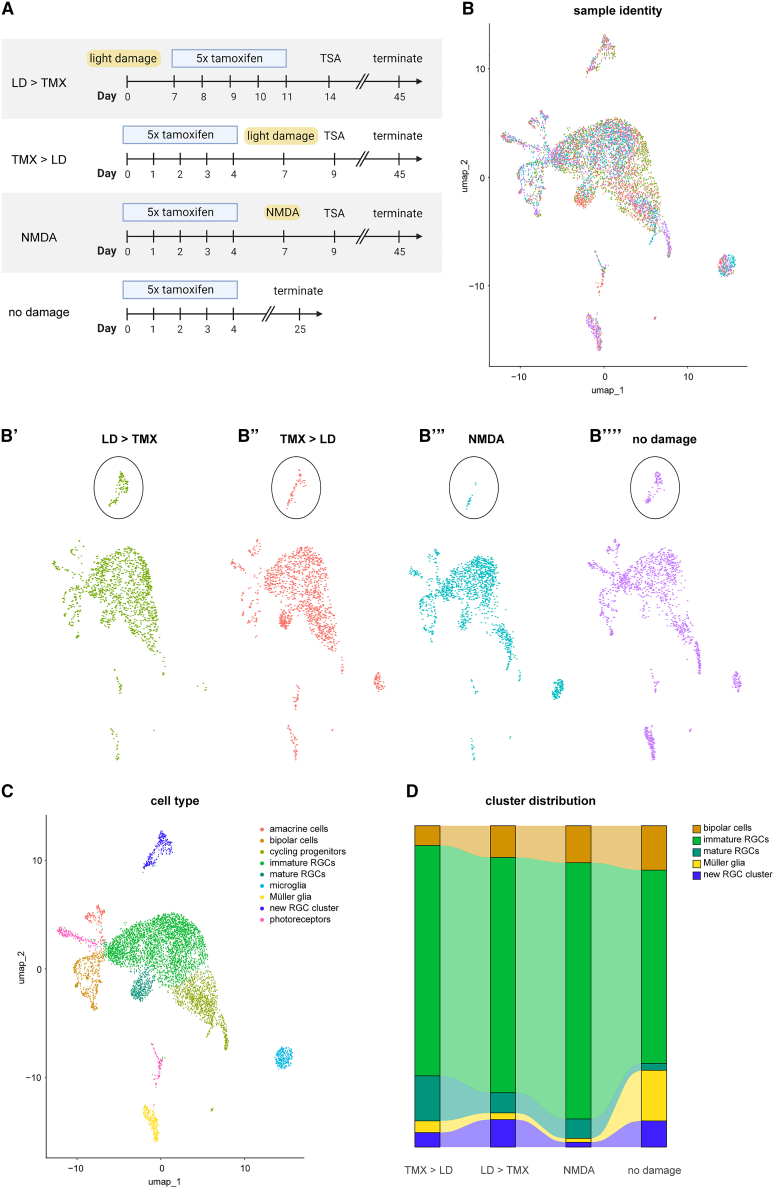
Investigating the effects of early inflammation on reprogramming MG with Ascl1-Atoh1 (A) Schematic overview of the experimental time lines and injuries used to reprogram transgenic mice expressing Ascl1-Atoh1 specifically in MG. (B–B‴′) UMAP of integrated Seurat objects from sequencing runs of sorted cells from all of the experimental retinas showing the representation of each dataset (B′) light-damage before Ascl1-Atoh1 induction, (B″) light-damage after Ascl1-Atoh1 induction, (B″′) NMDA damage, and (B‴′) no damage. (C) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures. (D) Alluvium plot of subseted cell types originating from the 4 datasets split by dataset origin.

## Discussion

We set out to study whether the mode and timing of retinal injury affects the types of neurons generated by MG reprogrammed with proneural TFs in the adult mammalian retina. Our previous efforts to stimulate neurogenesis in the adult mouse retina demonstrated that Ascl1 induces neurogenesis from MG only when followed by inner retinal injury (Jorstad et al., 2017; Ueki et al., 2015). Studies in naturally regenerating species have suggested that the mode of injury or degree of cell death may affect the regeneration process (D’Orazi et al., 2016). Before the present study, the only mode of injury we had tested was a neurotoxic dose of NMDA delivered intravitreally, which kills RGCs and some amacrine cells. Moreover, we had primarily relied on a paradigm in which the neurogenic factors are induced in the MG before injury. Therefore, in this report we have explored whether timing or mode of injury affects the outcome of induced neurogenesis in MG using two different injury modes, two different timing protocols, and two different TF combinations.

Our results show that the mode of injury does not affect the outcome of reprogramming MG to Npre with Ascl1, since both light-damage and NMDA are sufficient to trigger neurogenesis. Based on histology, the ratio of glia-derived bipolar neurons in the light-damaged retinaswas comparable to that in the NMDA-treated retinas (Figure 1D), although scRNA-seq showed an increase in the rate of neurogenesis from the Ascl1-expressing MG after light-damage compared with that observed from NMDA injury (Figure 2D). The apparent discrepancy between the two outcome measures may be due to the sensitivity of each method, with histology reflecting the protein expression profiles and scRNA-seq providing a high-resolution overview of transcriptomic changes.

Although the overall rate of neurogenesis was very similar in both injury modes, we did observe a substantial difference in the laminar positioning of the MG and their neuronal progeny based on injury mode. Light-damaged retinas had more lineage-traced cells in the ONL (Figure 1D), including both MG-derived neurons (Otx2^+^) and potential MG-derived progenitors (Sox2+Otx2^−^) (Figures 1H–1H′). This phenomenon is reminiscent of the interkinetic nuclear migration of progenitors during retinal development (Baye and Link, 2008) and in the regenerating retinas of chicks (Fisher and Reh, 2000) and zebrafish (Lahne and Hyde, 2016), and it does not occur as frequently during reprogramming after NMDA damage (Figure 1D). This suggests that the loss of photoreceptors triggers a different response in the Ascl1-expressing MG, as opposed to RGC loss, which may be relevant to future studies in retinal repair.

We found that the mode of injury did not affect the types of neurons generated by the MG when the cells expressed Ascl1, since we obtained bipolar neurons regardless of the injury mode. Ablating photoreceptors in mice did not cause the Ascl1-expressing MG to generate new photoreceptors, indicating a lack of selective cell replacement controlled by the mode of injury. Although we detect some photoreceptors in our scRNA-seq data, we have not identified newborn photoreceptors via histology and EdU labeling, which is why we cannot exclude that these photoreceptors are carried over during fluorescence-activated cell sorting.

By contrast with the Ascl1 results, we found that the types of neurons generated from MG that express Ascl1-Atoh1 were sensitive to injury mode and timing. We identified a new type of RGC-like cell generated from MG expressing Ascl1-Atoh1 following light-damage, even though RGCs were not affected in this injury paradigm. Thus, although the type of injury can affect the cell types generated by the Ascl1-Atoh1-expressing MG, there does not appear to be selective cell replacement. This reinforces the notion that the environment of an injured retina has a limited effect on the cell fate of regenerated cells, and that in this system, fate is primarily driven by combinations of proneural factors.

The results we see in the mouse are not that different from what is observed in fish. Studies on regenerative species have used numerous injury paradigms to study retinal responses to global and layer- or cell-specific lesions reviewed by Sharma and Ramachandran (2022). In zebrafish, the early response to injury is similar regardless of injury mode, with reactive glia becoming proliferative and entering a neurogenic state (Hoang et al., 2020). Once reactive MG become multipotent progenitors in zebrafish, they give rise to all retinal neurons irrespective of injury, although they proliferate more in areas of cell death as opposed to areas where the retina is intact (Powell et al., 2016). In both zebrafish and mice, the transcriptomic profiles of resting and reactive MG are similar following injury (Hoang et al., 2020), suggesting that the greatest difference between regenerating and nonregenerating species is the capacity of MG to switch into proliferating progenitors, with less emphasis on the injury mode.

Some studies have reported that the ablation of specific neuron types can bias the fate of regenerated neurons toward the cell type lost. For example, selective ablation of bipolar neurons in zebrafish led to the regeneration of mostly bipolar neurons, with some new rods and cones also born following injury (D’Orazi et al., 2016). A similar bias was reported when cones were ablated in zebrafish, with the selective loss of red and UV cones also eliciting the regeneration of those same subtypes (D’Orazi et al., 2020). It is important to note, however, that not all injury paradigms are equal even in regenerative species, because the selective ablation of blue cones in zebrafish could not stimulate their regeneration (D’Orazi et al., 2020).

In addition to the effects on cell fate, different types of injury could control other aspects of the regeneration process. It has been suggested that the degree of cell death can be sensed by the retina and as a result, lead to varying pathways of regeneration and cell replacement (Montgomery et al., 2010). As noted above, MG-derived progenitors in zebrafish proliferate more in areas of cell death than in areas where the retina is intact (Powell et al., 2016). In the present study, we did not detect regional differences in the proliferation of the reprogrammed MG, due to the broad effects of both light-damage and NMDA across the retina.

Our data have shown that photoreceptor ablation triggers MG expressing Ascl1-Atoh1 to generate RGC-like cells and specifically a new subclass of Reln^+^ RGC-like neurons. Reln is a secretory protein in the CNS that facilitates the migration of neurons to their final laminar position in the brain during development (Rice and Curran, 2001). It has a similar role in the retina, in which at embryonic day 13.5, it is predominantly expressed by neurogenic precursors, RGCs, and the distal ciliary margin (Broad Institute Single Cell Portal analysis of data from Balasubramanian et al., 2021) serving as a guidance cue for synaptic connectivity within the retina (Rice et al., 2001).

Although Reln and its downstream effector protein Dapl1 (or Dab1) are primarily expressed by RGCs and glycinergic AII amacrine cells, respectively (Rice and Curran, 2000; Rice et al., 2001), Reln signaling has also been implicated in the rod photoreceptor pathway. Mice deficient in either Reln or Dab1 have fewer rod bipolar cells and attenuated scotopic responses (Rice et al., 2001), indicating that Reln signaling is required for both the circuit formation and function of rod photoreceptors. It is possible that the ablation of rods after light-damage triggers the expression of signals naturally required for rewiring the remaining rods with the surviving neural network.

In addition to external cues that may bias the fate of regenerating neurons, we find that the inflammatory state of the MG has an effect on the types of neurons generated. MG expressing Ascl1-Atoh1 were able to generate Reln^+^ RGCs in the absence of any injury and when light-damage preceded TF expression by 1 week. When retinas were injured either with NMDA or light-damage after TF expression, the population of Reln^+^ RGCs was reduced (Figure 6). This suggests that the types of neurons generated by the reprogrammed MG depends on the degree of inflammatory signals they receive, since the proinflammatory signals they receive early following retinal injury are greater with NMDA than with light-damage (Figure S5).

We also assessed how the timing of injury would affect the regenerative capacity of mammalian MG in our models. We saw that photoreceptor ablation with light-damage before or after Ascl1 expression in MG was sufficient stimulus to elicit comparable levels of neurogenesis (Figure S2). The same result was obtained from MG expressing ASscl1-Atoh1 either before or after light-damage, although this was not surprising considering this TF combination can induce neurogenesis even without injury (Figure 6; Todd et al., 2021). This has important implications for the translation of this approach into a regenerative therapy for retinal disease, because patients would require cell replacement after photoreceptor degeneration.

We are now just beginning to understand the multifaceted process of induced regeneration in the mammalian retina. This work serves as basis for future investigations on how the environment can influence the efficiency of a regenerative regimen and inform subsequent attempts to treat diseases where specific neuron types are lost.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to and will be fulfilled by corresponding author Thomas A. Reh: .

#### Materials availability

No new reagents were generated for this work.

#### Data and code availability

All of the scRNA-seq datasets generated for this manuscript have been deposited in the Gene Expression Omnibus (GEO) repository under the accession number GSE250019.

### Animals

All of the animals were treated and housed with University of Washington Institutional Animal Care and Use Committee–approved protocols. Transgenic mouse lines Glast-CreER^t2^:LNL-tTA:tetO-Ascl1-IRES-GFP and Glast-CreER^t2^:LNL-tTA:tetO-Atoh1:tetO-Ascl1-IRES-GFP were previously characterized (Jorstad et al., 2017; Todd et al., 2021). Males and females were both used in experiments at equal frequencies. All of the experiments were performed on adult mice that were older than 30 days. For EdU incorporation, animals were given 0.4 mg/mL EdU/H_2_O *ad libitum* from the first day of intraperitoneal tamoxifen injections until the animals were sacrificed.

### Light damage

Mice homozygous for leucine at residue 450 of RPE65 were placed in cages covered in aluminized polyethylene mylar under white light-emitting diode bulbs. Light intensity was measured using a lux meter (LX1330B digital illuminance light meter) to verify that ∼10,000 lux was emitted within the cages. Animals received eye drops of tropicamide ophthalmic solution to dilate their pupils right before illumination. Each cage housed 1–2 animals for a period of 6 h. Mice were monitored for photoaversion to ensure sufficient light exposure.

### Injections

Intravitreal injections were performed with a 32G Hamilton syringe (1 μL volume) on mice anesthetized with isoflurane. Concentrations were 100 mM for NMDA/PBS and 1 μg/μL TSA/DMSO. Intraperitoneal injections of tamoxifen (1.5 mg/100 μL of corn oil) were administered daily for 4–5 consecutive days.

### Immunohistochemistry

Dissected eye cups were fixed with 4% paraformaldehyde/PBS for 30 min and then incubated in 30% sucrose solution at 4°C overnight. Eyes were then embedded in optimal temperature cutting compound before freezing. Frozen samples were sectioned at −20°C in 15- to 18-μm sections onto glass slides. Slides were then heated for 10 min on a slide warmer before staining or freezing at −20°C for long-term storage.

For staining, slides were traced with a liquid blocker pen and then rehydrated with PBS. Primary antibodies were incubated overnight at 4°C in blocking solution (0.3% Triton X-100 and 5% normal horse serum in PBS). The primary solution was removed, and slides were washed with PBS. Secondary antibodies were incubated in blocking solution for 90 min and then slides were washed with PBS. Fluoromount-G (SouthernBiotech) mounting medium was added to slides before covering with a glass coverslip. See Tables S1 and S2 for all of the antibodies used.

### Microscopy

Sections were imaged with a Zeiss LSM880 microscope. Images were taken with a 20× objective, with at least 3 images taken per retina for quantification. Images were then analyzed and counted using FIJI (Schindelin et al., 2012).

### FACS

Following euthanasia, pools of four retinas were dissociated using the Worthington Papain Dissociation System (catalog no. LK003150) according to the manufacturer’s instructions. Cells were then spun at 4 °C at 400 × *g* for 10 min and resuspended in neurobasal medium (Gibco no. 21103049), 10% fetal bovine serum (Clontech), B27 (Invitrogen), N2 (Invitrogen), 1 mM l-glutamine (Invitrogen), and 1% penicillin-streptomycin (Invitrogen). The cell suspension was passed through a 35-μm filter and then sorted using a BD FACSAria III cell sorter (BD Bioscience) to retrieve all GFP^+^ cells. During sorting, appropriate gates were implemented to exclude debris, doublets, and autofluorescent cells. Using the purity settings, a minimum of 40,000 events were collected in 1.7 mL Eppendorf tubes that were previously coated with 10% BSA.

### scRNA library construction

FACS-purified GFP^+^ MG cells were spun at 4 °C at 400 × *g* for 10 min and resuspended at a concentration of 1,000 cells/μL. Library construction was performed using the Chromium Next GEM Single Cell 3′ version 3.1 (dual index) protocol and reagents according to the manufacturer’s instructions.

### scRNA-seq, mapping, and data analysis

Multiplexed libraries were sequenced using an Illumina NextSeq 500 using high-output 150 kits. Data were demultiplexed and aligned to the mouse mm10 genome using CellRanger version 3.0.2 (Zheng et al., 2017). Filtered output files were further analyzed in R using Seurat version 4.3.0 (Hao et al., 2021), ggplot2, data.table, dplyr, tidyr, and other commonly used R packages. Low-quality cells (identified as having low read depth or high mitochondrial content; >10%) were removed from datasets. Before analysis, the cell number was downsampled to the object with the lowest cell number and cell unique molecular identifiers were downsampled to the lowest median for each object using the package scuttle’s downsampleMatrix function. Cells were clustered using principal-components analysis and UMAP. Comparisons between datasets were made by canonical correlation analysis, as described by the Satija laboratory vignette (https://satijalab.org/seurat/archive/v3.0/integration.html). Alluvial bar plots were created by the percentage of cells in each cluster split by each sample using ggplot2 with ggalluvial. Heatmap was calculated using Seurat’s DoHeatmap over the top three differentially expressed (DE) genes for each cell type cluster with their average expression of that gene. The top 3 DE genes were found by using FindAllMarkers and sorted by the average log_2-fold change for each single cluster compared against all others. 

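The deposited matrices hold the numbers of Table S3 for all libraries but the one with no damage, where they give 1615 barcodes and a median of 3096 UMIs and the table 1614 and 3100. The median genes per barcode were 2042 for Ascl1 with NMDA, 709 for Ascl1 with light damage, 1244 for Ascl1-Atoh1 with light damage before induction, 1791 with light damage after, 1981 with NMDA and 1666 with no damage. Genes named in the text, such as Reln and Ascl1, are therefore counted in 6 libraries that differ in depth. The median share of mitochondrial UMIs was 3.93, 1.94, 2.50, 3.28, 8.10 and 2.98% in the same order.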

See Table S3 for Cell Ranger summaries.

### Integration with development data

For comparison to developing retina, data were first downloaded from the GEO (Clark et al., 2019). The label transfer was carried out in Seurat using a reference dataset composed of 432 randomly sampled cells of each major cell class in the developing retina dataset, for a total of 3,024 cells, as identified by canonical markers. Reads were downsampled to a common average depth before analysis. The Reln^+^ cluster was subset and integrated directly with a subset composed only of embryonic day 14 (E14) cells from the development dataset.

### CellChatDB analysis

To identify differences in the incoming signals that MG receive immediately after injury, either NMDA or light damage, published scRNA data from mouse retina were first downloaded from GEO (Hoang et al., 2020). We then used CellChatDB (Jin et al., 2021) to compare the expression of signaling ligands, receptors, soluble agonists, antagonists, and co-receptors between the datasets from light-damaged or NMDA-injured retinas and retinal cell populations to identify differentially expressed signaling pathways. Using the inbuilt network analysis and pattern recognition tools, we identified candidate signaling pathways that MG receive input from following injury.

## Supplemental information

Document S1. Figures S1–S5 and Tables S1–S3

Document S2. Article plus supplemental information

# Supplementary material for: The impact of timing and injury mode on induced neurogenesis in the adult mammalian retina
**Source:** Stem Cell Reports. 2024 Jan 25;19(2):239–53. doi: 10.1016/j.stemcr.2023.12.010
**Supplement:** Document S1. Figures S1–S5 and Tables S1–S3

Stem Cell Reports, Volume 19

Supplemental Information

The impact of timing and injury mode on induced neurogenesis in the adult mammalian retina

Marina Pavlou, Marlene Probst, Nicolai Blasdel, Aric R. Prieve, and Thomas A. Reh

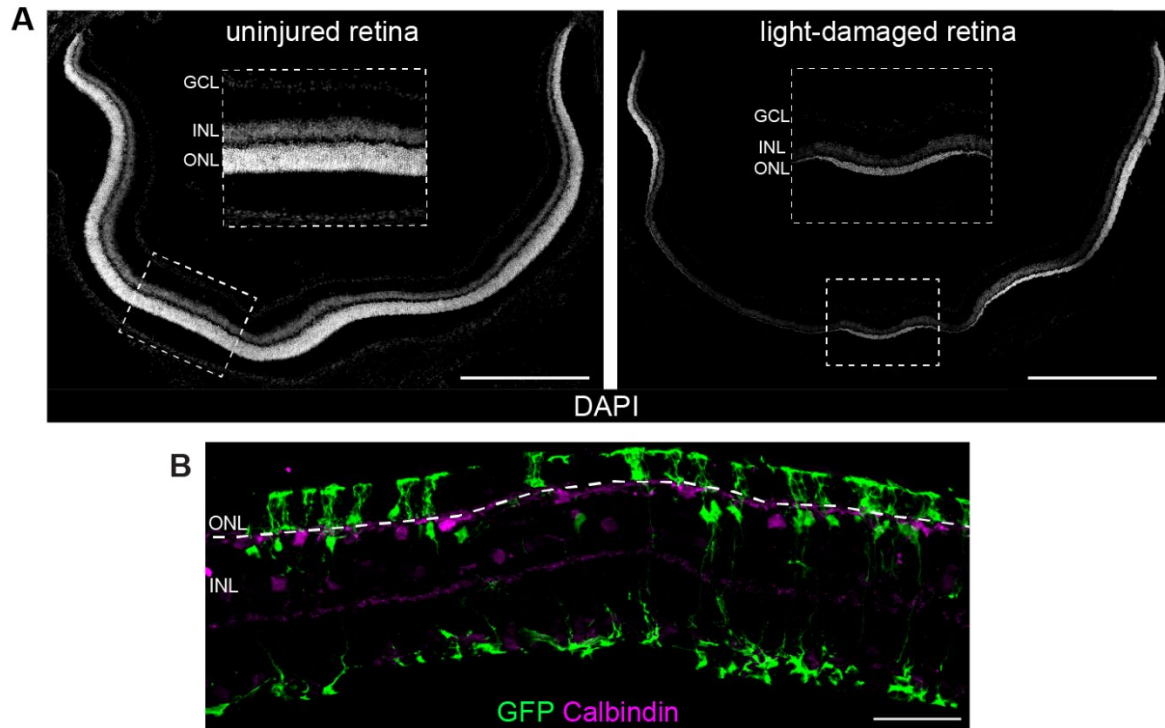

Supplementary Figure 1: the impact of light-damage on reprogramming MG with *Ascl1*; (A) fluorescent images of retinal cross-sections stained with nuclear marker DAPI from an injured retina and a light-damaged retina 7 days post injury; (B) fluorescent image of retinal cross-section showing lineage-traced GFP+ on ONL and INL margin (white line) not labelled with Calbindin. Scalebar A: 500 μ m, B: 50 μ m, ONL= outer nuclear layer, INL = inner nuclear layer, GCL= ganglion cell layer

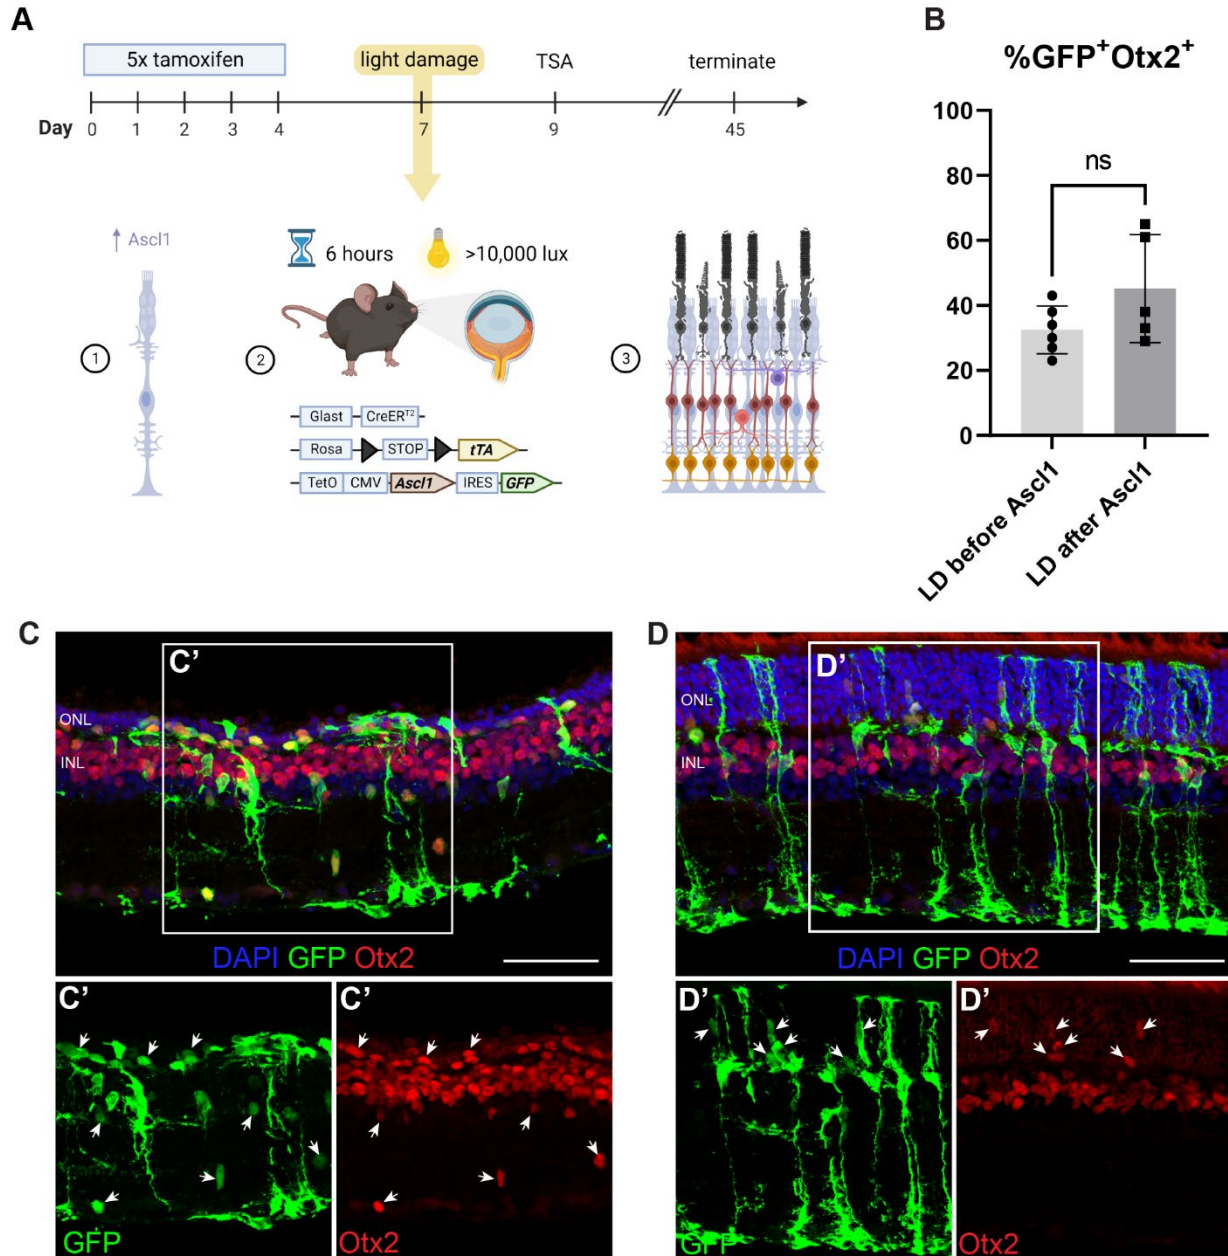

Supplementary Figure 2: the impact of injury timing with respect to MG reprogramming with *Ascl1*; (A) schematic overview of the experimental timeline where transgenic mice expressing *Ascl1* specifically in MG in a tamoxifen-inducible manner undergo light-damage; (B) quantification of double-labelled GFP+Otx2+ cells after light-damage before or after inducing *Ascl1* expression in MG; (C-C') fluorescent images of retinal cross-section showing examples of lineage-traced GFP+Otx2+ cells in area of severe ONL thinning (white arrows) and (D-D') less severe ONL thinning (white arrows) after light-damage. Scalebar: 50μm, bar graphs (n≥5 animals) with SEM error bars and unpaired t-test analysis, ns=not significant.

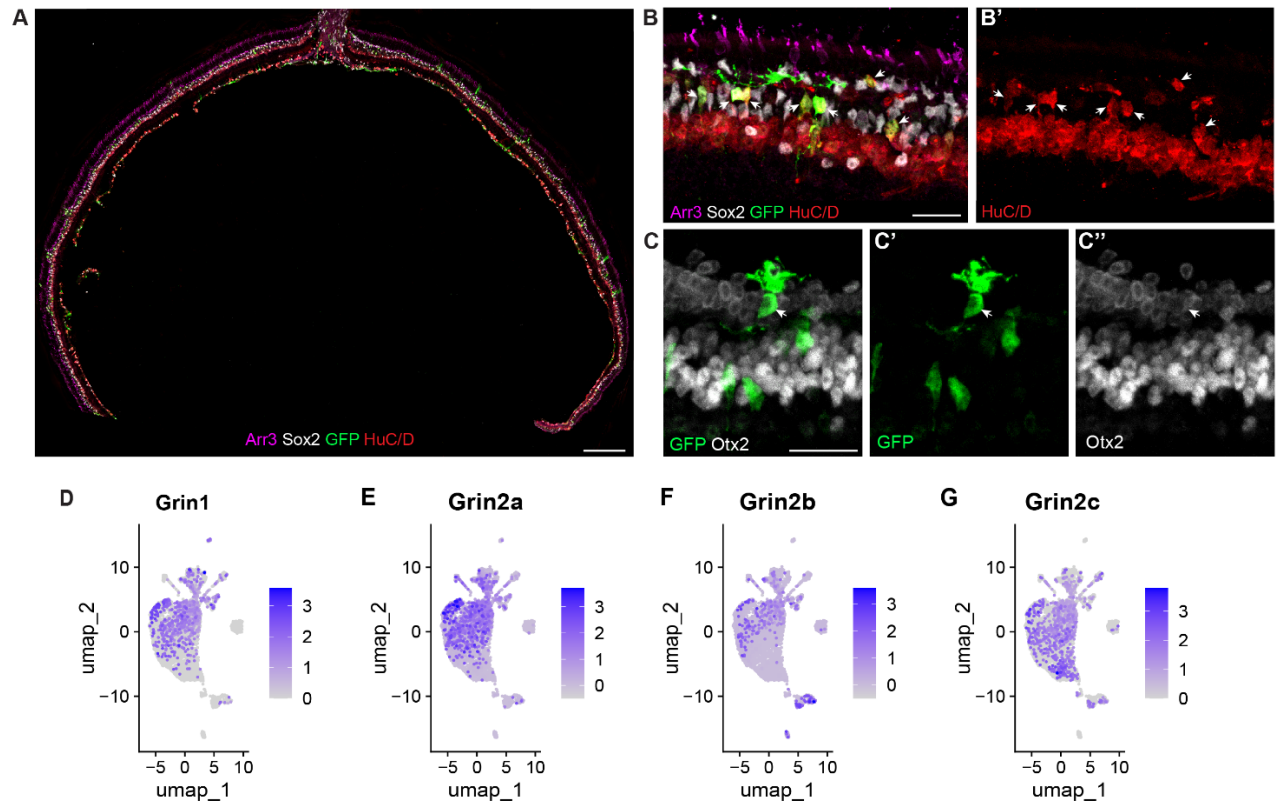

Supplementary Figure 3: the impact of light-damage on reprogramming MG with Ascl1-Atoh1; (A) fluorescent image of retinal cross-section showing an overview of the central retina after light-damage; (B-B') fluorescent images of retinal cross-section showing lineage-traced cells with GFP co-labelled with HuC/D (white arrows); (C-C'') fluorescent images of retinal cross-section showing lineage-traced cell with GFP co-labelled with Otx2 (white arrow). (D-G) feature plots of NMDA receptor transcripts in the UMAP of integrated Seurat objects from sequencing runs of sorted cells from light-damaged and NMDA-treated retinas. Scalebar A: 500µm, B-C: 25µm

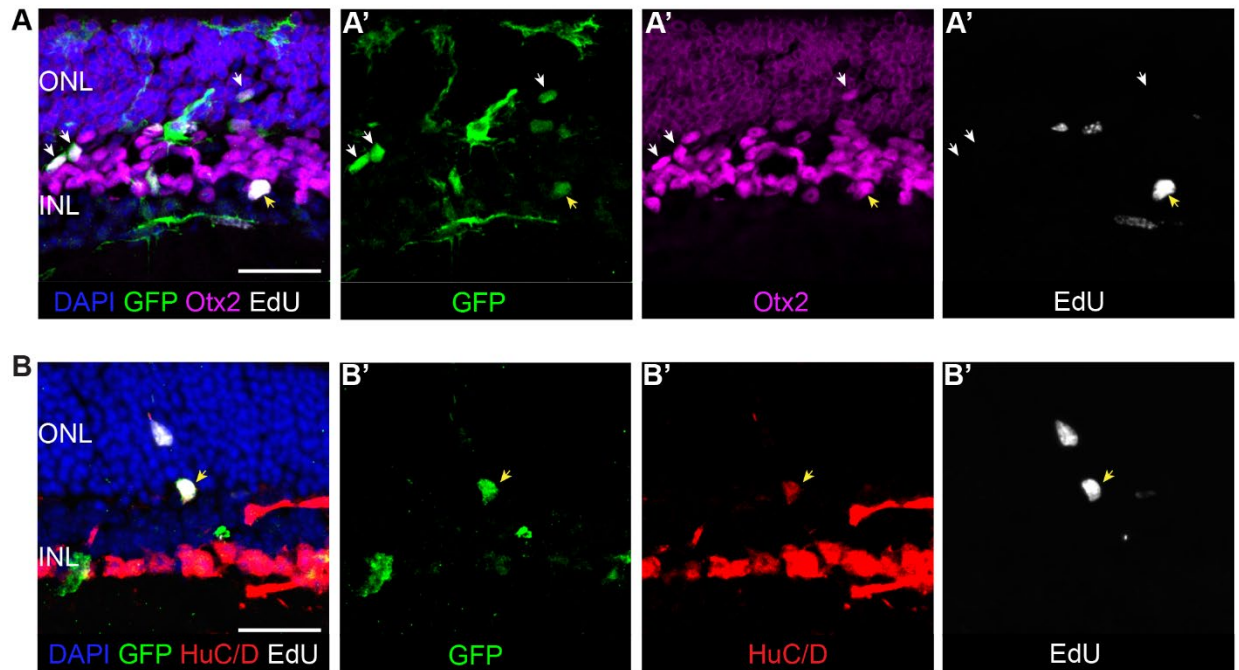

Supplementary Figure 4: reprogramming after light-damage leads to bona fide new neurons; (A-A') fluorescent images of retinal cross-section showing lineage-traced cells with GFP co-labelled with Otx2 (white arrows) and also EdU (yellow arrow); (B-B') fluorescent images of retinal cross-section showing lineage-traced cells with GFP co-labelled with HuC/D and EdU (yellow arrows). Scalebar: 25µm

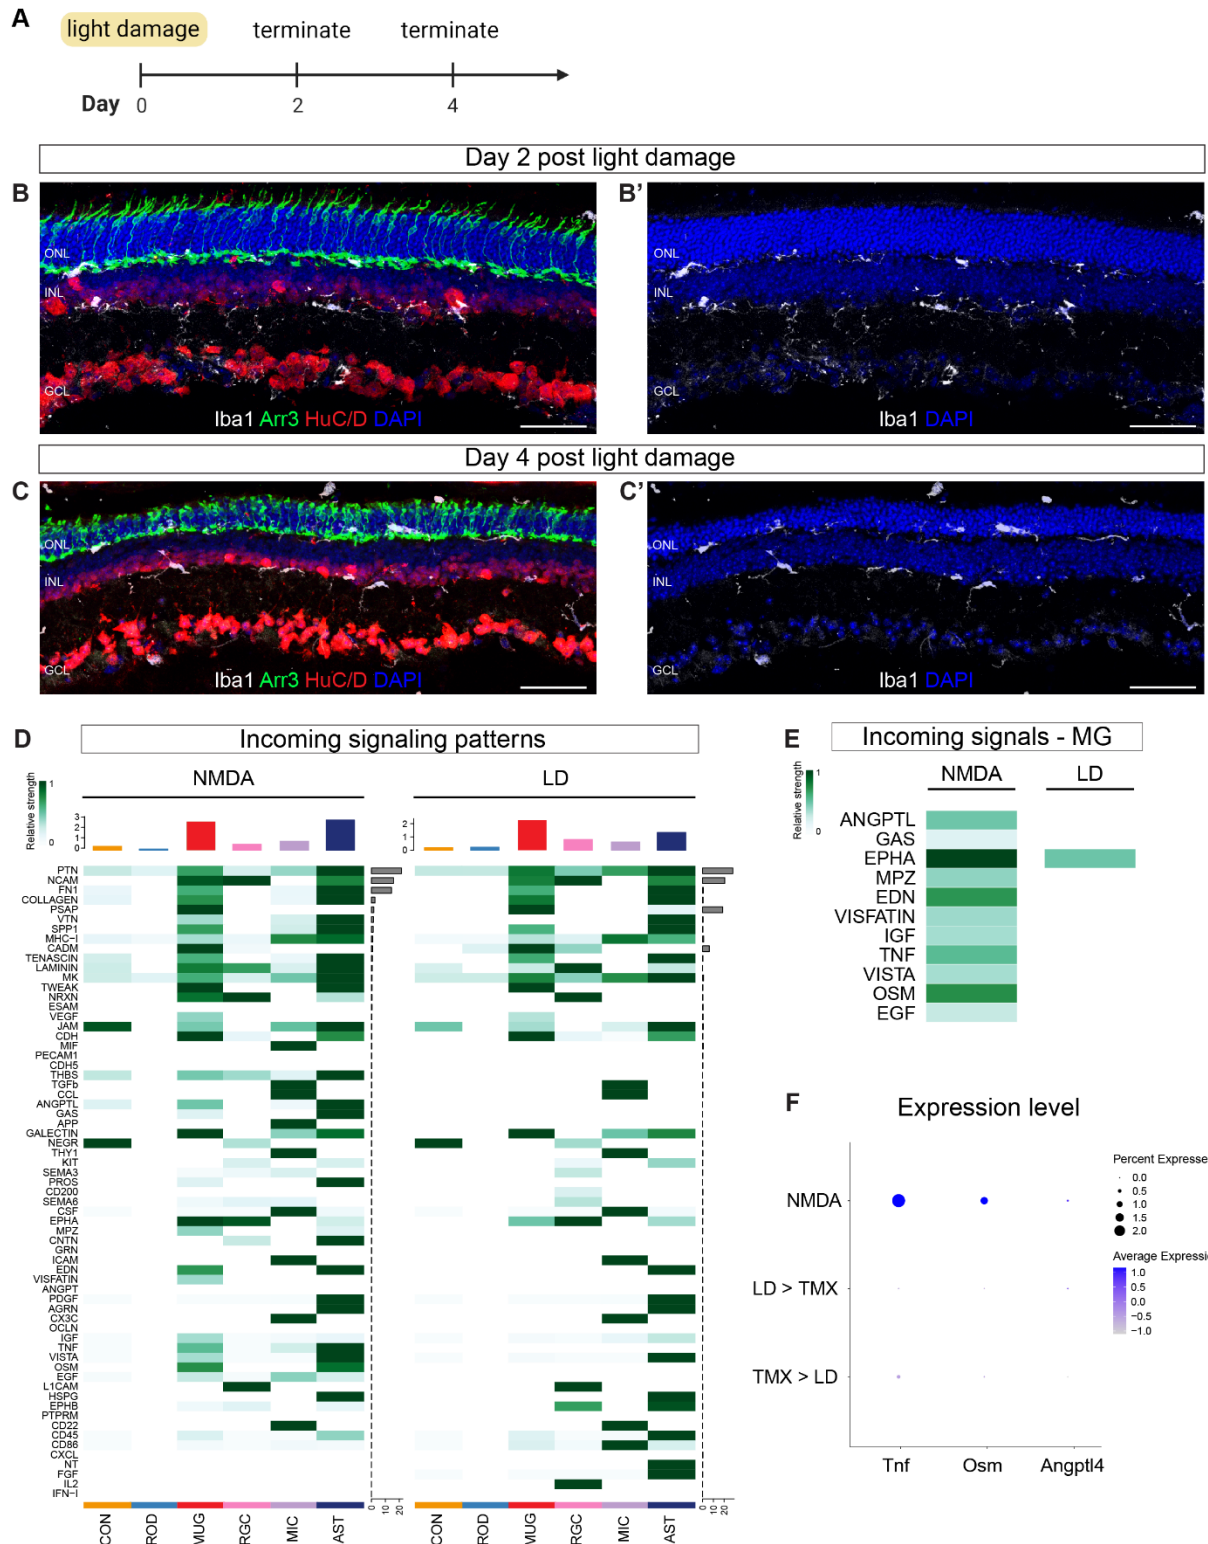

Supplementary Figure 5: inflammation at early timepoints after retinal injury; (A) schematic overview of the experimental timeline; (B-C) fluorescent images of representative cross-sections showing ONL integrity and microglia (Iba1) infiltration 2 days (B) and 4 days (C) after light-

damage; (D) CellChat analysis of published scRNA-seq dataset from Hoang *et al* 2020 showing heatmap of incoming signaling patterns (y-axis) received by main retinal cell types (x-axis) following either NMDA-damage or light-damage; (E) focused heatmap showing only differentially activated signaling patterns received by Müller glia after NMDA-damage or light-damage; (F) dotplot showing the expression level of pro-inflammatory transcripts across *Ascl1*-*Atoh1* reprogramming datasets following the different injury modes.

Supplementary table 1: Primary Antibodies

**Antibody**	**Source**	**Identifier (Cat#)**	**Concentration**
rabbit anti-Arrestin3	Abcam	AB15282	1:200
rabbit anti-Calbindin	Millipore	AB1778	1:1000
rabbit anti-GFAP	Dako	Z0334	1:500
chicken anti-GFP	Abcam	AB13970	1:1000
mouse anti-HuC/D	Invitrogen	A-21271	1:200
goat anti-Otx2	R&D Systems	BAF1979	1:500
mouse anti-Pcp2	Santa Cruz	SC-137064	1:500
rabbit anti-Recoverin	Millipore	AB5535	1:500
mouse anti-Reelin	Abcam	AB78540	1:500
rabbit anti-Secretagogin	Cell Signaling Technology	14037	1:300
goat anti-Sox2	Santa Cruz	SC-17320	1:200

Supplementary table 2: Secondary Antibodies

**Antibody**	**Source**	**Identifier (Cat#)**	**Concentration**
donkey anti-chicken 488	Jackson Immuno	703-545-155	1:500
donkey anti-goat 405	Invitrogen	A48259	1:500
donkey anti-goat 568	Life Technologies	A11057	1:500
donkey anti-goat 647	Jackson Immuno	705-605-147	1:500
donkey anti-mouse 568	Life Technologies	A10037	1:500
donkey anti-mouse 647	Jackson Immuno	715-605-150	1:500
donkey anti-rabbit 568	Life Technologies	A100042	1:500
donkey anti-rabbit 647	Thermo Fisher Scientific	A-31573	1:500

Supplementary table 3: scRNA-seq cell ranger output summaries

	**Light-damage<br>Ascl1**	**NMDA<br>Ascl1**	**Light-damage<br>before<br>Ascl1-<br>Atoh1**	**NMDA<br>Ascl1-<br>Atoh1**	**Light-damage<br>after<br>Ascl1-<br>Atoh1**	**No<br>damage<br>Ascl1-<br>Atoh1**
**<i>Estimated<br>cell<br>number</i>**	5,699	3,248	6,614	3,636	3,573	1,614
**<i>Mean<br>reads per<br>cell</i>**	2,766	47,639	6,850	27,070	10,320	31,894
**<i>Valid<br>Barcodes</i>**	96.4%	95.4%	96.8%	97.2%	95.3%	96.5%
**<i>Median<br>UMI<br>counts<br>per cell</i>**	1,023	4,770	1,941	3,968	2,998	3,100
**<i>Median<br>genes per<br>cell</i>**	709	2,042	1,244	1,981	1,791	1,668
**<i>Total<br>genes<br>detected</i>**	21,142	20,257	22,705	19,599	22,298	19,467

# Supplementary material for: The impact of timing and injury mode on induced neurogenesis in the adult mammalian retina
**Source:** Stem Cell Reports. 2024 Jan 25;19(2):239–53. doi: 10.1016/j.stemcr.2023.12.010
**Supplement:** Document S2. Article plus supplemental information

The impact of timing and injury mode on induced neurogenesis in the adult mammalian retina

Marina Pavlou,^{1,2} Marlene Probst,¹ Nicolai Blasdel,¹ Aric R. Prieve,¹ and Thomas A. Reh^{1,2,*}

<https://doi.org/10.1016/j.stemcr.2023.12.010>

SUMMARY

Regeneration of neurons has important implications for human health, and the retina provides an accessible system to study the potential of replacing neurons following injury. In previous work, we generated transgenic mice in which neurogenic transcription factors were expressed in Müller glia (MG) and showed that they stimulated neurogenesis following inner retinal damage. It was unknown, however, whether the timing or mode of injury mattered in this process. Here, we explored these parameters on induced neurogenesis from MG and show that MG expressing *Ascl1* will generate new bipolar neurons with similar efficiency irrespective of injury mode or timing. However, MG that express *Ascl1-Atoh1* produce a new type of retinal ganglion-like cell after outer retinal damage, which is absent with inner retinal damage. Our data suggest that although cell fate is primarily dictated by neurogenic transcription factors, the inflammatory state of MG relative to injury can influence the outcome of induced neurogenesis.

INTRODUCTION

The ability to regenerate tissues after an injury or aging has attracted widespread interest from both basic and medical research. Although some of our tissues are able to regenerate, such as the liver (Taub, 2004), damage to the central nervous system (CNS) in mammals leads to permanent neuronal death and functional loss. Some vertebrates, however, retain their ability to regenerate neurons (Sharma and Ramachandran, 2022; Todd and Reh, 2022). Zebrafish, for example, are able to regenerate many areas of the CNS, including the neural retina (Todd and Reh, 2022; Wan and Goldman, 2016), leading to the functional restoration of vision (Hammer et al., 2022). In the zebrafish retina, Müller glia (MG) respond to injury by giving rise to multipotent progenitor cells that reactivate developmental pathways. These progenitors proliferate and give rise to new neurons that repopulate the injured tissue (Wan and Goldman, 2016). This mechanism is lost in the mammalian retina, and several groups have been developing approaches to reinstate this regenerative ability in adult mammalian MG.

We can mimic some aspects of the naturally occurring regeneration in mice by expressing proneural transcription factors (TFs) in adult MG. We have shown that the expression of *Ascl1*, either alone or in combination with other TFs in adult mammalian MG, followed by an acute retinal injury, causes the MG to acquire a progenitor-like state and generate functional neurons (Jorstad et al., 2017; Todd et al., 2021; 2022). The types of neurons generated by the MG vary depending on the specific TFs expressed in the cells; *Ascl1* alone primarily induces bipolar cell production, whereas the combinations *Ascl1-Atoh1* or *Isl1-Pou4f2-Ascl1* (IPA) reprogram MG mostly into retinal gan-

glion cell (RGC)-like neurons. In the majority of our reprogramming paradigms, neurogenesis from MG requires not only the expression of pioneering factors such as *Ascl1* but also retinal injury.

Similarly, in fish, the process of regeneration is also stimulated by retinal injury and requires *Ascl1* expression in MG (Fausett et al., 2008). There have been a number of mechanical, chemical, and light-induced injuries used to ablate the entire retina, or specific neuronal classes, to study how the retina responds to each lesion (see Table 1 of Sharma and Ramachandran, 2022). In zebrafish, MG respond to both N-methyl-D-aspartate (NMDA) and light-damage by upregulating cell cycle and protein biosynthesis genes as they transition to multipotent progenitors (Hoang et al., 2020). These progenitors will generate all of the classes of retinal neurons, regardless of which cells died during the injury (Powell et al., 2016), although some bias to regenerate the cell types lost has been reported in the case of red and UV cone photoreceptors (D'Orazi et al., 2020). This may be the case in fish; however, it is not known whether induced neurogenesis in mice is affected by the type of retinal injury. In our previous work, we only tested neurotoxic NMDA as a mode of injury and saw that damage was necessary to stimulate neurogenesis from MG that express *Ascl1* alone or IPA (Jorstad et al., 2017; Todd et al., 2022). Therefore, we asked whether a different mode of injury would be sufficient to stimulate neurogenesis from MG in adult mice.

In addition to the type of injury, the timing of injury relative to the expression of proneural factors may play an important role in the regenerative response of mammalian MG. The transient inflammatory state induced in the MG after injury in zebrafish and mice may be necessary to

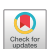

initiate the neurogenic process (Iribarne and Hyde, 2022) and may predispose the fate of neurons derived from inflamed MG. In fish, the regeneration pathways are naturally turned on within 24 h of injury (Hoang et al., 2020), and it is not known whether altering the timing of this response would change the outcome. In mice, in which neurogenesis is artificially stimulated with proneural TFs such as *Ascl1*, we induce retinal injury with a toxic dose of intravitreal NMDA after the expression of the TF in MG; however, it remains unclear whether mammalian MG can become neurogenic if *Ascl1* is induced following injury. Deciphering the importance of timing could greatly affect the potential translation of glia-to-neuron reprogramming in human patients, because a regenerative therapy would need to stimulate neurogenesis after retinal damage has already occurred.

To test the effects of a different injury mode, we used light-damage to ablate photoreceptors and asked whether this would provide a sufficient stimulus to drive neurogenesis from MG expressing *Ascl1* or *Ascl1-Atoh1*. We also asked whether the timing of TF expression either before or after light-damage would change the neurogenic potential of MG in the adult mouse retina. The results show (1) that both light-damage and neurotoxic NMDA provide a sufficient stimulus to drive the process of neurogenesis in MG that express *Ascl1*; (2) that the expression of *Ascl1* after retinal injury induces neurogenesis in the MG; and (3) the types of neurons generated by the MG depend primarily on the TF combination used for reprogramming but can be influenced by the mode of injury. Our results overall support a model in which the potent effects of TF expression can be modulated by factors in the damaged retinal microenvironment.

RESULTS

Injury mode does not change the outcome of MG reprogramming with *Ascl1*

We used the transgenic mice from our previous study (Jorstad et al., 2017), which express *Ascl1* and green fluorescent protein (GFP) in MG in a tamoxifen-inducible manner, to assess the effects of injury mode on induced neurogenesis. In the past, we would intravitreally deliver a neurotoxic dose of NMDA, which would cause inner retinal damage. To induce outer retinal damage in our present study, we subjected the mice to a light-damage paradigm, in which animals were exposed to bright white light for 6 h. This treatment caused severe photoreceptor degeneration, primarily in the central retina, within 1 week post light-damage (Figure S1A).

To determine whether light-damage provides sufficient stimulus for neurogenesis from MG, we induced *Ascl1* expression in MG using tamoxifen 1 week post light-damage,

followed by intravitreal administration of trichostatin-A (TSA) to favor chromatin accessibility as in our previous work (Figure 1A). We analyzed the retinas for evidence of neurogenesis 3 weeks post-TSA and found glia-derived neurons. Lineage-traced GFP⁺ cells with neuron morphology were found in both the inner nuclear layer (INL) (Figures 1B–1B', arrows) and degenerated outer nuclear layer (ONL) (Figure 1B'', arrows); many of these cells expressed *Otx2*, which is present in photoreceptors and bipolar cells in the retina. Many of the *Otx2*⁺ MG-derived cells expressed the bipolar cell markers *Chx10/Vsx2* (Figures 1E–1E''), and even mature bipolar markers such as *Secretagoin* and *Pcp2* (Figures 1F and 1G, arrows); we did not find any cells that were GFP⁺ and expressed the photoreceptor marker *Recoverin* (Figure 1E').

To compare the efficiency of induced neurogenesis after light-damage versus NMDA injury, we quantified the percentage of glia-derived *Otx2*⁺ neurons in both types of injury; we found that approximately 30%–40% of the MG-derived cells express the bipolar marker *Otx2* (Figure 1C). The data show that inducing neurogenesis with *Ascl1* produces primarily bipolar cells after either outer or inner retinal damage, suggesting that the mode of injury did not affect the fate of new neurons obtained from *Ascl1*-expressing MG. However, there was a significant increase in the number of lineage-traced GFP⁺ cells that migrated to the ONL following light-damage compared to NMDA (Figure 1D). This result suggests that photoreceptor death provides a different stimulus for cell migration than RGC death. In addition to *Otx2*⁺ MG-derived neurons, Sox2⁺ MG/progenitors are also more likely to translocate to the ONL in the light-damaged retinas (Figures 1H–1H', arrows). Not all MG nuclei in the ONL are lineage traced with GFP, suggesting that this response is not exclusive to *Ascl1*-expressing MG (Figure 1H). Furthermore, although GFP⁺ cells were also found in the outer plexiform layer margins, they were not Calbindin⁺ horizontal cells (Figure S1B).

MG reprogramming with *Ascl1* is not affected by timing of *Ascl1* expression relative to injury

In our initial experiment, we induced *Ascl1* expression in the MG following light-damage, whereas in our prior work, we would first drive *Ascl1* expression in the MG before using NMDA to damage the inner retina. Therefore, to better understand whether the timing of *Ascl1* expression relative to injury would have an effect on neurogenesis, we performed another experiment in which *Ascl1* was expressed in MG before light-damage (Figure S2A). The results were similar to what was described above i.e., neurogenesis from MG was comparable regardless of whether *Ascl1* was induced in the MG before or after light-damage (Figure S2B). Glia-derived GFP⁺*Otx2*⁺ neurons were found in areas of both severe ONL degeneration (Figures S2C–

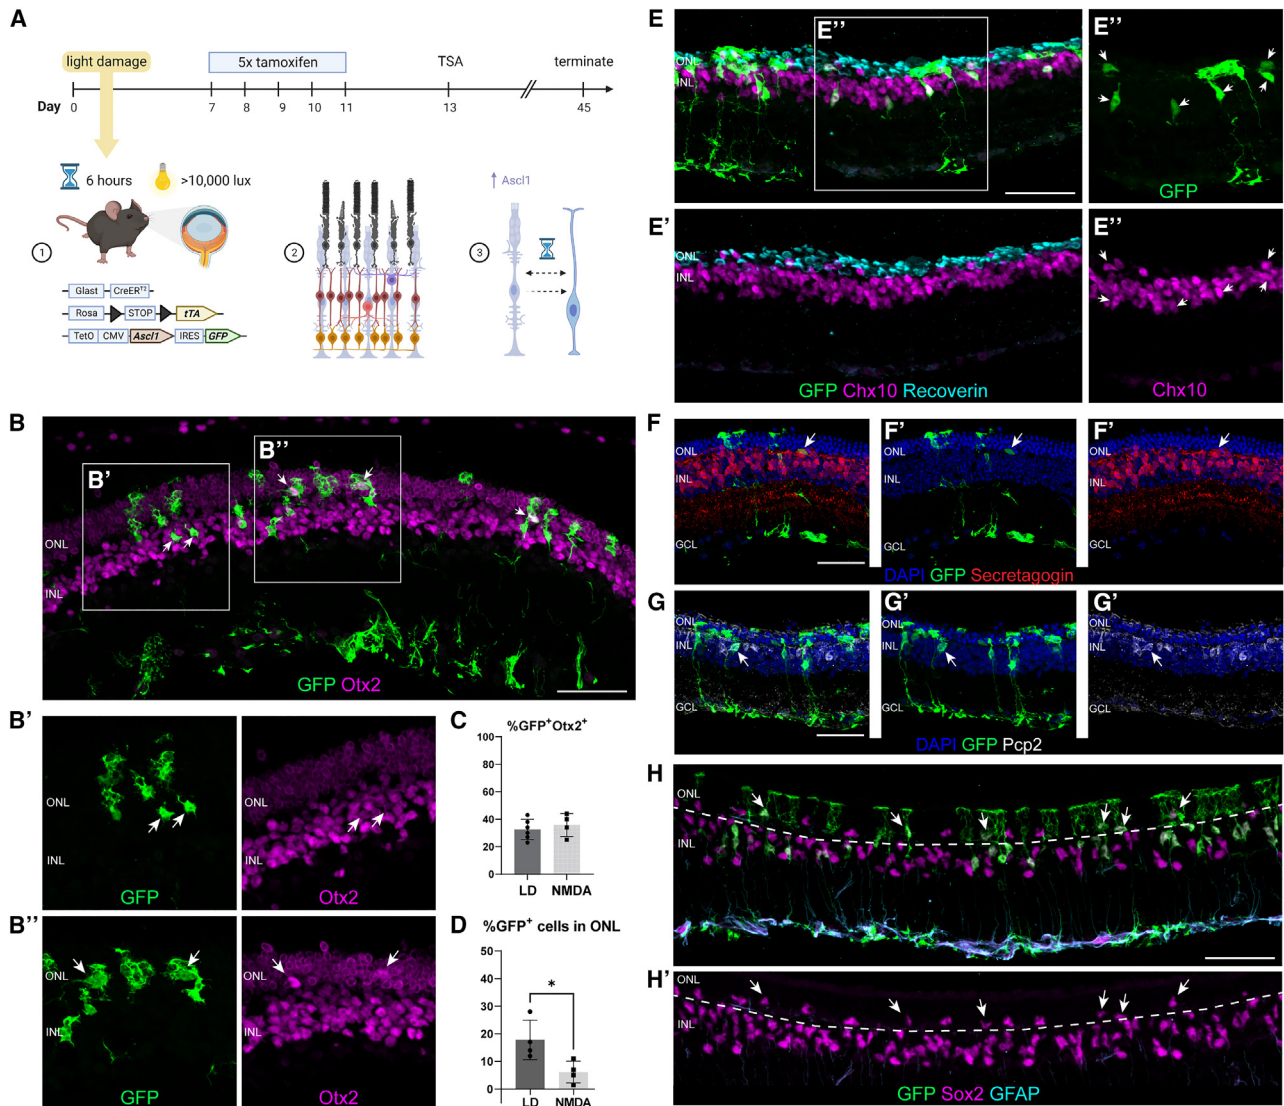

Figure 1. The impact of light damage on reprogramming MG with Ascl1

(A) Schematic overview of the experimental time line in which transgenic mice expressing Ascl1 specifically in MG in a tamoxifen-inducible manner undergo light-damage.

(B–B'') Fluorescent images of retinal cross-section showing lineage-traced GFP⁺Otx2⁺ cells in the (B') INL and (B'') ONL.

(C) Quantification of double-labeled GFP⁺Otx2⁺ cells after light-damage and NMDA injuries.

(D) Quantification of GFP⁺ cells in the ONL after light-damage and NMDA injuries.

(E–E'') Fluorescent images of retinal cross-section showing lineage-traced cells expressing GFP colabeled with Chx10 (white arrows) but not recoverin.

(F–F') Fluorescent images of retinal cross-section showing lineage-traced GFP⁺Secretagoin⁺ cell (white arrow).

(G–G') Fluorescent images of retinal cross-section showing lineage traced GFP⁺Pcp2⁺ cell (white arrow).

(H–H') Fluorescent images of retinal cross-section showing lineage-traced GFP⁺Sox2⁺ cells (white arrows) but not glial fibrillary acidic protein (GFAP) in the ONL; scale bar: 50 μ m. Bar graphs (n $\geq$ 3 animals) with SEM error bars and unpaired t test analysis where *p < 0.05.

S2C') and areas where ONL thickness was maintained (Figures S2D–S2D'). Thus, the timing of injury relative to the induction of Ascl1 in the MG, at least within the parameters we tested, does not affect the outcome of the reprogramming process. This suggests that the injury stimulus

required for Ascl1-expressing MG to give rise to neurons is maintained for at least 1 week following outer retinal damage.

To better characterize whether the mode of injury affects the types of neurons generated by the MG-derived

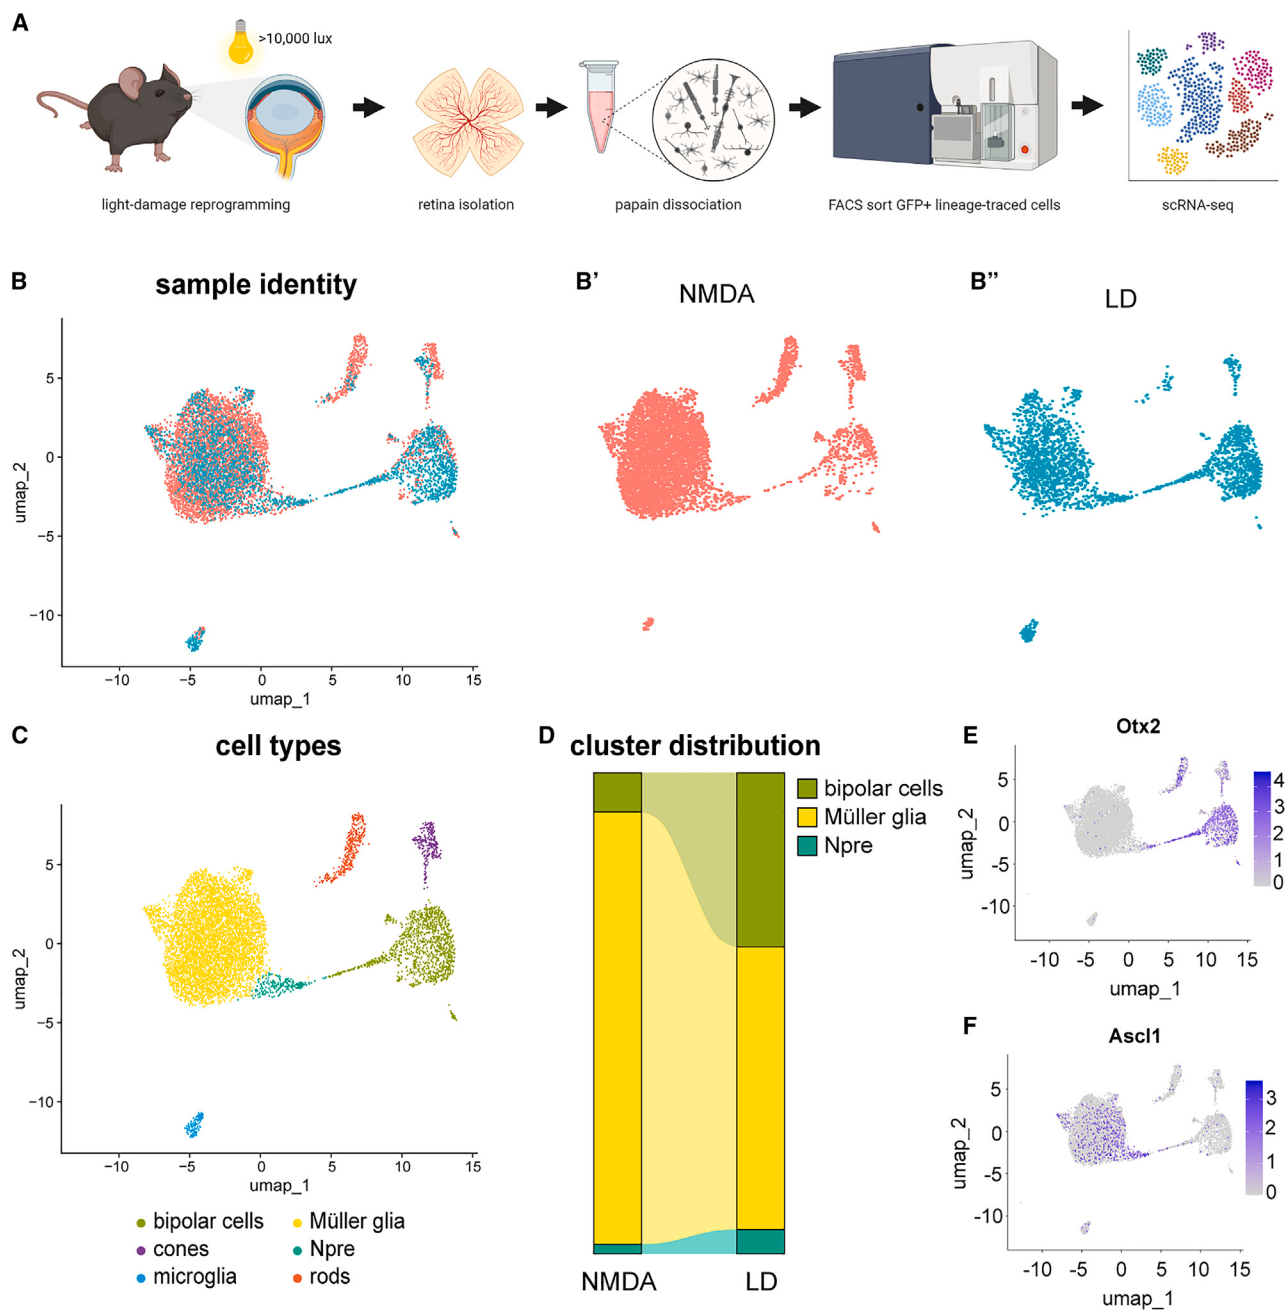

Figure 2. The impact of light damage on the transcriptome of reprogrammed MG with Ascl1

(A) Schematic overview of the experimental time line in which light-damaged retinas were isolated and lineage-traced GFP⁺ cells were sorted for scRNA-seq.

(B–B'') UMAP of integrated Seurat objects from sequencing runs of sorted cells from light-damaged and NMDA-treated retinas showing the representation of the (B') NMDA sample and (B'') light-damaged sample.

(C) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures.

(D) Alluvium plot of subset cell types originating from the NMDA and light-damaged dataset.

(E) Feature plot of *Otx2* transcripts in the UMAP of integrated Seurat objects.

(F) Feature plot of *Ascl1* transcripts in the UMAP of integrated Seurat objects.

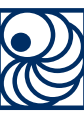

progenitors and the efficiency of neurogenesis, we performed single-cell RNA sequencing (scRNA-seq) of GFP⁺ sorted cells after light-damage (Figure 2A). We integrated the two Seurat objects from sequencing runs on NMDA-treated cells and light-damaged cells into a single uniform manifold approximation and projection (UMAP) (Figure 2B). The integrated UMAP, in which each dot is a single cell, shows each cluster containing cells from both conditions (Figures 2B'–2B''). The clusters were defined based on their transcript composition, namely MG, neurogenic progenitors (Npre), bipolar cells, rods, cones, and microglia (Figure 2C). From this we can corroborate our histology results, since we find both MG-derived progenitors and bipolar cells in the light-damaged sample. Thus, light-damage provides a sufficient stimulus to trigger neurogenesis in Ascl1-expressing MG, even when preceding the induction of Ascl1.

In addition to MG and MG-derived Otx2⁺ neurons, we also detected clusters of cells that express rod and cone photoreceptor genes. In previously published studies of MG reprogramming, we have reported small numbers of rods and cones (Todd et al., 2021; 2022). Although these cells may be derived from MG, like the bipolar cells, it is also possible that these cells were not MG derived, but rather carry over from our sorting pipeline, because we have yet to detect 5-ethynyl-2'-deoxyuridine⁺ (EdU⁺) lineage-traced photoreceptors in histology. We have however detected lineage-traced GFP+EdU+Otx2⁺ cells (Figure S4A), confirming the genesis of new bipolar cells. Consistent with the possibility of carry over is the fact there are fewer rod photoreceptors in the light-damaged dataset (Figure 2B'').

By integrating the light-damaged dataset with our datasets from previous publications, we could directly compare the efficiency of reprogramming in these two different injury paradigms and the types of neurons generated by the Ascl1-expressing MG. Interestingly, when comparing the transcriptome of cells obtained from either injury mode, we find that neurogenesis (Npre and bipolar cells) occurred more efficiently in light-damaged retinas since there were more lineage-traced cells that remained MG after NMDA than light-damage (Figure 2D). When plotting the Ascl1 and Otx2 transcripts on the integrated UMAP, we see a clear transition of the Otx2⁺ cluster emerging from the Ascl1⁺ cluster (Figures 2E and 2F), indicating a similar trajectory of reprogramming for both injury modes.

Injury mode shifts the outcome of MG reprogramming with Ascl1-Atoh1

The results described above indicate that light-damage can provide a sufficient stimulus for neurogenesis from Ascl1-expressing MG. In previous studies, we have found that ex-

pressing alternative TF combinations in MG can lead to the genesis of other retinal subtypes. For example, expressing both Ascl1 and Atoh1 in MG can significantly increase the rate of neurogenesis and shift the type of neurons from Otx2⁺ bipolar cells to Hu protein C and D (HuC/D⁺) RGC-like cells and amacrine cells (Todd et al., 2021).

To test whether the mode of injury affects the types of neurons generated with the Ascl1-Atoh1 combination, we exposed transgenic mice that express Ascl1-Atoh1 in MG to the same light-damage paradigm as above. One week later, we induced Ascl1-Atoh1 expression in MG using tamoxifen, followed by an intravitreal injection of TSA; we analyzed the retinas 3 weeks later (Figure 3A) for evidence of MG-derived neurons. The retinas of treated animals showed overall ONL thinning, with cones and inner retinal layers largely intact (Figure S3A). Lineage-traced GFP⁺ cells were found across all of the retinal layers (Figure 3B), and as with the NMDA injury, the majority were HuC/D⁺ and often displaced from the normal laminar position of existing HuC/D⁺ cells in the RGC and lower INL (Figures 3B', S3B, and S3B'). Some of these were also colabeled with EdU confirming the genesis of new RGC-like cells (Figure S4B). Most lineage-traced cells in the ONL were HuC/D⁺ (Figure 3B'), although GFP⁺Otx2⁺ neurons were also observed (Figures S3C–S3C''). Overall, the cell fates of new neurons in the retinas of Ascl1-Atoh1 mice following light damage were ~20% Otx2⁺ and ~70% HuC/D⁺ (Figure 3C). The ratio of Otx2⁺/HuC/D⁺ neurons observed in the light-damaged retinas was similar, although not identical to that observed after NMDA damage, where ~10% of new neurons were Otx2⁺ and the rest were HuC/D⁺ (Todd et al., 2021). Interestingly, most MG-derived neurons also expressed low levels of Sox2⁺ (Figures 3B'–3C), a phenomenon we have observed in previous studies, particularly at early time points in the reprogramming process (Todd et al., 2021; 2022).

To further investigate how injury mode may have influenced the fates of MG-derived neurons in Ascl1-Atoh1-expressing MG, we performed scRNA-seq on GFP⁺ sorted cells following the light-damage paradigm. The GFP⁺ cells from either NMDA-treated or light-damaged retinas were integrated and clustered into cell types based on their expression of known marker genes for these cell types (Figure 3E). We previously observed that reprogramming MG with these two TFs after NMDA injury leads to the majority of MG adopting an immature RGC fate. Our results following light-damage were very similar, with most MG-derived neurons expressing RGC markers (Figures 3E and 3F; pink) and only a few cells remaining MG (Figures 3E and 3F, yellow).

These results show that MG expressing Ascl1-Atoh1 will generate similar types of neurons after either inner or outer retinal damage. However, in addition to the bipolar and

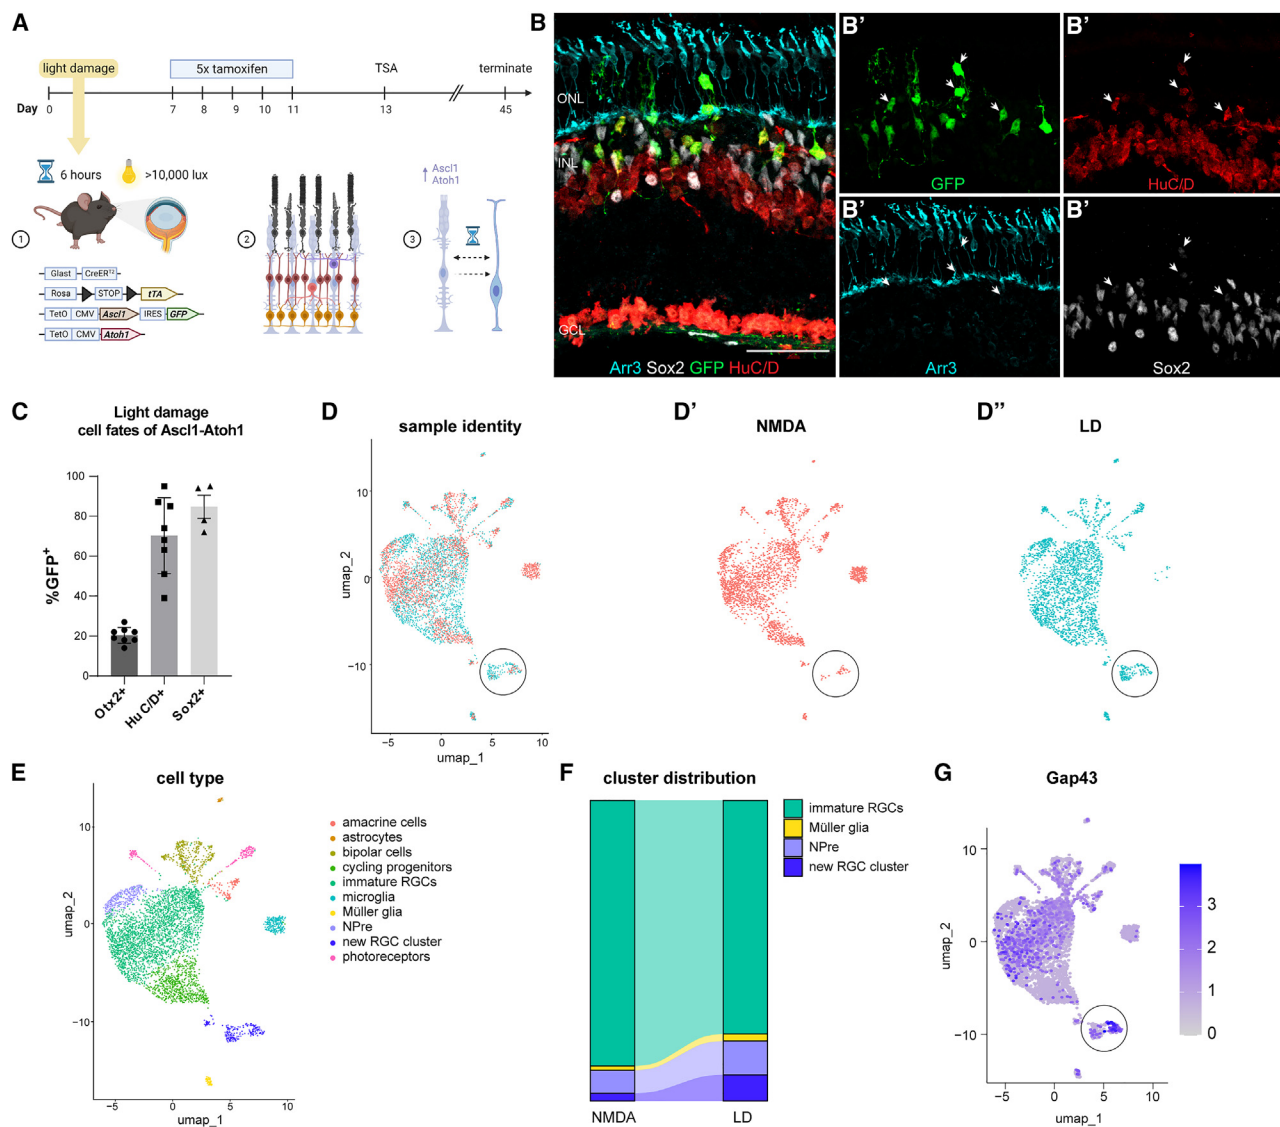

Figure 3. The impact of light damage on reprogramming MG with *Ascl1-Atoh1*

(A) Schematic overview of the experimental time line in which transgenic mice expressing *Ascl1-Atoh1* specifically in MG in a tamoxifen-inducible manner undergo light-damage.

(B–B') Fluorescent images of retinal cross-section showing lineage-traced cells with GFP colabeled with HuC/D and Sox2 (white arrows) but not Arr3.

(C) Quantification of lineage-traced glia colabeled with neuronal markers Otx2 and HuC/D and glial marker Sox2 after light-damage.

(D–D'') UMAP of integrated Seurat objects from sequencing runs of sorted cells from light-damaged and NMDA-treated retinas showing the representation of the (D') NMDA sample and the (D'') light-damaged sample.

(E) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures.

(F) Alluvium plot of subset cell types originating from the NMDA and light-damaged dataset.

(G) Feature plot of *Gap43* transcripts in the UMAP of integrated Seurat objects.

Scale bar: 50 μ m; bar graph ($n \geq 4$ animals) with SEM error bars.

RGC-like neurons, we now observed the presence of a new cell cluster (black circle, Figures 3D–3D''). This cluster was mostly comprised of cells from the light-damaged dataset (black circle, Figure 3D'') and expressed the axon growth–

associated gene *Gap43*, a marker of developing RGCs (Reh et al., 1993) (Figure 3G). To better define this new population, we plotted the top three differentially expressed transcripts across clusters (Figure 4A). This analysis

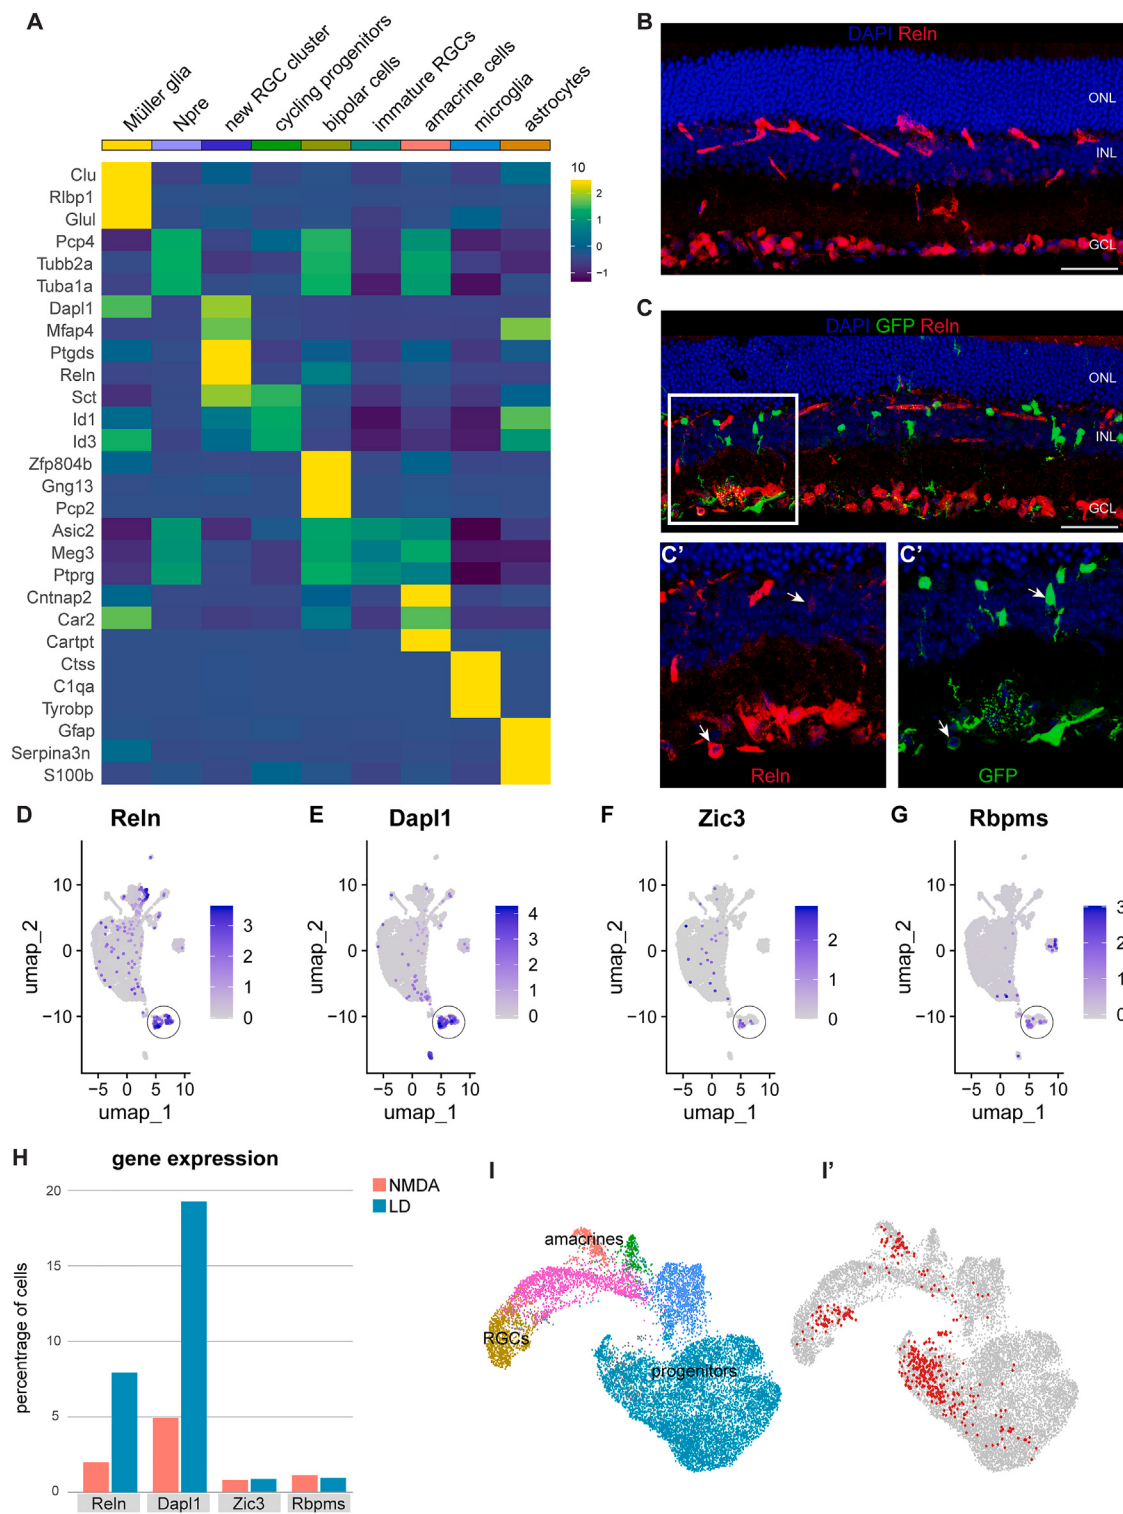

Figure 4. The impact of light damage on the transcriptome of reprogrammed MG with Ascl1-Atoh1

(A) Heatmap of the top 3 most differentially expressed transcripts for each cluster of the integrated Seurat object combining NMDA-treated and light-damaged GFP⁺ sorted cells.

(B) Fluorescent image of retinal cross-section showing nuclear marker DAPI and Reln protein distribution in intact retina.

(legend continued on next page)

revealed that the new RGC cluster was enriched for *reelin* (*Reln*), which is involved in circuit patterning and synaptic connectivity (Rice et al., 2001). In the uninjured adult retina, the *Reln* protein is expressed primarily by RGCs and at a lower level by amacrine cells in the INL (Figure 4B). After light-damage, we found some rare examples of lineage-traced GFP⁺*Reln*⁺ cells (Figures 4C–4C'), corroborating the scRNA-seq data that a new glia-derived RGC subtype was generated from MG expressing *Ascl1-Atoh1* following light-damage (Figure 4D). The transcript for an important downstream component of the *Reln*-mediated signal transduction pathway, Disabled-1 (*Dab1*, *Dapl1*) (Rice et al., 2001), was also highly expressed in the new cluster (Figure 4E), as well as moderate expression of the RGC axon patterning gene *Zic3* (Zhang et al., 2004) (Figure 4F) and the canonical RGC marker *Rbpms* (Figure 4G), confirming that these cells belong to the RGC lineage. Overall, there was a greater percentage of cells that expressed *Reln* and *Dapl1* in the light-damaged dataset compared to NMDA, with similar levels for *Zic3* and *Rbpms* across datasets (Figure 4H). To further investigate this new cluster with regards to transcript similarity with developing RGCs, we mapped the cluster onto a published scRNA-seq dataset of E14 mouse retina (Clark et al., 2019) when most RGCs are born (Figure 4I). We found that the cells clustered with developing progenitors, amacrine cells, and RGCs (Figure 4I'). It is important to note that the *Reln*⁺ RGC-like cells express transcripts for NMDA receptor genes (Figures S3D–S3G), and thus it is possible that the injury paradigm may influence the survival of these neurons. However, we consider this scenario unlikely, since NMDA receptor genes are expressed in all of the glia-derived RGCs (Figures S3D–S3G); therefore, such a phenomenon would have affected all of the RGCs, not just one class.

Obtaining a new neuronal subtype from MG expressing *Ascl1-Atoh1* under different conditions of retinal damage suggests that the type of injury affects the cell fates generated by the MG-derived progenitors. However, the timing of the injury with respect to the TF expression was also varied in our experiments. To better compare the treatment conditions, we carried out an experiment with the same timeline that was used for the NMDA injury and instead performed light-damage—in other words, the TFs were expressed before the injury instead of after (Figure 5A). We

harvested the GFP⁺ lineage-traced cells and ran scRNA-seq. The data from all of the conditions of retinal damage and timing (Figure 5A) were merged into a single UMAP (Figure 5B).

From this analysis, we observed that the new RGC population was primarily generated when light-damage preceded *Ascl1-Atoh1* expression and to a lesser extent when light-damage followed TF expression (Figures 5B'–5B''', black circle). Interestingly, when light-damage was performed after TF induction, we obtained a more mature RGC cluster from the MG-derived HuC/D⁺ RGCs, based on higher expression levels of markers such as *Ebf2* (Figure 5C). Furthermore, the cluster distribution for MG and MG-derived neurons across the three datasets showed that performing light-damage after *Ascl1-Atoh1* expression led to modest levels of *Reln*⁺ RGCs, but more mature *Ebf2*⁺ RGCs, whereas performing light-damage before *Ascl1-Atoh1* expression produced the most *Reln*⁺ RGCs. NMDA damage yielded the fewest mature RGCs and *Reln*⁺ RGCs (Figure 5D), which was also reflected by the lowest gene expression levels of markers exclusive to the new RGC cluster (Figure 5E).

Retinal inflammatory state can influence the formation of MG-derived neuron subtypes

Overall, our results demonstrate that MG expressing the combination *Ascl1-Atoh1* can generate variable numbers of *Reln*⁺ RGCs depending on the injury mode and timing. This suggests that the retinal microenvironment after injury may affect the neurogenic process and ultimate fates of newborn neurons. One possible difference in the microenvironment of these different injury modes is the level of inflammation caused. At early time points following injury, the degree of inflammation and the signals received by MG may differ between injury modes, and this could influence the effects of TFs on stimulated neurogenesis.

To investigate whether the mode of injury affects the level of inflammation in the retina, we assessed microglial localization in the retina at 2 and 4 days after light-damage (Figure S5A). We find that microglial presence in the damaged ONL is most prominent at day 4, when microglia infiltrate the thinning ONL as rods and cones gradually degenerate (Figures S5B and S5C). We also used CellChat (Jin et al., 2021) to ask whether there are differences in

(C–C') Fluorescent image of retinal cross-section showing a light-damaged retina with lineage-traced GFP⁺*Reln*⁺ cells (white arrows).
(D–G) Feature plot of (D) *Reln*, (E) *Dapl1*, (F) *Zic3*, and (G) *Rbpms* transcripts in the UMAP of integrated Seurat objects, with the new RGC cluster circled.
(H) Quantification of cell percentage in each dataset expressing transcripts of genes for *Reln*, *Dapl1*, *Zic3*, and *Rbpms*, split by dataset origin.
(I–I') UMAP of integrated Seurat objects of E14 mouse retina and subset new RGC cluster showing (I) the main clusters of interest and (I') where the new RGC cluster maps onto (red dots).
Scale bar: 50 μ m.

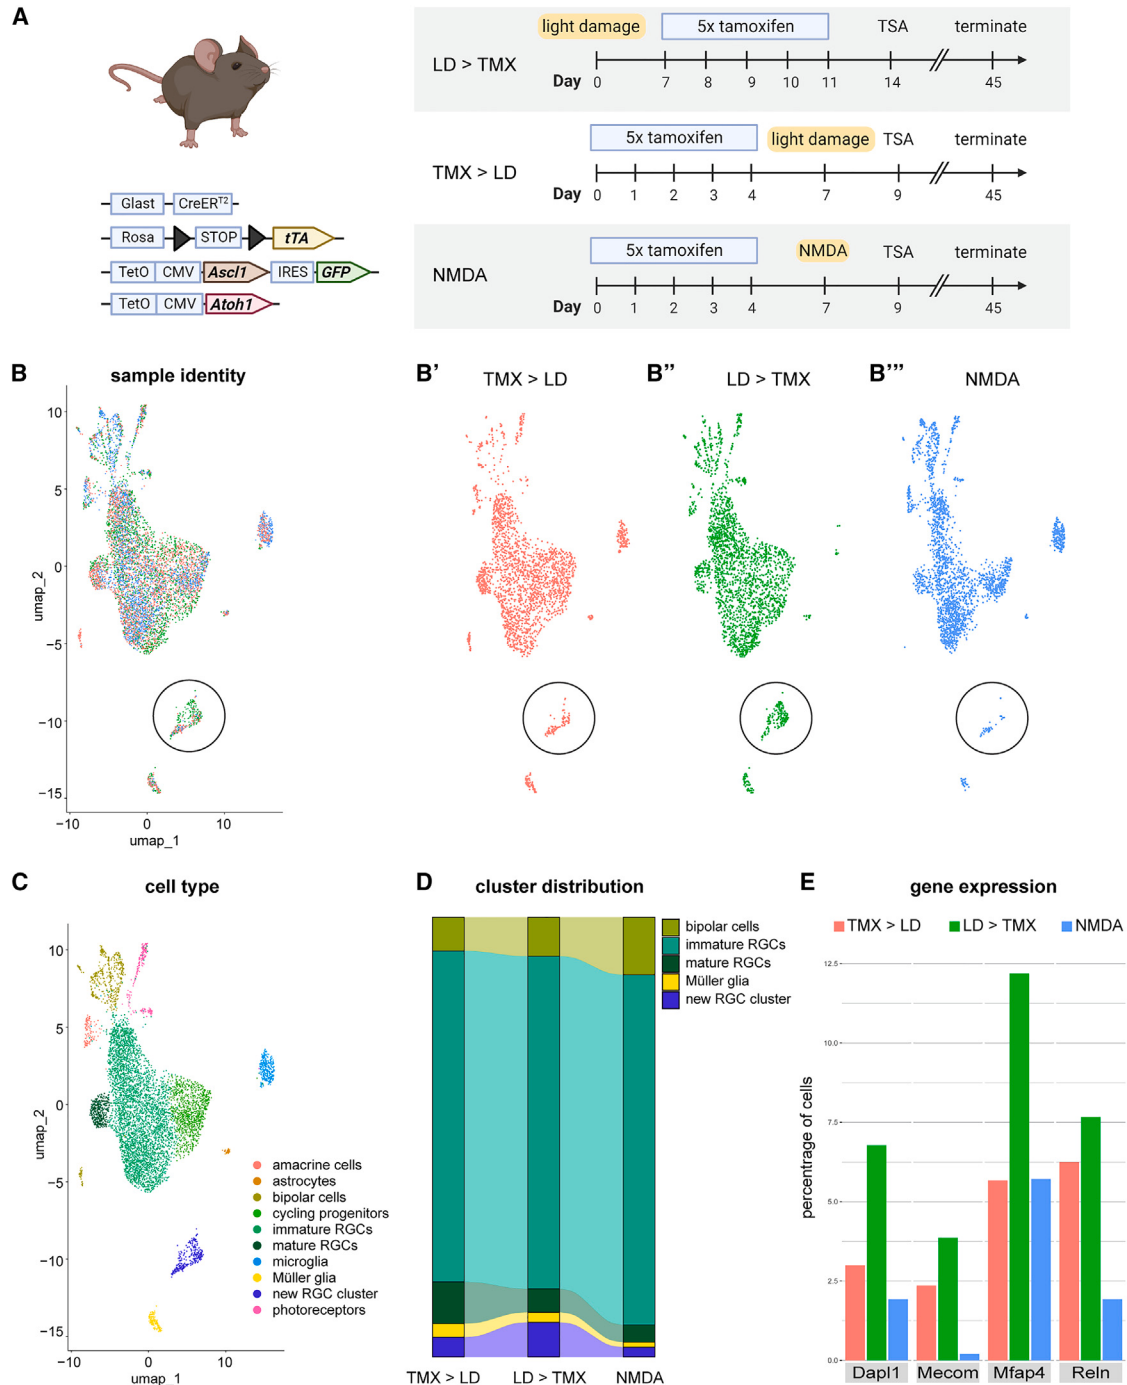

Figure 5. Investigating the effects of timing of light damage on reprogramming MG with *Ascl1-Atoh1*

(A) Schematic overview of the experimental time lines and injuries used to reprogram transgenic mice expressing *Ascl1-Atoh1* specifically in MG.

(B–B') UMAP of integrated Seurat objects from sequencing runs of GFP+ sorted cells from light-damaged and NMDA-treated retinas showing the representation of each sample, (B') light-damage after *Ascl1-Atoh1* induction, (B'') light-damage before *Ascl1-Atoh1* induction, and (B''') NMDA-damage.

(C) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures.

(D) Alluvium plot of subseted cell types originating from the 3 datasets.

(E) Quantification of cell percentage in each dataset expressing transcripts of *Dapl1*, *Mecom*, *Mfap4*, and *Reln*, split by dataset origin.

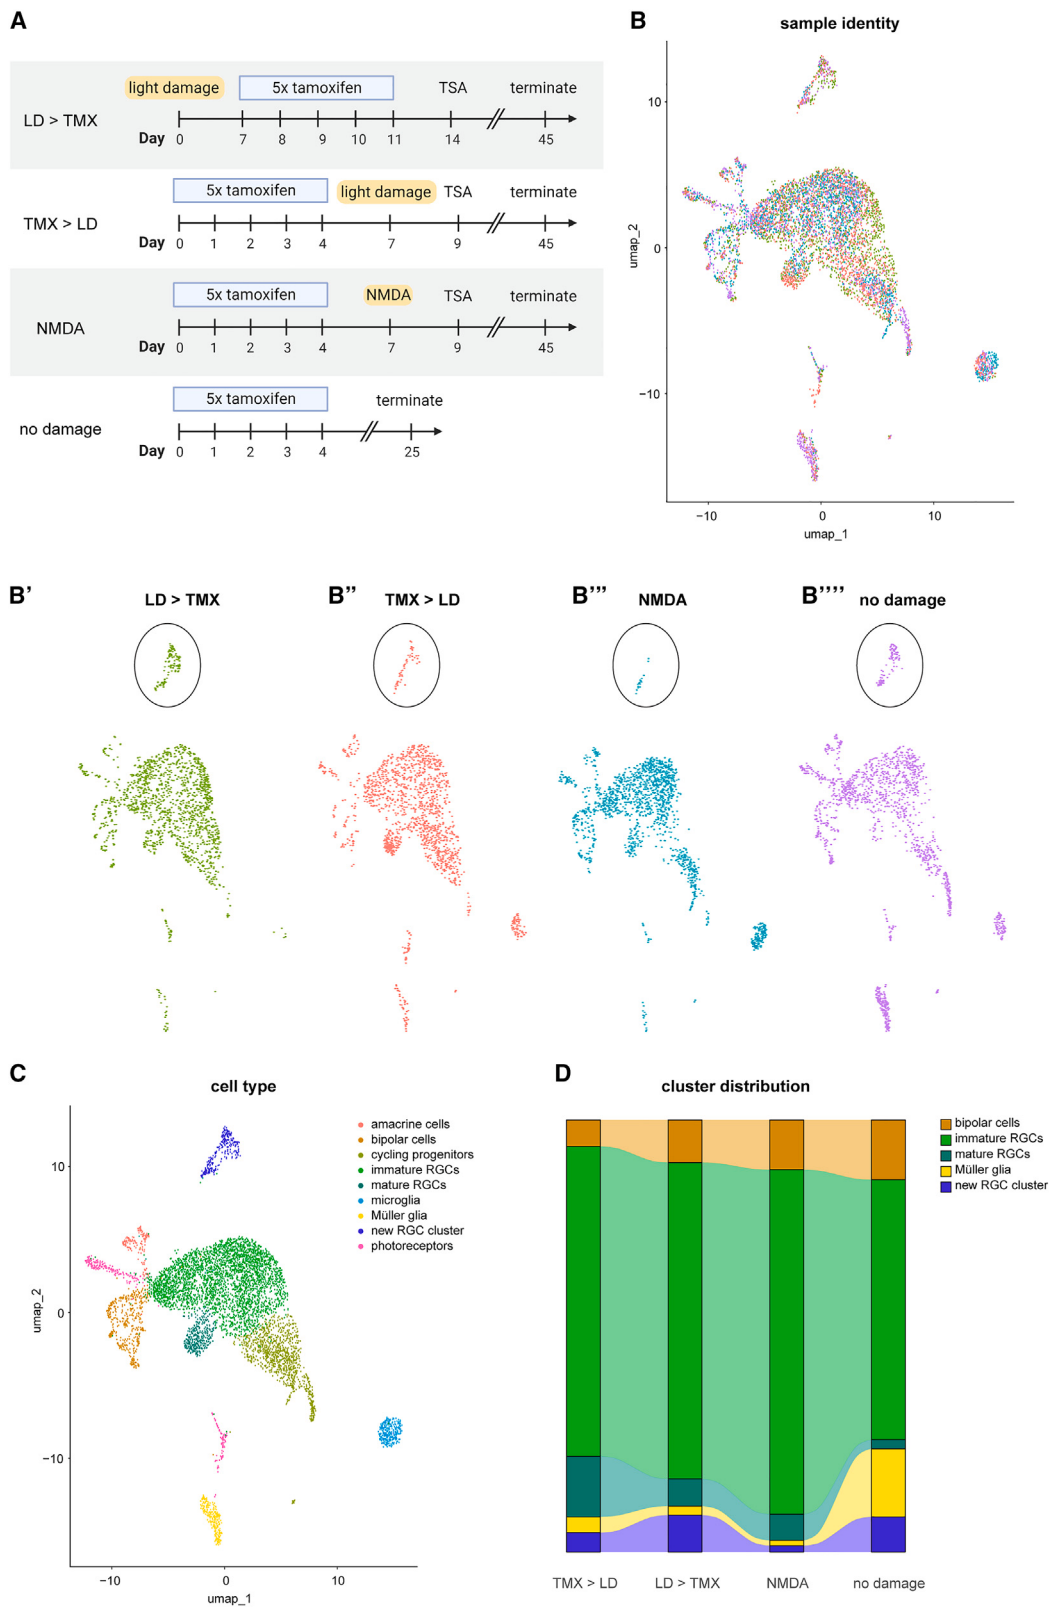

(legend on next page)

the signaling pathways that become engaged following light-damage and NMDA injuries, using published datasets of scRNA-seq mouse retina 72 h post-NMDA or light-damage (Hoang et al., 2020). Our analysis revealed that MG are the cells that receive the most signals from other cell types in the retina following injury (Figure S5D) and that NMDA evokes stronger inflammatory signaling in MG compared to light damage, including tumor necrosis factor (TNF), oncostatin-m (Osm), and angiopoietin-like 4 (Angptl4) (Figure S5E). The transcripts for these pathways were also expressed in our scRNA-seq data from *Ascl1*-*Atoh1* reprogrammed retinas (Figure 5B), where NMDA injury led to higher levels of *Tnfa*, *Osm*, and *Angptl4* compared to light-damage, irrespective of timing (Figure S5F).

Taken together, it appears that the differences in neurogenesis from *Ascl1*-*Atoh1*-expressing MG as a function of injury mode and timing may be due to differences in the level of inflammation. If so, then reprogramming MG to a neurogenic state in the absence of retinal inflammation would also produce the newly identified *Reln*⁺ RGCs. When we first characterized the generation of neurons from MG expressing *Ascl1*-*Atoh1*, we noted that neurogenesis could be stimulated even without injury (Todd et al., 2021). This allowed us to test our hypothesis that MG inflammation affected the genesis of neuronal subtypes. We harvested GFP⁺ lineage-traced cells from uninjured animals 3 weeks after tamoxifen-induced *Ascl1*-*Atoh1* expression and ran scRNA-seq. When we merged the Seurat objects from all four conditions (Figures 6A and 6B), it became evident that even in the absence of injury, there were cells clustering with the new RGC subtype (Figures 6B'–6B''', black circle). We obtained all of the clusters previously identified, including the glia-derived immature/mature RGCs, cycling progenitors, and bipolar cells (Figure 6C). *Reln*⁺ RGCs were generated from MG in the absence of injury at a level similar to that obtained when light-damage preceded *Ascl1*-*Atoh1* expression, which was greater than both the NMDA and light-damage after TF induction (Figure 6D). A further prediction was that MG expressing *Ascl1*-*Atoh1* in the undamaged retina would produce the fewest RGCs (HuC/D⁺) and the most unchanged MG compared to all of the injury conditions, and this was indeed the case (Figure 6D).

DISCUSSION

We set out to study whether the mode and timing of retinal injury affects the types of neurons generated by MG reprogrammed with proneural TFs in the adult mammalian retina. Our previous efforts to stimulate neurogenesis in the adult mouse retina demonstrated that *Ascl1* induces neurogenesis from MG only when followed by inner retinal injury (Jorstad et al., 2017; Ueki et al., 2015). Studies in naturally regenerating species have suggested that the mode of injury or degree of cell death may affect the regeneration process (D'Orazi et al., 2016). Before the present study, the only mode of injury we had tested was a neurotoxic dose of NMDA delivered intravitreally, which kills RGCs and some amacrine cells. Moreover, we had primarily relied on a paradigm in which the neurogenic factors are induced in the MG before injury. Therefore, in this report we have explored whether timing or mode of injury affects the outcome of induced neurogenesis in MG using two different injury modes, two different timing protocols, and two different TF combinations.

Our results show that the mode of injury does not affect the outcome of reprogramming MG to Npre with *Ascl1*, since both light-damage and NMDA are sufficient to trigger neurogenesis. Based on histology, the ratio of glia-derived bipolar neurons in the light-damaged retinas was comparable to that in the NMDA-treated retinas (Figure 1D), although scRNA-seq showed an increase in the rate of neurogenesis from the *Ascl1*-expressing MG after light-damage compared with that observed from NMDA injury (Figure 2D). The apparent discrepancy between the two outcome measures may be due to the sensitivity of each method, with histology reflecting the protein expression profiles and scRNA-seq providing a high-resolution overview of transcriptomic changes.

Although the overall rate of neurogenesis was very similar in both injury modes, we did observe a substantial difference in the laminar positioning of the MG and their neuronal progeny based on injury mode. Light-damaged retinas had more lineage-traced cells in the ONL (Figure 1D), including both MG-derived neurons (Otx2⁺) and potential MG-derived progenitors (Sox2+Otx2[−]) (Figures 1H–1H'). This phenomenon is reminiscent of the interkinetic nuclear

Figure 6. Investigating the effects of early inflammation on reprogramming MG with *Ascl1*-*Atoh1*

(A) Schematic overview of the experimental time lines and injuries used to reprogram transgenic mice expressing *Ascl1*-*Atoh1* specifically in MG.

(B–B''') UMAP of integrated Seurat objects from sequencing runs of sorted cells from all of the experimental retinas showing the representation of each dataset (B') light-damage before *Ascl1*-*Atoh1* induction, (B'') light-damage after *Ascl1*-*Atoh1* induction, (B''') NMDA damage, and (B''') no damage.

(C) UMAP of integrated Seurat objects split into clusters of cell types based on transcript signatures.

(D) Alluvium plot of subseted cell types originating from the 4 datasets split by dataset origin.

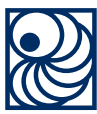

migration of progenitors during retinal development (Baye and Link, 2008) and in the regenerating retinas of chicks (Fisher and Reh, 2000) and zebrafish (Lahne and Hyde, 2016), and it does not occur as frequently during reprogramming after NMDA damage (Figure 1D). This suggests that the loss of photoreceptors triggers a different response in the Ascl1-expressing MG, as opposed to RGC loss, which may be relevant to future studies in retinal repair.

We found that the mode of injury did not affect the types of neurons generated by the MG when the cells expressed Ascl1, since we obtained bipolar neurons regardless of the injury mode. Ablating photoreceptors in mice did not cause the Ascl1-expressing MG to generate new photoreceptors, indicating a lack of selective cell replacement controlled by the mode of injury. Although we detect some photoreceptors in our scRNA-seq data, we have not identified newborn photoreceptors via histology and EdU labeling, which is why we cannot exclude that these photoreceptors are carried over during fluorescence-activated cell sorting.

By contrast with the Ascl1 results, we found that the types of neurons generated from MG that express Ascl1-Atoh1 were sensitive to injury mode and timing. We identified a new type of RGC-like cell generated from MG expressing Ascl1-Atoh1 following light-damage, even though RGCs were not affected in this injury paradigm. Thus, although the type of injury can affect the cell types generated by the Ascl1-Atoh1-expressing MG, there does not appear to be selective cell replacement. This reinforces the notion that the environment of an injured retina has a limited effect on the cell fate of regenerated cells, and that in this system, fate is primarily driven by combinations of proneural factors.

The results we see in the mouse are not that different from what is observed in fish. Studies on regenerative species have used numerous injury paradigms to study retinal responses to global and layer- or cell-specific lesions reviewed by Sharma and Ramachandran (2022). In zebrafish, the early response to injury is similar regardless of injury mode, with reactive glia becoming proliferative and entering a neurogenic state (Hoang et al., 2020). Once reactive MG become multipotent progenitors in zebrafish, they give rise to all retinal neurons irrespective of injury, although they proliferate more in areas of cell death as opposed to areas where the retina is intact (Powell et al., 2016). In both zebrafish and mice, the transcriptomic profiles of resting and reactive MG are similar following injury (Hoang et al., 2020), suggesting that the greatest difference between regenerating and nonregenerating species is the capacity of MG to switch into proliferating progenitors, with less emphasis on the injury mode.

Some studies have reported that the ablation of specific neuron types can bias the fate of regenerated neurons to-

ward the cell type lost. For example, selective ablation of bipolar neurons in zebrafish led to the regeneration of mostly bipolar neurons, with some new rods and cones also born following injury (D'Orazi et al., 2016). A similar bias was reported when cones were ablated in zebrafish, with the selective loss of red and UV cones also eliciting the regeneration of those same subtypes (D'Orazi et al., 2020). It is important to note, however, that not all injury paradigms are equal even in regenerative species, because the selective ablation of blue cones in zebrafish could not stimulate their regeneration (D'Orazi et al., 2020).

In addition to the effects on cell fate, different types of injury could control other aspects of the regeneration process. It has been suggested that the degree of cell death can be sensed by the retina and as a result, lead to varying pathways of regeneration and cell replacement (Montgomery et al., 2010). As noted above, MG-derived progenitors in zebrafish proliferate more in areas of cell death than in areas where the retina is intact (Powell et al., 2016). In the present study, we did not detect regional differences in the proliferation of the reprogrammed MG, due to the broad effects of both light-damage and NMDA across the retina.

Our data have shown that photoreceptor ablation triggers MG expressing Ascl1-Atoh1 to generate RGC-like cells and specifically a new subclass of Reln⁺ RGC-like neurons. Reln is a secretory protein in the CNS that facilitates the migration of neurons to their final laminar position in the brain during development (Rice and Curran, 2001). It has a similar role in the retina, in which at embryonic day 13.5, it is predominantly expressed by neurogenic precursors, RGCs, and the distal ciliary margin (Broad Institute Single Cell Portal analysis of data from Balasubramanian et al., 2021) serving as a guidance cue for synaptic connectivity within the retina (Rice et al., 2001).

Although Reln and its downstream effector protein Dapl1 (or Dab1) are primarily expressed by RGCs and glycinergic AII amacrine cells, respectively (Rice and Curran, 2000; Rice et al., 2001), Reln signaling has also been implicated in the rod photoreceptor pathway. Mice deficient in either Reln or Dab1 have fewer rod bipolar cells and attenuated scotopic responses (Rice et al., 2001), indicating that Reln signaling is required for both the circuit formation and function of rod photoreceptors. It is possible that the ablation of rods after light-damage triggers the expression of signals naturally required for rewiring the remaining rods with the surviving neural network.

In addition to external cues that may bias the fate of regenerating neurons, we find that the inflammatory state of the MG has an effect on the types of neurons generated. MG expressing Ascl1-Atoh1 were able to generate Reln⁺ RGCs in the absence of any injury and when light-damage preceded TF expression by 1 week. When retinas were injured either with NMDA or light-damage after TF

expression, the population of ReIn^+ RGCs was reduced (Figure 6). This suggests that the types of neurons generated by the reprogrammed MG depends on the degree of inflammatory signals they receive, since the proinflammatory signals they receive early following retinal injury are greater with NMDA than with light-damage (Figure S5).

How the deposited data were processed for this re-analysis (not part of the article)

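The data are single-cell RNA counts of GFP+ sorted cells from mouse retinas in 6 libraries, 2 from Ascl1 mice and 4 from Ascl1-Atoh1 mice, with 1 library per condition. Each library pooled 4 retinas. The authors made the deposited count matrices with Cell Ranger on the mm10 genome, and each value is a whole number of UMIs per gene and barcode, with no normalization and no cell type annotation. The submitters' processing notes name Cell Ranger 6.0.2 for the Ascl1 NMDA library and the Ascl1-Atoh1 library with no damage, 7.0.0 for both libraries with light damage before induction, 7.2.0 for light damage after induction and 3.0.2 for the Ascl1-Atoh1 NMDA library, while the paper's methods name 3.0.2. From version 7 on, intronic reads are counted by default, so among these libraries every light-damage library and no other comes from such a version. The light-damage condition and the counting of introns cannot be told apart where it is compared with NMDA or no damage. Of the genes in the feature lists, 30406 are in all of them and were used where libraries were compared. Gene positions are those of the GENCODE annotation on GRCm38 (mm10).

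Cells with over 10% mitochondrial UMIs were removed. This took 9.58% of the Ascl1 NMDA barcodes, 0.544% of Ascl1 light damage, 2.04% of Ascl1-Atoh1 no damage, 14.9% of light damage after, 0.998% of light damage before and 37.8% of Ascl1-Atoh1 NMDA. Cells kept had a median of 5027, 1024, 3152.5, 3485, 1957 and 5341.5 UMIs in the same order. For each figure, cell numbers were drawn down to the smallest library and UMIs to the lowest median with downsampleMatrix of scuttle 1.12.0. Libraries were then integrated by canonical correlation in Seurat 5.3.0 (the paper used 4.3.0) on R 4.3.3, with 2000 variable genes, 30 dimensions and resolution 0.5. Neither of the last settings is named in the paper's text. Scrublet (scanpy 1.11.5) scored doublets. Its automatic threshold marked few cells, so the cells with the highest scores were taken up to the number expected at 0.8% per 1000 barcodes, and these were removed only as an alternative.

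Clusters were named by 165 markers of 21 cell types. The Reln cluster list and parts of the immature RGC, amacrine, astrocyte and cycling progenitor lists were chosen by the study on these samples. The rule that scores the markers went through 4 versions after clusters had been seen, because names of MG-like, neurogenic precursor-like and RGC-like clusters changed between settings, and the last version was then kept for all settings. The shares of the Reln, microglia-like, rod-like and cone-like clusters did not depend on the version. A cluster stayed unnamed if it had too few markers, a marker score under 0.25, leading genes of another class, a median UMI count under 0.333 of its library's with none of its markers leading, or nearly all cells from 1 library. The last did not apply where at least 3 of its class's markers led, as for the microglia-like cluster of the Figure 3 libraries. Clusters left unnamed held 9.19% and 5.01% of the Ascl1 NMDA and light-damage cells. They held 34.4% and 37.3% of the Ascl1-Atoh1 cells of Figure 3, with light damage before and NMDA. In the integration of the injured libraries they held 15.9% with light damage after, 22.4% with light damage before and 13.8% with NMDA. In that of all 4 Ascl1-Atoh1 libraries, only 26 cells with light damage after stayed unnamed. A cluster's leading genes are those of all its libraries together, so the markers of each class were also counted in each library.

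Shares of cells carry exact Clopper-Pearson intervals, sums of UMIs exact Poisson intervals, and ratios the exact interval of 2 Poisson counts, all at 95% (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 on Python 3.11.15). They cover counting error only, and no p-value was computed, since cells are not replicates. For shares of cells with a UMI, each cell was thinned to 1000 UMIs and shallower cells were left out. A count of 0 allows up to 3 counts. Genes were compared between libraries by the ratio of CPM of summed UMIs within a class, over genes with at least 30 UMIs in the higher library. Members of 16 gene lists and of the marker lists were called higher or lower at 1.5-fold with an interval excluding 1, and a list's median was set among 10000 random lists matched on expression. The share of all genes past the same rule is not given, so the counts alone do not set a list apart from other genes. The genes named are those the paper names and, per comparison, the 12 highest and 12 lowest ratios among genes with at least 100 CPM and 30 UMIs in the higher library. Mitochondrial, ribosomal protein, predicted, Rik and hemoglobin genes were left out of this rule. The samples' conditions, lists, rule for named genes and alternatives were set before the data were examined, with the paper's figures already seen, except the alternatives without the few-UMI cluster and those joining the marker rule to another mitochondrial limit, which were added later.

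The ratio step was tested on simulated counts. Of 100 genes changed 2-fold, 99, 97, 99 and 100% passed the rule of 1.5-fold in the comparisons of Ascl1 clusters 0 and 1, light damage before with NMDA, light damage after with before, and no damage with NMDA, run on 9817, 11114, 10889 and 11432 genes. Of unchanged genes, 1.55, 0.779, 1.06 and 0.748% passed it. Thinning was tested on 2000 simulated cells at each of 1500 and 6000 UMIs, where Gap43 was seen in 16.6 and 50.5% of cells unthinned. Thinned, it was seen in 11.3 and 10.9%. The marker rule for the Reln cluster was also repeated over 100 draws of the thinning.

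The alternatives changed 1 step at a time, except those added later that join the marker rule to a mitochondrial limit: all cells kept, no downsampling of UMIs, no integration, another random draw, a mitochondrial maximum of 5%, resolution 0.3 or 1.0, cells under 500 UMIs removed, predicted doublets removed, other denominators, thinning to 500 UMIs or none, at least 2 UMIs, a marker rule in place of the Reln cluster, ratios centred on the median gene, at least 100 UMIs, all cells in place of a class and a threshold of 3-fold. Histology, the CellChat analysis of published data and the mapping onto embryonic retina were not analysed here.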

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

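The test for rods and cones and the count of endothelial markers were chosen only after the result was seen, and the tests for exchanged files and for fewer UMIs were planned.

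In Ascl1 mice, clusters 0 and 1, closest to MG by the whole marker list but with no MG marker among their leading genes, were 1.54 times (95% interval 1.44 to 1.65) as large a share of all cells kept in the library labelled light damage as in the library labelled NMDA, and MG-like cells in Ascl1-Atoh1 mice 0.846 times (0.457 to 1.55). The pair stands out because the mouse lines moved in opposite directions, but the clusters differ in their leading genes, the second interval includes 1, the second ratio turned to 1.49 with all cells kept and to 1.52 with another random draw, and the difference between the lines was not tested. In the Ascl1 libraries the bipolar-like share moved with it, at a ratio of 0.283 (0.241 to 0.331) over the bipolar-like and neurogenic precursor-like cells and clusters 0 and 1, which leaves out the rods and cones that could have diluted it and argues against that dilution. Fewer UMIs per cell are argued against by a ratio of 0.327 (0.286 to 0.373) for cells with bipolar markers at 1000 UMIs each, and an exchange of the deposited files alone by the long-intron genes, which were 1.46 higher on the log2 scale in the library labelled light damage, where an exchange predicts a value under 0. An exchange of labels together with the Cell Ranger versions in the notes (Table S3 gives each library's cells and median UMIs under the labels as deposited), a biological difference between injury modes and between their timings relative to induction, and a difference between single libraries stay open and untested.

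The cluster named endothelial-like in the integration of all Ascl1-Atoh1 libraries, a type the paper does not discuss, was 10.5 times (5.63 to 21.5) as large with light damage before induction as with no damage, at 7.27% (6.04 to 8.66%) of 1582 cells. That ratio is not one of endothelial cells, since 2 of its 115 cells with light damage before had a UMI of any of 6 endothelial markers, against 10 of 11 with no damage. No cluster was so named in the other integrations, nor with all cells kept, no downsampling of UMIs, no integration or a mitochondrial maximum of 5%. Lcn2, a gene the paper does not discuss, was lower in clusters 0 and 1 of the Ascl1 light-damage library than in those of the NMDA library, at a ratio of 0.0216 (0.0134 to 0.0331), with 3004 UMIs in the NMDA library. Xist, a gene of the inactive X chromosome of female cells that shares exon bases with other annotated genes and that the paper does not discuss, was lower in immature RGC-like cells with light damage after induction than before, at a ratio of 0.00211 (0.00112 to 0.0036), with 4472 UMIs with light damage before. The Y-linked genes Eif2s3y and Uty went the other way, so the pools may differ in sex, which was not tested and cannot be told apart from timing. Asic2, a gene the paper's text does not name, was higher in immature RGC-like cells with light damage before than with NMDA, at a ratio of 94.0 (85.4 to 104), with 427 UMIs with NMDA. These libraries differ in intron counting by default, and long-intron genes were 1.49 higher than short-intron genes on the log2 scale. How much of the Asic2 ratio comes from intron counting was not tested.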

How the results depend on the processing

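Of 349 values recomputed under an alternative, 264 stayed within the interval or the 1.5-fold range of the reported value, 77 moved beyond it and 8 reversed, which is said only where the interval of the reported value excludes 1. Of these values 292 are ratios, of which 271 kept their direction and 13 more changed it where that interval includes 1. Except where a filter or a threshold itself takes away cells or genes, the cause was not tested. The alternatives without the few-UMI cluster and those that join the marker rule to a mitochondrial maximum of 5% or to no filter were chosen after the data were seen. No paired analysis was possible because each condition has 1 library and no number is shared between libraries. Removing cells under 500 UMIs gave no value for Ascl1-Atoh1 mice, where no cell kept has fewer, and ratios over a library with no cell or UMI have none. Depth limits genes seen in few cells (Zic3, Osm, Angptl4) and classes with few cells, such as the MG-like cells after light damage. The NMDA library of Ascl1-Atoh1 mice holds 455 cells at a mitochondrial maximum of 5%, so its small classes rest on few cells there. The ratios with the denominator of all cells kept (9 of 9) and by the marker rule (3 of 3, in 1 draw of the thinning) stayed within their intervals, but over 100 draws light damage before over NMDA by that rule had a median of 2.67, under the interval of 2.79 to 6.05.

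Ratios follow with the reported one in parentheses, as light damage over NMDA for Ascl1 mice and, unless said otherwise, as light damage before over NMDA for Ascl1-Atoh1 mice. In the Ascl1 libraries, MG-like stands for the clusters closest to MG by the whole marker list. With all cells kept, the Ascl1 MG-like ratio was 1.64 (1.50), bipolar-like 0.209 (0.283), Ascl1-Atoh1 immature RGC-like 1.08 (1.27), MG-like no damage over light damage before 6.21 (10.6), immature RGC-like no damage over light damage after 0.644 (0.752), and Dapl1 in the Reln cluster over other cells 77.3 (112). With no downsampling of UMIs, the Ascl1 ratios were 1.9 for MG-like, 0.236 for bipolar-like and 0.784 (0.255) for neurogenic precursor-like, and immature RGC-like reversed to 0.925. With no integration, the same Ascl1 ratios were 1.60, 0.0443 and 0.183. Bipolar-like in Ascl1-Atoh1 mice reversed to 2.52 (0.740) and MG-like no damage over NMDA to 0.605 (7.99), immature RGC-like no damage was 0.853 over light damage after and 0.921 (0.793) over light damage before, and the Grin genes in the Reln cluster over immature RGC-like cells were at 1.21 (0.979). The neurogenic precursor-like ratio was 0.621 with cells under 500 UMIs removed, 0.370 with predicted doublets removed, 0.477 at resolution 0.3 and 0.736 at 1.0, where MG-like was 1.79. Immature RGC-like was 1.41 with another random draw and 1.07 with doublets removed.

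At a mitochondrial maximum of 5%, Ascl1 bipolar-like was 0.220 and neurogenic precursor-like 0.520. In Ascl1-Atoh1 mice, bipolar-like reversed to 2.44 and immature RGC-like was 1.68. Light damage after over before was 1 (2.44) for MG-like and 1.79 (2.76) for the few-UMI cluster, MG-like no damage was 1.65 over NMDA and 5.90 over light damage before, and immature RGC-like no damage over light damage after 0.883. The Reln cluster was at 1.12 (4.06) in 2 libraries and 1.67 (3.58) in 3, light damage after over NMDA at 0.533 (1.45), and no damage over NMDA at 1.31 (3.23). Cells with Dapl1 reversed to 0.939 (2.67), and to 0.670 (1.63) for light damage after, and cells with Mfap4 were at 1.00 (2.13), with Zic3 at 0.446 (1.96) and with Rbpms at 0.229 (0.903). The marker rule at 5% reversed the Reln ratio to 0.890, and over 100 draws of the thinning it lay between 0.640 and 1.39. With no thinning, Ascl1 mice had 0.204 (0.559) for cells with Ascl1, 0.187 (0.277) for Otx2 and 0.605 (0.863) for Otx2 in bipolar-like cells, Reln was 1.84 (3.9), Dapl1 1.37 and 1.04 for light damage after, and Mfap4 reversed to 0.834 (2.13). At least 2 UMIs gave 0.226 for Ascl1 and 4.9 (2.68) for Reln, light damage after over NMDA, which was 5.65 when thinned to 500 UMIs. Mfap4 was 6.05 (2.13) with at least 2 UMIs and 3.32 when thinned to 500 UMIs.

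Members of the fixed lists called higher and lower were 33 and 55 in Ascl1 clusters 0 and 1 and, in immature RGC-like cells, 42 and 71 for light damage before over NMDA, 16 and 22 for after over before, and 81 and 38 for no damage over NMDA. In the same order, 3-fold left 9 and 25, 20 and 24, 2 and 5, and 34 and 5, with 11 (24) genes named in after over before. All cells in place of the class gave 66, 69 and 65 higher in the first 3 comparisons, and 91 lower in Ascl1 cells, 35 in after over before and 70 in no damage over NMDA. At least 100 UMIs left 20 higher in Ascl1 cells, and 6 higher and 14 lower in after over before, where centred ratios gave 9 higher and leaving out the few-UMI cluster 8.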

Differences from the paper's values

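No value here rests on a test chosen after the result was seen, and the alternatives named were set before the data were examined. The MG-like, neurogenic precursor-like and RGC-like shares, though, rest on a naming rule that went through 4 versions after clusters had been seen. Of 53 values read from figures, 26 differ, being over 1.5 times apart and outside the counting interval, and the 24 values of Table S3 do not differ by this rule, though the library with no damage gives 1615 cells, 3096 UMIs, 1666 genes and 19479 genes detected against the paper's 1614, 3100, 1668 and 19467.

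For the Ascl1 libraries, the paper's bipolar share is about 8% with NMDA and about 36% with light damage in Fig. 2D, read by eye, against 29.4% and 8.32% here, and no alternative closes either gap. Its MG share is about 90% with NMDA and about 59% with light damage in Fig. 2D, read by eye, against 59.4% and 88.8% here for clusters 0 and 1, whose leading genes hold no MG marker. The NMDA value no longer differs with no integration (60.5%), a mitochondrial maximum of 5% (61.7%) and cells under 500 UMIs removed (62.8%), and not under the others. The same holds for the light-damage value with no downsampling of UMIs (77.1%), another random draw (88.1%), resolution 1.0 (74.6%), cells under 500 UMIs removed (87.9%), predicted doublets removed (87.4%) and all cells kept as the denominator (75.3%), and not under the others. Its Npre share is about 2% with NMDA and about 5% with light damage in Fig. 2D, read by eye, against 11.2% and 2.85% here. No alternative closes the first gap, and the second closes with all cells kept (3.37%), a mitochondrial maximum of 5% (4.12%), cells under 500 UMIs removed (4.56%) and predicted doublets removed (3.54%) but not under the others. Set against the opposite library, the values here for bipolar-like cells and clusters 0 and 1 lie within 1.5 times of the paper's. For neurogenic precursor-like cells, 2.85% here does so against about 2%, but 11.2% against about 5% does not.

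For the Ascl1-Atoh1 libraries, the paper's MG share with NMDA is about 1.5% in Fig. 3F, read by eye, against 2.97% here, and no longer differs with all cells kept (1.9%), no downsampling of UMIs (2.23%) and predicted doublets removed (1.85%) only. Its Reln share with NMDA is about 1.5% in Fig. 6D, read by eye, against 2.32% here, and no longer differs with another random draw (2.24%), predicted doublets removed (1.91%) and all cells kept as the denominator (1.64%) only. Its MG share with NMDA is about 1% in Fig. 6D, read by eye, against 1.87% here, and no longer differs only with all cells kept as the denominator (1.33%).

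The shares of cells with a gene are here of cells thinned to 1000 UMIs. In Fig. 4H, read by eye, the paper's shares with NMDA are about 2% for Reln, about 4.9% for Dapl1, about 0.8% for Zic3 and about 1.1% for Rbpms, against 1.16%, 1.94%, 0.185% and 0.555% here. None of these differs at a mitochondrial maximum of 5% (1.32%, 4.75%, 0.792% and 2.11%, where the interval for Rbpms includes the paper's value), nor does Dapl1 with no thinning (4.87%), and they differ under the others. With light damage before they are about 7.9% for Reln, about 19% for Dapl1, about 0.9% for Zic3 and about 0.9% for Rbpms in Fig. 4H, read by eye, against 4.51%, 5.18%, 0.363% and 0.501% here. Of the alternatives, no thinning alone closes the gap for Reln (7.82%), Zic3 (0.977%) and Rbpms (0.947%), and none does for Dapl1, whose share in the same library is about 6.8% in Fig. 5E, read by eye, and does not differ.

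In Fig. 5E, read by eye, the paper's shares for Mecom are about 2.4% with light damage after, about 3.9% with light damage before and about 0.2% with NMDA, against 1.13%, 1.59% and 0 here. Those for Mfap4 are about 5.7%, about 12% and about 5.7% in Fig. 5E, against 3.21%, 6.29% and 2.96% here, and those for Reln about 6.3%, about 7.7% and about 1.9% in Fig. 5E, against 3.10%, 4.51% and 1.16%. For the light-damage values, no thinning alone closes the gaps, at 2.20% and 2.90% for Mecom, 7.73% and 9.85% for Mfap4, and 7.73% and 7.82% for Reln. For the NMDA values of Mfap4 and Reln, a mitochondrial maximum of 5% alone does so, at 5.01% and 1.32%. For Mecom with NMDA, the interval includes the paper's value at a mitochondrial maximum of 5% (0) and when thinned to 500 UMIs (0.0442%), and not under the others.

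In direction, the paper states more neurogenesis after light damage in Ascl1 mice, where the bipolar-like and neurogenic precursor-like ratios of light damage over NMDA are 0.283 and 0.255 here and that of clusters 0 and 1 is 1.50. It states fewer rods after light damage, where the ratio of rod-like shares is 1.87 (1.44 to 2.44). It names Dab1, together with Dapl1, as high in the Reln cluster, where Dab1 was at 1.14 times (0.760 to 1.64) the other cells and Dapl1 at 112 times. It states a more mature cluster with higher Ebf2 when light damage follows induction, where Ebf2 after over before was 1.08 (0.987 to 1.18) and no cluster met the rule for mature RGC-like cells. Ebf2 before over NMDA was 4.27, between libraries that differ in intron counting by default. It states the fewest mature RGCs with NMDA, which the clusters here cannot show. The cluster with Ebf2 among its leading genes held 210 cells with NMDA, 183 with light damage before and 235 with light damage after. It was named immature RGC-like and gathers deep cells, at a median of 4.55 times their library's median UMIs. Ebf2 itself was lower with NMDA, at 0.236 times light damage before and 0.229 times light damage after over all cells, with the same limit of intron counting. It states more Angptl4 with NMDA than with light damage, where the ratios are 1.48 (0.403 to 5.90) and 1.61 (0.368 to 9.67), while Tnf and Osm were higher with NMDA here too. It states NMDA receptor transcripts in all glia-derived RGCs, where Grin1 was at 7.10 CPM in the Reln cluster against 105 CPM in immature RGC-like cells, while the sum of all 7 genes was at a ratio of 0.979 (0.797 to 1.19). It names a cycling progenitor cluster, where Sct, one of the study's markers of these cells, is among the leading genes of the nearest cluster (with Id1 and Id3 in the integration of the injured libraries), while Mki67 had 7 UMIs in it over all 4 libraries.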

Other observations

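All tests in this part were chosen only after the results were seen, as were the genes and clusters singled out in its first paragraphs.

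Microglia-like cells with NMDA also differed from those with no damage in the Ascl1-Atoh1 libraries. Il1b, which encodes an inflammatory cytokine, was 7.48 times (95% interval 5.35 to 10.8) as high with NMDA within these cells, Osm 3.32 times (1.47 to 9.24), C1qa, a complement gene, 2.13 times (1.98 to 2.29), Ccl3, a chemokine gene, 1.52 times (1.33 to 1.75) and Tnf 1.45 times (1.04 to 2.06). Ccl4, another chemokine gene, was at 1.03 times (0.944 to 1.13) and Ctss at 0.895 times (0.849 to 0.943). Microglia-like cells were 9.99% (8.55 to 11.6%) of 1582 cells with NMDA, 5.06% with no damage, 3.86% with light damage after and 0.442% (0.178 to 0.910%) with light damage before. Astrocyte-like cells were highest with no damage, at 2.65% (1.92 to 3.57%), against 0.759, 0.316 and 0.442% with light damage after, light damage before and NMDA. Amacrine-like cells were 2.72, 1.07, 1.01 and 2.02% in the order no damage, light damage after, light damage before and NMDA. In the integration of the injured libraries, a cluster of 135 cells had 131 cells from light damage before and stayed unnamed, and its leading genes Gzma and Ccl5 came from 1 and 2 of its cells, all with light damage after. The GFP+ gate sets how many cells of each type passed.

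A cluster of 17 cells in Ascl1 mice, which lack the Atoh1 transgene, was also named a Reln cluster by its markers. It held 8 cells of the library labelled NMDA and 9 of the library labelled light damage, and was led by Fbln1, Gpx3, Atp1a2 and Penk. Of its leading genes only Mfap4 also led the Reln cluster of Ascl1-Atoh1 mice, and neither Reln nor Mecom was among them. Whether these cells are of the same type was not tested. Dapl1 was at 2310 and 3046 CPM in these cells, Ptgds, a prostaglandin synthase gene, at 9563 and 1650 CPM, and Reln at 198 (99.1 to 355) and 254 (69.2 to 650) CPM. In the neurogenic precursor-like cluster of the Ascl1-Atoh1 libraries, Id1 was at 2027, 695, 1177 and 2499 CPM in the order no damage, light damage after, light damage before and NMDA, Id3 at 1605, 473, 987 and 2380 CPM and Sct at 3398, 958, 2208 and 3953 CPM. These genes are thus lowest in light damage after among the 4 libraries.

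The immature RGC-like cluster with few UMIs held 2.76 times (2.32 to 3.31) as large a share with light damage after induction as before. Both libraries come from Cell Ranger versions that count introns by default, so that ratio argues against intron counting as the whole cause. Nuclei or broken cells may account for the cluster: within the light damage after library, long-intron genes were 0.82 higher on the log2 scale than short-intron genes in the cluster over the other immature RGC-like cells (0.83 with light damage before and 1.13 with NMDA), and 2 of 7 nuclear noncoding RNAs, Malat1 and Miat, were higher. The cluster was not low in mitochondrial UMIs, with a median of 4.30% over its libraries against 3.42, 4.15 and 3.17% in the other immature RGC-like clusters of the injured libraries. More mature RGCs cannot be told apart from nuclei or broken cells, since only 5 mature RGC markers could be measured, of which 1, Ebf3, was higher. A biological effect of the timing of light damage stays open and untested.

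The Reln cluster was the smaller share with NMDA at a mitochondrial maximum of 10%, with light damage before over NMDA at 4.06, and at 5% that ratio was 1.12. Loss of Reln cluster cells to the filter was tested by the marker rule with no filter. Light damage before over NMDA was then 2.96 (2.30 to 3.85), between 2.82 and 4.27 over 100 draws of the thinning. The rule takes 5 of the 924 NMDA cells that the filter removes and 1000 UMIs allow. The 1000 UMIs include mitochondrial ones, so cells over 10% keep fewer UMIs in which markers can be seen. Shallower removed cells are left out. The rule therefore cannot decide whether the filter took Reln cluster cells. Dilution by microglia-like cells is argued against by a ratio of 3.69 (2.53 to 5.50) over the cells that are not microglia-like. High mitochondrial shares in the other NMDA cells may contribute: the cluster's share of NMDA cells with at most 5% mitochondrial UMIs was 2.22 times (1.07 to 4.44) that of cells with 5 to 10%, from 14 of 455 and 25 of 1805 cells. It cannot be told apart from a difference between injury modes, since the values at 5% conflict: light damage before over NMDA was 1.71 (1.01 to 3.17) in clusters made at 10%, 1.12 in clusters made anew, and 0.890 by the marker rule, where 5 of the 25 NMDA cells taken were in the Reln cluster and 18 were neurogenic precursor-like. Injury mode itself stays open, as untested, with 1 library of each.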
